# Multi-omics analyses reveal ClpP activators disrupt essential mitochondrial pathways in triple-negative breast cancer

**DOI:** 10.3389/fphar.2023.1136317

**Published:** 2023-03-31

**Authors:** Emily M. J. Fennell, Lucas J. Aponte-Collazo, Wimal Pathmasiri, Blake R. Rushing, Natalie K. Barker, Megan C. Partridge, Yuan-Yuan Li, Cody A. White, Yoshimi E. Greer, Laura E. Herring, Stanley Lipkowitz, Susan C. J. Sumner, Edwin J. Iwanowicz, Lee M. Graves

**Keywords:** ClpP activators, CLPP, mitochondria, multi-omics, breast cancer

## Abstract

ClpP activators ONC201 and related small molecules (TR compounds, Madera Therapeutics), have demonstrated significant anti-cancer potential in *vitro* and *in vivo* studies, including clinical trials for refractory solid tumors. Though progress has been made in identifying specific phenotypic outcomes following ClpP activation, the exact mechanism by which ClpP activation leads to broad anti-cancer activity has yet to be fully elucidated. In this study, we utilized a multi-omics approach to identify the ClpP-dependent proteomic, transcriptomic, and metabolomic changes resulting from ONC201 or the TR compound TR-57 in triple-negative breast cancer cells. Applying mass spectrometry-based methods of proteomics and metabolomics, we identified ∼8,000 proteins and 588 metabolites, respectively. From proteomics data, 113 (ONC201) and 191 (TR-57) proteins significantly increased and 572 (ONC201) and 686 (TR-57) proteins significantly decreased in this study. Gene ontological (GO) analysis revealed strong similarities between proteins up- or downregulated by ONC201 or TR-57 treatment. Notably, this included the downregulation of many mitochondrial processes and proteins, including mitochondrial translation and mitochondrial matrix proteins. We performed a large-scale transcriptomic analysis of WT SUM159 cells, identifying ∼7,700 transcripts (746 and 1,100 significantly increasing, 795 and 1,013 significantly decreasing in ONC201 and TR-57 treated cells, respectively). Less than 21% of these genes were affected by these compounds in ClpP null cells. GO analysis of these data demonstrated additional similarity of response to ONC201 and TR-57, including a decrease in transcripts related to the mitochondrial inner membrane and matrix, cell cycle, and nucleus, and increases in other nuclear transcripts and transcripts related to metal-ion binding. Comparison of response between both compounds demonstrated a highly similar response in all -omics datasets. Analysis of metabolites also revealed significant similarities between ONC201 and TR-57 with increases in α-ketoglutarate and 2-hydroxyglutaric acid and decreased ureidosuccinic acid, L-ascorbic acid, L-serine, and cytidine observed following ClpP activation in TNBC cells. Further analysis identified multiple pathways that were specifically impacted by ClpP activation, including ATF4 activation, heme biosynthesis, and the citrulline/urea cycle. In summary the results of our studies demonstrate that ONC201 and TR-57 induce highly similar and broad effects against multiple mitochondrial processes required for cell proliferation.

## Introduction

Metabolic reprogramming was first characterized in cancer cells in the 1920s following the identification of increased glycolytic dependence under aerobic conditions (Warburg et al., 1927; Warburg, 1956; Lunt and Vander Heiden, 2011). Known as the Warburg effect, aerobic glycolysis has been confirmed in many rapidly proliferating cell types, but is widely debated as cancer cells often retain functional mitochondria and exhibit sensitivity to mitochondria-targeting compounds (Darzynkiewicz et al., 1981; Zu and Guppy, 2004; Fogal et al., 2010; Lunt and Vander Heiden, 2011). It has been proposed that the observed upregulation in glycolysis serves to increase adenosine triphosphate (ATP) as well as production of glycolytic intermediates required for anabolic processes, including the tricarboxylic acid (TCA) cycle, amino acid, nucleotide, and lipid biosynthesis (Lunt and Vander Heiden, 2011; Deberardinis and Chandel, 2016; Vander Heiden and Deberardinis, 2017). Cancer dependencies on other metabolic processes have been identified, including glutaminolysis, serine biosynthesis, and nicotinamide adenosine dinucleotide (NAD^+^), and this hypothesis continues to be investigated (Vander Heiden and Deberardinis, 2017). The identification of metabolic pathways as vulnerabilities in cancer cells has led to the development of numerous metabolism-specific anticancer approaches (approved or in trials) which target mitochondrial metabolic pathways, including oxidative phosphorylation (OXPHOS) (e.g., metformin), TCA cycle (e.g., CPI-613), and glutaminolysis (e.g., CB-839) (Luengo et al., 2017; Vander Heiden and Deberardinis, 2017).

ONC201 was initially discovered in a TRAIL induction screen (Allen et al., 2015) and while showing anticancer efficacy in multiple cancer models, its mechanism of action was largely undefined when it entered into Phase I clinical trials (Allen et al., 2016; Ralff et al., 2017; Stein et al., 2017). Greer et al. were the first to demonstrate specific effects of ONC201 on mitochondrial function (Greer et al., 2018). Recently, ONC201 and its structural analogs (the TR compounds) were identified as highly specific activators of the mitochondrial protease ClpP (Graves et al., 2019; Ishizawa et al., 2019; Fennell et al., 2022). ClpP forms a complex with ClpX, an ATP-dependent unfoldase that facilitates proteins insertion into the tetradecameric core of ClpP where they are subsequently degraded (Bhandari et al., 2018; Wong et al., 2018; Mabanglo and Houry, 2022). The proteolytic activity of ClpP not only serves to maintain protein homeostasis within the mitochondria, but is known to induce the mitochondrial unfolded protein response (UPR^mt^) and integrated stress response (ISR), leading to further transcriptional regulation of metabolic and mitochondrial quality control-related genes (Haynes et al., 2007; Qureshi et al., 2017; Melber and Haynes, 2018; Anderson and Haynes, 2020; Kumar et al., 2022)*.* In mammalian cells, activating transcription factor 4 (ATF4) has been identified as the key regulator of ISR (Quirós et al., 2017), and we and others have shown ClpP-dependent induction of ATF4 in TNBC cells following ClpP activation (Fennell et al., 2022).

Activation of ClpP in multiple cancer cell models leads to non-specific degradation of mitochondrial proteins, including OXPHOS subunits (Ishizawa et al., 2019; Nguyen et al., 2022; Wang et al., 2022). We have shown the more potent activators of ClpP (TR compounds) result in depletion of mtDNA *in vivo*, as well as a ClpP-dependent loss of oxygen consumption rate (OCR) and protein-level expression of many mitochondrial metabolic, transcriptional, and homeostatic proteins in triple-negative breast cancer (TNBC) cells (Fennell et al., 2022). Further investigation into the mechanism of the TR compounds revealed a ClpP-dependent dysregulation of metabolic pathways including one-carbon metabolism, proline biosynthesis, and the mevalonate pathways in TNBC cells, leading to inhibition of breast cancer stem cell function (Greer et al., 2022).

The paradigm of the UPR^mt^ involves increased mito-nuclear signaling, protein-level changes, and metabolic remodeling (Haynes et al., 2007; Qureshi et al., 2017; Melber and Haynes, 2018; Anderson and Haynes, 2020). Consistent with this, multiple studies have reported protein- and transcript-level perturbations following ONC201 or TR compound treatment in multiple cancer models (Ishizawa et al., 2016; Kline et al., 2016; Greer et al., 2018; Graves et al., 2019; Ishizawa et al., 2019; Fennell et al., 2022; Greer et al., 2022; Nguyen et al., 2022). The dysregulation of mitochondrial metabolic activity, protein level, and transcriptomic profiles in a wide variety of cancer cell models indicates the need to investigate the full scope of perturbations occurring in cancer cells following ClpP activation. Multi-omics data analysis approaches are a valuable tool for interrogating pathways altered by drug exposures, genetic variation, and disease states (Ebrahim et al., 2016; Hasin et al., 2017). Utilization of a multi-omics approach to analyze the proteomic, transcriptomic, and metabolomic landscapes of TNBC cells treated with ONC201 or TR-57 provides the opportunity to achieve a broad understanding of cellular processes altered by ClpP activation.

The objective of this study was to complete a multi-omics profile of TNBC cells following pharmacological ClpP activation. We performed individual analyses of proteomic, transcriptomic, and metabolomic data, as well as multi-omics data analysis using MetaCore pathway analysis software. The data presented herein demonstrates a comprehensive analysis of proteomic, transcriptomic, and metabolomic perturbations in wildtype (WT) and ClpP knockout (ClpP-KO) TNBC cells. Our multi-omics analysis identified significant alterations in mitochondrial metabolic processes, including TCA cycle (S)-citrulline metabolism, amino acid metabolism, ATF4 induction, and heme biosynthesis.

## Results

### Multi-omics analyses reveals loss of mitochondria-specific functions following ClpP activation in TNBC cells

To gain a better understanding of the biological consequences of ClpP activation in cancer cells, we compared the effects of 2 well characterized ClpP activators in a model of TNBC. Wildtype SUM159 (WT) and SUM159 ClpP-knockout (ClpP-KO) cells were treated with 10 μM ONC201 or 150 nM TR-57 (∼10 fold higher than the respective IC_50_ value previously determined for each compound (Graves et al., 2019)) for 24 h. Following extraction, LC-MS analysis and protein/metabolite identification were performed to obtain the proteomics and metabolomics datasets as described in Methods. In parallel, RNAseq was performed on mRNA isolated from treated cells to obtain the transcriptomics data (Figure 1). From these studies, approximately 8,000 proteins and 7,700 transcripts were quantified in each condition (Supplementary Data S1,S4, respectively). 

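The deposited files hold estimated counts for 243577 transcripts of 61114 genes in each of 36 libraries of SUM159 cells. Counts were summed per gene and given as CPM, counts scaled to a common total over all libraries. In WT cells given DMSO for 24 h, MT-CO1, a cytochrome c oxidase subunit encoded in mitochondrial DNA, stood at 7675 ± 480.2 CPM (SD, n = 3), and FTH1, the heavy chain of the iron store ferritin, at 1575 ± 105 CPM. TRIB3, a pseudokinase of the stress response, stood at 68.2 ± 12.2 CPM and HMOX1, the heme-degrading enzyme heme oxygenase 1, at 73.3 ± 6.08 CPM. PCK1, the cytosolic phosphoenolpyruvate carboxykinase, had a mean of 0 CPM in the same cells and did not enter the tests, whereas its mitochondrial paralog PCK2 did. A gene was tested where its mean count, normalized by TMM over the libraries compared, was above 50, the base mean that the paper's methods name. At 24 h this left 12445 genes for ONC201 and 12431 for TR-57 in WT cells, and 12779 and 12741 in ClpP-KO cells. At 1 h it left 12346 and 12321 in WT cells and 12461 and 12491 in ClpP-KO cells. Of the transcripts, 177066 carry an identifier and version that also stand in GENCODE 29, and these held 34.0% of the estimated counts. Gene sums over these transcripts alone, the setting named the transcripts in GENCODE 29, were tested as an alternative chosen after seeing the data. Of the paper's 24 h transcript table, the first 1538 rows were used, with 6153 left out, so no overlap with it was tested.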

Approximately 4,100 metabolites were measured, 3,218 which were matched to specific metabolites using an in-house library or public databases, and 588 were utilized for metabolomics analysis (ontology levels OL1, OL2a/2b, and PDa; see Materials and Methods and Supplementary Data S6). Additionally, phosphoproteomics analysis was performed on these samples, which yielded ∼17,000 phosphopeptides (Supplementary Figure S1, Supplementary Data S2).

**FIGURE 1:**
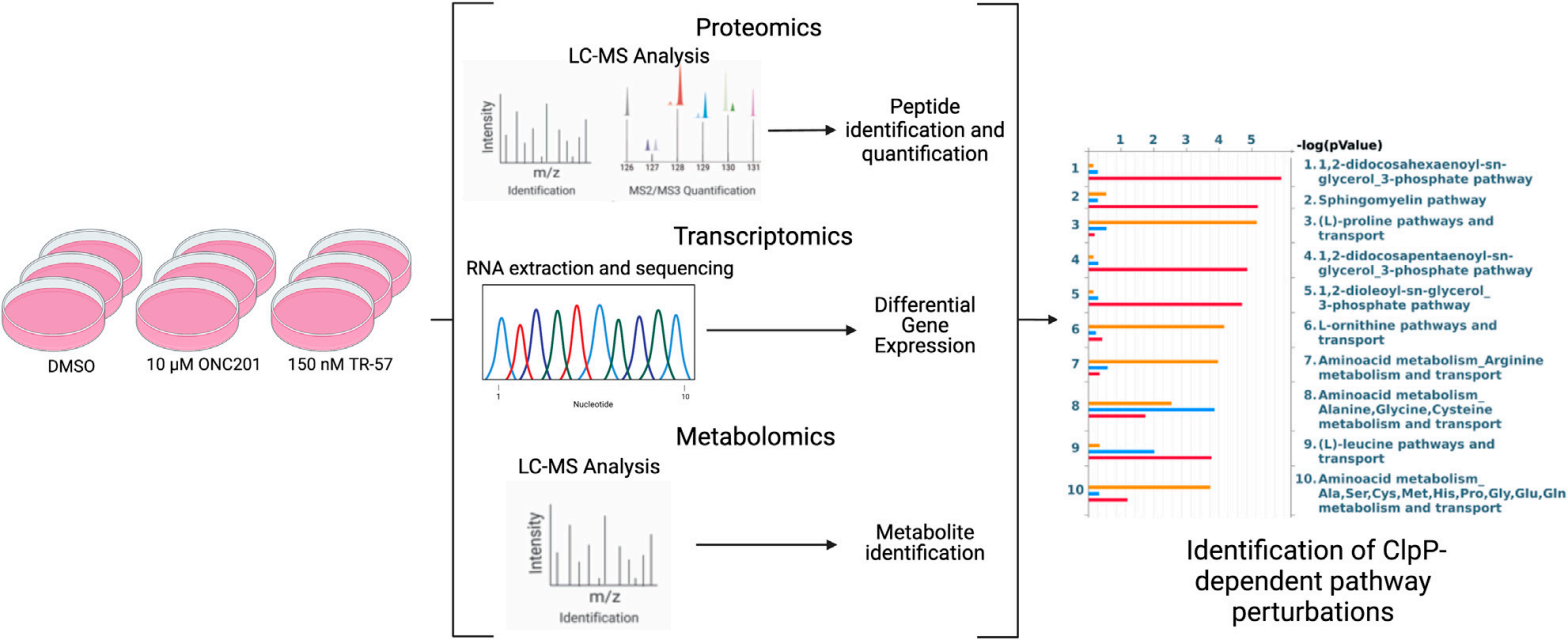
Schematic of multi-omics data collection and analysis of triple-negative breast cancer cells. SUM159 cells were treated with 0.1% DMSO, 10 µM ONC201, or 150 nM TR-57 and samples were collected and prepared for transcriptomics, metabolomics, and proteomics analyses using appropriate methods. Datasets were then analyzed individually using standard methods and as a combined multi-omics dataset using MetaCore. N = 3.

#### Proteomics

Analysis of the total proteomics revealed significant differences between WT and ClpP-KO SUM159 cells treated with either ONC201 or TR-57 (Figure 2A). Of the ∼8,000 proteins quantified, many proteins were significantly downregulated (Log_2_ (fold change) ≤ −0.5 and *p*-value ≤0.05) in ONC201 and TR-57 treated cells compared to DMSO control (572 and 686 proteins for ONC201 and TR-57 treated cells, respectively). In comparison, only 113 and 191 (ONC201 and TR-57, respectively) proteins were found to be significantly upregulated (Log_2_ (fold change) ≥0.5 and *p*-value ≤0.05). Overall ClpP activation with ONC201 or TR-57 influenced protein changes in a highly similar manner, with 55 upregulated and 380 downregulated proteins in common (Figure 2B). By contrast, very few proteins were significantly affected by either ONC201 or TR-57 treatment in ClpP-KO cells, suggesting the proteome changes observed in WT cells upon treatment are a direct result of ClpP activation. ONC201 treated ClpP-KO cells showed only 19 significantly upregulated and 0 significantly downregulated proteins, whereas TR-57 treated ClpP-KO cells showed only 1 significantly perturbed protein in either direction (Figure 2A).

**FIGURE 2:**
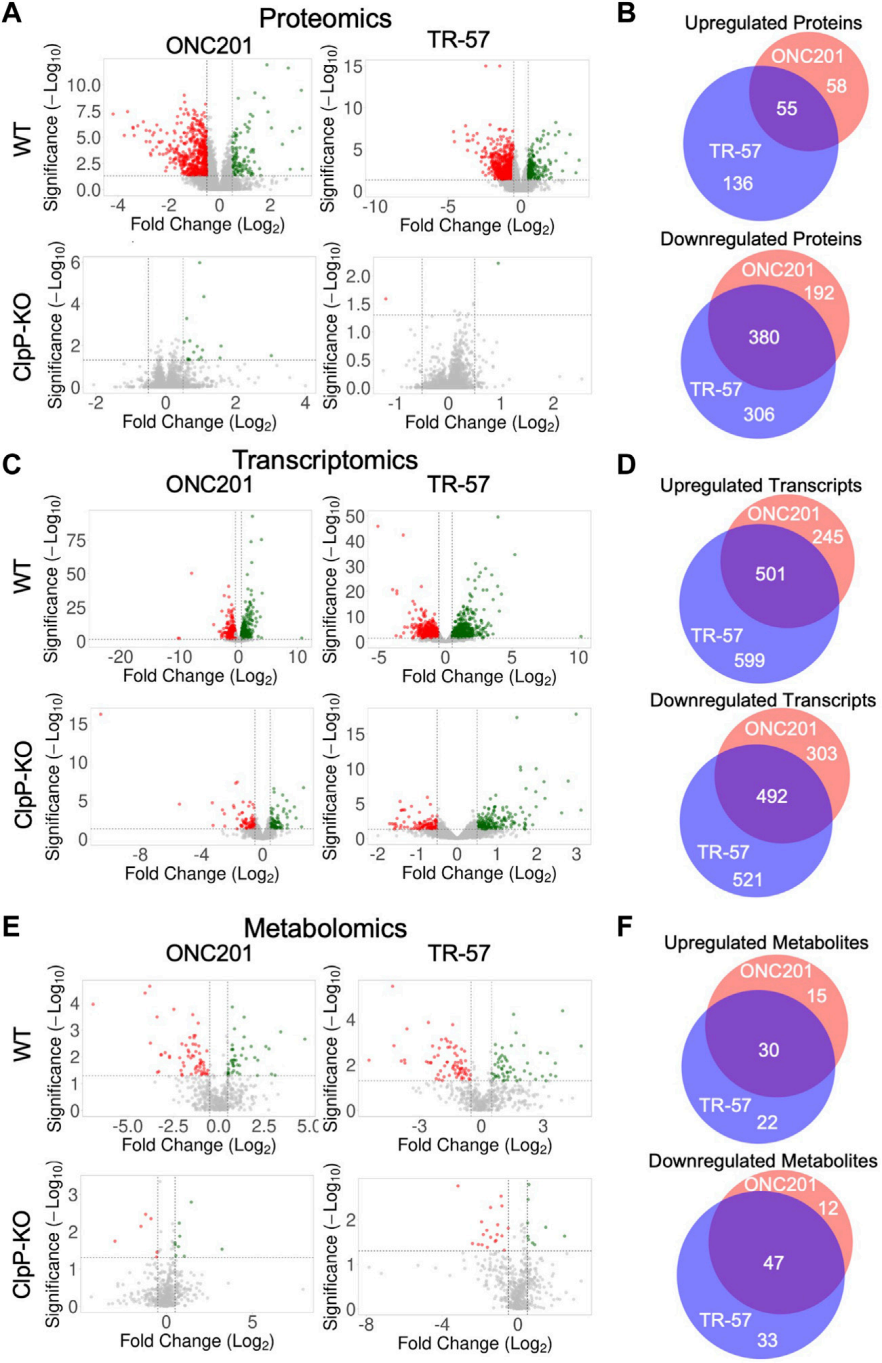
Analysis of omics data reveals significant and similar ClpP-dependent effects of ONC201 and TR-57 on triple-negative breast cancer cells. Wildtype (WT) and ClpP knockout (ClpP-KO) SUM159 cells were treated with 10 μM ONC201 or 150 nM TR-57 for 24 h and analyzed for proteomic **(A, B)**, transcriptomic **(C, D)**, and metabolomic **(E, F)** perturbations. Volcano plots of each dataset are shown in **(A, C)**, and **(E)**. Axes are Log_2_(Fold Change) and -Log_10_ (unadjusted *p*-value). Vertical dashed lines indicate fold change threshold (Log_2_(FC) >|0.5|) and horizontal dashed lines indicate significance threshold (-Log_10_ (*p*-value) >1.3), N = 3. Venn diagrams of significantly perturbed proteins **(B)**, transcripts **(D)**, and metabolites **(F)** were generated from small molecules meeting the fold change and significance thresholds previously mentioned. Red: ONC201; blue: TR-57; purple: Both drug treatments.

Gene ontological (GO) analysis of this data indicated a significant downregulation in mitochondrial proteins as expected for activation of a mitochondrial matrix protease (Supplementary Figure S2A). In addition to proteins involved in mitochondrial translation, GO analysis of significantly downregulated proteins revealed enrichment in the oxidative phosphorylation pathway, consistent with previous data that ONC201 and TR compounds reduce OXPHOS in TNBC and other cells (Greer et al., 2018; Ishizawa et al., 2019; Fennell et al., 2022; Greer et al., 2022). Proteins significantly downregulated by ONC201 and TR-57 treatment included ATPase Inhibitor (ATPIF1), mitochondrial 39S ribosomal protein L12 (MRPL12), and mitochondrial elongation factor Tu (TUFM) (Supplementary Figure S2B). GO analysis of the upregulated proteins demonstrated increases in mainly nuclear, cytosolic, and membrane proteins following ClpP activation, including the proteins Niban 1 (NIBAN1), peroxisome proliferator-activated receptor delta (PPAR-δ), growth/differentiation factor 15 (GDF15) and others Supplementary Figures S2A,B).

Analysis of the phosphoproteomics dataset identified changes in protein phosphorylation and kinase activity (Supplementary Figure S1A). From our dataset of ∼17,000 phosphopeptides (Supplementary Data S2), we identified >800 significantly upregulated and >1,000 significantly downregulated phosphopeptides across both ONC201 and TR-57 treatments in WT SUM159 cells. Between both treatments, 276 upregulated and 478 downregulated phosphopeptides were observed (Supplementary Figure S1B). Conversely, only 54 significantly upregulated phosphopeptides and 109 significantly downregulated phosphopeptides were found in ClpP-KO SUM159 cells across both treatments.

Using RoKAI (Yılmaz et al., 2021) to identify patterns of kinase activity from our phosphoproteomics data, we found evidence for activation of multiple kinases in WT SUM159 cells treated with either ONC201 or TR-57 (Supplementary Figure S1C), including ATM, ATR, AMPK, CK2, MAPKAPK2 and others. Similarly, RoKAI predicted the kinases CDK2, CDK4, and AurB to be inactivated under these same conditions. Many of these predictions were determined to be ClpP-dependent, as ClpP-KO cells treated with ONC201 or TR-57 showed few predicted changes in kinase activity following treatment (Supplementary Figure S1C).

#### Transcriptomics

RNAseq was performed on mRNA isolated from both WT and ClpP-KO cells following a 24-h treatment with either 0.1% DMSO, 10 μM ONC201, or 150 nM TR-57. 

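SUM159 is a human triple-negative breast cancer cell line, and the ClpP-KO cells are SUM159 cells in which CLPP, the gene of the protease of the mitochondrial matrix that ONC201 and TR-57 activate, was knocked out. CLPP lies on chromosome 19 of GRCh38, 6361452 to 6368910, and its transcript separates the genotypes. In DMSO for 24 h it stood at 78.7 ± 8.99 CPM (SD, n = 3) in WT and 15.2 ± 2.21 CPM in ClpP-KO cells, a log2 difference of −2.34 (SE 0.14, adjusted p = 1.39e-06 from edgeR). WT cells held 67.0 ± 5.1 CPM with ONC201 (log2 fold change −0.21, adjusted p = 0.129; without WT DMSO replicate 2 adjusted p = 0.0347) and 51.9 ± 23.8 CPM with TR-57 (−0.58, adjusted p = 0.196), at 26.0 CPM in replicate 1, 57.0 in replicate 2 and 72.6 in replicate 3. ClpP-KO cells held 9.45 ± 1.09 and 6.96 ± 0.331 CPM, changes of −0.68 and −1.13 that did not pass (adjusted p = 1 and 0.321) but did with the replicate as a block (0.00295 and 0.000233), with no low-count filter (0.0161 and 1.93e-06) and, for TR-57, with DESeq2 (6.08e-06), and every ClpP-KO library lay below every WT library. The assay was RNA-seq of mRNA from 6 groups of 3 libraries: WT and ClpP-KO cells given 0.1% DMSO, 10 µM ONC201 or 150 nM TR-57 for 24 h. The sample labels call the 3 libraries of a group biological replicates without naming separate cultures, so p-values measure the spread between these libraries, part of which may be technical. The authors estimated counts and TPM per transcript with Salmon. Total estimated counts per WT library were 23400744 to 27269277 (median 24677425) with DMSO, 21558427 to 24635190 (median 21709924) with ONC201 and 21116808 to 22207083 (median 22051037) with TR-57. Those per ClpP-KO library were 27345020 to 33354837 (median 28885501), 22043946 to 26651642 (median 22141274) and 20223508 to 26356772 (median 26090007) in the same order. The estimated counts were summed per gene, rounded to whole numbers and tested with edgeR's quasi-likelihood test, fitted to the groups compared, with TMM normalization and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. The paper calls a transcript at an unadjusted p of 0.05 and a log2 fold change of 0.5 in either direction. CPM are means over the 3 libraries of a group, scaled by TMM over all 36 libraries. The median gap between a transcript's length and its effective length, which grows with the fragment length, was 290.2 to 297.2 nucleotides in the WT TR-57 libraries, 306.3 to 312.1 in WT DMSO and 299.8 to 312 in WT ONC201. It was 288.1 to 296.9 in ClpP-KO TR-57, 297.6 to 309.2 in ClpP-KO DMSO and 299.1 to 311 in ClpP-KO ONC201, so every TR-57 library lay below every other 24 h library.

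**Figure D1:**
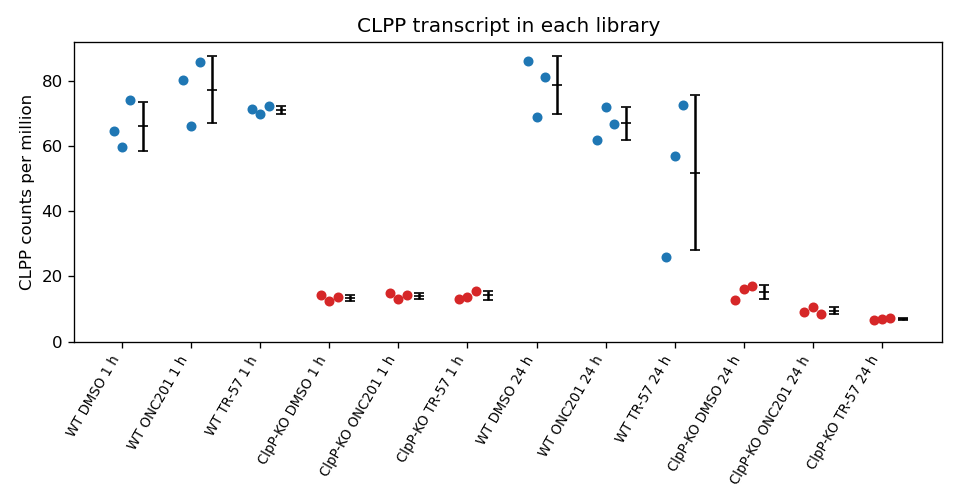
CLPP counts in CPM in each library, with 1 point per library, WT in blue and ClpP-KO in red, and the mean ± SD of each group (n = 3) in black, for the 1 h and 24 h experiments. At 24 h the WT DMSO libraries sit between 68.8 and 86.2 CPM and the ClpP-KO DMSO libraries between 12.8 and 17.0 CPM.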

Volcano plots of the processed data showed significant changes in the WT cells following ONC201 and TR-57 treatment (Figure 2C). Specifically, >700 and >1,000 transcripts were significantly altered in ONC201 or TR-57 treated WT cells, respectively. Of these, 501 upregulated transcripts were identical between both treatments, whereas 492 downregulated transcripts were common (Figure 2D). 

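Among the largest rises in WT cells at 24 h with both drugs were PAPPA2, INHBE and FUT1. PAPPA2, a protease of insulin-like growth factor binding proteins (chromosome 1 of GRCh38, 176463171 to 176845605), went from 0.101 ± 0.102 CPM (SD, n = 3) with DMSO to 5.79 ± 1.49 CPM with ONC201 and 7.02 ± 2.15 CPM with TR-57, log2 fold changes of 5.71 (SE 0.47, adjusted p = 3.23e-05) and 6.01 (SE 0.54, adjusted p = 0.00069). The DMSO level of PAPPA2 lies near the floor, so the size of its folds is uncertain. INHBE, a subunit of activins (chromosome 12, 57452323 to 57459280), went from 0.414 ± 0.273 CPM to 13.1 ± 2.64 and 10.6 ± 3.35 CPM. FUT1, a fucosyltransferase, rose by 4.33 (SE 0.40) on the log2 scale with ONC201 and 4.15 (SE 0.48) with TR-57. CHAC1, which degrades glutathione, rose by 3.73 (SE 0.40) with ONC201 and 3.42 (SE 0.57) with TR-57. With ONC201, UNC5B, a netrin receptor, went from 19.9 ± 6.44 to 305 ± 11.1 CPM and ADM2, a peptide hormone, from 0.994 ± 0.453 to 12.5 ± 1.27 CPM. KLHDC7B was at 0.0267 ± 0.0234 CPM with DMSO, too few counts for a fold, and at 4.83 ± 0.534 CPM with ONC201. With TR-57, NIBAN1, a stress-induced protein, rose by 3.72 (SE 0.27, adjusted p = 0.000474) and IL1RL1, a receptor of interleukin 33, by 3.71 (SE 0.36, adjusted p = 0.000903). Among the largest falls was that of SOST, the secreted Wnt inhibitor sclerostin (chromosome 17, 43753731 to 43758788), at −4.91 (SE 0.51, adjusted p = 0.000115) with ONC201 and −5.45 (SE 0.68, adjusted p = 0.00243) with TR-57. IL7R, the interleukin 7 receptor, changed by −4.09 (SE 0.29) and −3.88 (SE 0.44), and PTPRC, the phosphatase CD45, by −3.62 (SE 0.29) and −3.55 (SE 0.29). INSIG1, which holds the sterol sensor of the SREBP pathway in the endoplasmic reticulum, went from 251 ± 55.5 CPM to 25.9 ± 13.6 CPM with ONC201 and 24.2 ± 12.0 CPM with TR-57. RAB7B, a small GTPase, fell by 3.23 (SE 0.30) and 3.93 (SE 0.42). HAS2, a hyaluronan synthase, was at −3.17 (SE 0.38) with ONC201, and S1PR3, a receptor of sphingosine 1-phosphate, went from 20.9 ± 0.577 to 2.31 ± 0.0862 CPM. The calls of all these genes held under every alternative in which the gene was tested and with any library left out. RPL36A-HNRNPH2, a readthrough gene that shares sequence with its neighbours and is therefore uncertain, was at 0.0365 ± 0.0632 CPM with DMSO and 73.7 ± 42.6 CPM with TR-57.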

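ONC201 raised 1877 and lowered 2183 genes in WT cells at 24 h, with a median size of 0.541 on the log2 scale. TR-57 raised 1299 and lowered 1213, with a median size of 0.815. DDIT3, the stress transcription factor CHOP (chromosome 12 of GRCh38, 57516588 to 57521737), stood at 3.17 (SE 0.20, adjusted p = 6.72e-06) with ONC201 and 2.97 (SE 0.22, adjusted p = 0.000474) with TR-57. SESN2, the leucine sensor sestrin 2, was at 3.00 (SE 0.23) and 2.81 (SE 0.31). VEGFA, the vascular growth factor, was at 1.62 (SE 0.12, adjusted p = 1.9e-05) with ONC201, and went from 174 ± 20.2 to 449 ± 88.8 CPM (SD, n = 3) with TR-57 (adjusted p = 0.00195). CCN2, connective tissue growth factor, was at −2.35 (SE 0.18) and −2.76 (SE 0.23). At the paper's criterion, edgeR called 1235 higher and 1297 lower with ONC201 and 1672 and 1789 with TR-57. The paper's abstract gives lower counts in both directions for both drugs. Nearer to them were those of DESeq2 at that criterion on the transcripts in GENCODE 29, chosen after seeing the values. It called 846 higher and 850 lower with ONC201 and 1184 and 1086 with TR-57. The spread between libraries was wider for TR-57, with a common biological coefficient of variation of 19.5% against 12.3% for ONC201, and every TR-57 library had shorter fragments than every DMSO library. WT TR-57 replicate 1 stood apart, with a chi-square over genes of 73.3 and 71.9 per degree of freedom against replicates 2 and 3, which gave 27.4 between them, and without it that coefficient was 13.5% and 3170 genes were called. Without WT DMSO replicate 1 the calls went to 2442 for ONC201 and 590 for TR-57, and the TR-57 calls to 1247 without WT DMSO replicate 2 and 649 without WT DMSO replicate 3. Over the other settings the calls moved by over 1.5 times with the most abundant transcript per gene (2502 for ONC201, 994 for TR-57), the transcripts in GENCODE 29 (889 and 344 with edgeR, 1422 and 1420 with DESeq2) and, for TR-57, all 6 groups in one fit (5111). In counts simulated from the ONC201 comparison, where 200 genes were changed, the test found 41.8% of the changes of 0.5 on the log2 scale, 92.5% of those of 1 and 100% of those of 2, and 8.8% of its calls were false.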

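In WT cells at 24 h, 1064 genes rose with both drugs and 1086 fell with both, of 12313 tested for each, and 0 rose with one and fell with the other. NQO1, a quinone reductase, differed between TR-57 and ONC201 by 0.18 (SE 0.16, adjusted p = 0.646) on the log2 scale. PSAT1, an aminotransferase of serine synthesis, differed by −0.043 (SE 0.16), SQSTM1, the autophagy receptor p62, by −0.42 (SE 0.20) and MT-CO1 by 0.15 (SE 0.17), with adjusted p of 0.907, 0.619 and 0.688. MT-CO3, another cytochrome c oxidase subunit of mitochondrial DNA, differed by −0.63 (SE 0.21, adjusted p = 0.619). Tested directly, TR-57 against ONC201 gave 1 gene of 12318, the readthrough gene RPL36A-HNRNPH2 (adjusted p = 0.00283), whose reads are hard to tell from those of its neighbours. The count was 0 without WT ONC201 replicate 1, 2 or 3 and 2 without WT TR-57 replicate 1. DESeq2 called 8 higher and 1 lower with TR-57, 40 genes passed with no low-count filter, 5 with the transcripts in GENCODE 29, and 585 had an unadjusted p under 0.05. At the paper's criterion edgeR gave 104 higher and 180 lower genes and DESeq2 103 and 326. DESeq2 on the transcripts in GENCODE 29 gave 453 and 287 at that criterion. The doses of the compounds differ, 10 µM against 150 nM, and a p above the threshold does not show that they act alike. Of the gene lists fixed before the data were examined, the 13 protein genes of mitochondrial DNA were lower with TR-57 than with ONC201 (median −0.51, camera adjusted p = 0.000413; adjusted p = 0.904 with an estimated correlation). Independent lists of these sizes would share 193.7 higher and 213 lower genes. Both comparisons use the same DMSO libraries: in 20 simulated data sets with no drug effect, 0.05 genes were shared on average, the covariance of the fold changes was 0.0159 (observed 0.267) and their correlation 0.496 (observed 0.860). Since 3 DMSO libraries cannot be split into 2 sets of 2, part of the excess over independent lists may come from the shared controls. Without WT DMSO replicate 1 the shared genes were 257 higher and 306 lower, without replicate 2 640 and 552, and without replicate 3 290 and 338; they were 444 and 421 with the most abundant transcript and 160 and 112 with the transcripts in GENCODE 29.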

Again, ClpP-KO cells showed greatly reduced statistically significant changes, with <220 upregulated and <130 downregulated transcripts following 24-h treatment. 

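In ClpP-KO cells at 24 h, edgeR called 0 genes with ONC201 and 0 with TR-57. HMOX1 stood at 0.69 (SE 0.17, adjusted p = 1) with ONC201 and 0.47 (SE 0.16, adjusted p = 0.813) with TR-57 in ClpP-KO cells, and DDIT3 at 0.91 (SE 0.31, adjusted p = 1) and 0.66 (SE 0.33, adjusted p = 0.813). NIBAN1 was at 1.85 (SE 0.40, adjusted p = 1) and 1.99 (SE 0.40, adjusted p = 0.683). The response to ONC201 differed between the genotypes for 1339 genes, 569 changed upward and 770 downward in WT against ClpP-KO, and the response to TR-57 for 659, 301 and 358. INHBE differed by 4.36 (SE 0.83, adjusted p = 0.00528) for ONC201 and 4.25 (SE 0.88, adjusted p = 0.0151) for TR-57, the latter call lost without WT DMSO replicate 1 (adjusted p = 0.0533). SOST differed by −4.59 (SE 0.55, adjusted p = 0.000381) and −4.91 (SE 0.65, adjusted p = 0.00147). SLC7A11, the cystine transporter, differed by 2.03 (SE 0.20, adjusted p = 0.000116) and 2.06 (SE 0.21, adjusted p = 0.000442). Of the 18 measured targets of NRF2, a transcription factor of the antioxidant response, 10 rose more in WT than in ClpP-KO cells with ONC201 and 6 with TR-57 (12 and 11 adjusted over the list alone), with camera adjusted p = 6.9e-08 and 3.86e-06, and adjusted p = 0.0818 and 0.0879 with an estimated correlation. The TR-57 count was 10 without WT TR-57 replicate 2. In ClpP-KO cells 274 genes with ONC201 and 680 with TR-57 had an unadjusted p under 0.05, where chance gives 639 and 637, and DESeq2 called 11 and 16. Replicate numbers pair these libraries, and with the replicate as a block 108 genes rose and 50 fell with ONC201 and 379 and 529 with TR-57, HMOX1 (adjusted p = 5.88e-06 and 0.0152), DDIT3 (0.000115 and 0.00895) and NIBAN1 (0.00341 and 0.0101) among them. With no low-count filter 98 and 95 genes were called, at the paper's criterion 74 and 37 higher and 27 and 77 lower, and with 1 library left out 1 for ONC201 (without ClpP-KO DMSO replicate 3), and for TR-57 1 without ClpP-KO DMSO replicate 1 and 5 without ClpP-KO TR-57 replicate 3. The genes that differ between genotypes for ONC201 numbered 800 without WT DMSO replicate 1, 855 without WT ONC201 replicate 1, 756 without ClpP-KO ONC201 replicate 1 and 874 without WT DMSO replicate 3. For TR-57 they numbered 318 without WT DMSO replicate 1, 334 without ClpP-KO TR-57 replicate 1, 363 without WT DMSO replicate 3 and 386 without ClpP-KO DMSO replicate 3. They were 703 and 242 with the most abundant transcript, 152 and 50 with the transcripts in GENCODE 29 (499 and 315 with DESeq2), 690 and 1088 with all 6 groups in one fit, 859 and 407 with a transcript length offset, and 3359 and 1648 with the replicate as a block, whose numbers were not taken as pairing the WT libraries. For TR-57 they were also 1176 with DESeq2, 1274 with no low-count filter and 2076 at the paper's criterion. The paper states that the changes were greatly reduced in ClpP-KO cells and gives the 24 h effects as ClpP-dependent (Figure 2).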

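RNA-seq libraries were also made from WT and ClpP-KO SUM159 cells after 1 h with 0.1% DMSO, 10 µM ONC201 or 150 nM TR-57, 3 libraries per group. CLPP stood at 66.1 ± 7.46 CPM (SD, n = 3) with DMSO, 77.3 ± 10.2 CPM with ONC201 and 71.2 ± 1.27 CPM with TR-57 in WT cells, and at 13.5 ± 0.894, 14.0 ± 0.935 and 14.2 ± 1.33 CPM in ClpP-KO cells. Total estimated counts per WT library were 20463436 to 30938111 (median 22081481) with DMSO, 19776382 to 31172947 (median 19898523) with ONC201 and 20160932 to 27600773 (median 20701140) with TR-57, and per ClpP-KO library 18900244 to 30011349 (median 22381814), 17747259 to 28851659 (median 19776231) and 20870498 to 30143834 (median 22039997). The files hold estimated counts per transcript, as those of the 24 h experiment do, and were summed, rounded and tested in the same way, within the time point. The authors' deposited table for this time point holds log2 fold changes and p-values of 7486 named genes, and 1 of its lines carries no gene name. The replicate numbers pair the libraries at this time: the correlations of same-numbered libraries' deviations from their group means were 0.37 to 0.63 for WT ONC201, 0.44 to 0.50 for WT TR-57, 0.34 to 0.58 for ClpP-KO ONC201 and 0.41 to 0.59 for ClpP-KO TR-57, so values with the replicate as a block are given beside the calls they change. Standard errors of single genes at 1 h come from the fit without the block, so they include the shift between replicate numbers. Such a fit can miss changes that the replicates share.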

To investigate short-term effects of ClpP on the transcriptome, we performed transcriptomic analysis following 1 h of ONC201 or TR-57 treatment in WT and ClpP-KO SUM159 cells (Supplementary Figure S3). In these early timepoints, we observed significant upregulation of 80 and 115 genes in WT cells treated with ONC201 and TR-57 respectively, as well as significant downregulation of 174 and 200 genes in these same samples. 

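At 1 h in WT cells, edgeR called 1 gene with ONC201 and 0 with TR-57. The ONC201 gene was RGPD6, which fell from 30.9 ± 11.4 CPM (SD, n = 3) to 0.938 ± 0.220 CPM, a log2 fold change of −5.04 (SE 0.34, adjusted p = 0.000444). RGPD6 belongs to a family of near-identical genes that share reads, so the value is uncertain. ASNS, the asparagine synthetase, stood at −0.15 (SE 0.43) on the log2 scale with ONC201 and −0.17 (SE 0.44) with TR-57. These errors include the shift between replicate numbers. In replicates 1, 2 and 3 ASNS stood at 63.2, 155 and 58.84 CPM with DMSO and 56.35, 138.1 and 55.25 CPM with ONC201. With TR-57 it stood at 52.51, 136.9 and 56.18 CPM. ATF4, the transcription factor of the integrated stress response, was at 0.15 (SE 0.10) and 0.063 (SE 0.10), and DDIT3 at 0.12 (SE 0.21) and 0.071 (SE 0.27). Of the 50 measured ATF4 and stress response targets, 0 passed with either drug, with medians of −0.0086 and 0.0069. The 37 subunits of respiratory complex I had a median of 0.10 with ONC201 (camera adjusted p = 6.42e-07; adjusted p = 0.957 with an estimated correlation), with 0 members past the test. Counts at an unadjusted p under 0.05 were 333 and 194, where chance gives 617 and 616, and DESeq2 called 2 and 1. With the replicate as a block, 20 genes rose and 6 fell with ONC201 and 30 and 9 with TR-57. At the paper's criterion, edgeR gave 64 higher and 32 lower genes with ONC201 and 39 and 35 with TR-57. The edgeR calls became 101 and 103 with no low-count filter; for ONC201 they were 2 without WT ONC201 replicate 1 or WT DMSO replicate 3, and for TR-57 2 without WT TR-57 replicate 1 and 1 without WT TR-57 replicate 3.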

ClpP-KO SUM159 showed significant changes in 83 upregulated and 94 downregulated genes following ONC201 treatment, and 115 upregulated and 113 downregulated genes in TR-57 treated cells. 

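In ClpP-KO cells at 1 h, edgeR called 0 genes with ONC201 and 0 with TR-57. MT-ND3, a complex I subunit of mitochondrial DNA, stood at −0.51 (SE 0.11, adjusted p = 1) with TR-57, and with the replicate as a block its adjusted p was 0.00456. MT-ND1, another subunit of complex I, was at −0.59 (SE 0.14, adjusted p = 1; 0.0362 with the block). The 13 protein genes of mitochondrial DNA had a median of −0.43 with TR-57 (camera adjusted p = 8.72e-14; adjusted p = 0.988 with an estimated correlation; −0.28 without ClpP-KO TR-57 replicate 1 and −0.69 without replicate 2), 0 of them past the test without the block (3 adjusted over the list alone), and a median of 0.0017 with ONC201 (0.16 without ClpP-KO ONC201 replicate 1, camera adjusted p = 8.96e-06). ASNS was at −0.010 (SE 0.35) with ONC201 and 0.16 (SE 0.32) with TR-57. TRIB3 stood at 0.065 (SE 0.18) and −0.064 (SE 0.18). With the block 1 gene rose and 0 fell with ONC201, and 5 rose and 8 fell with TR-57. Counts at an unadjusted p under 0.05 were 55 and 303, and DESeq2 called 1 and 1. The paper's criterion gave 20 higher and 14 lower genes with ONC201 and 11 and 87 with TR-57. With no low-count filter edgeR called 49 and 59; the count was 1 for ONC201 without ClpP-KO ONC201 replicate 3 and 1 for TR-57 without ClpP-KO TR-57 replicate 1 or 3. In counts simulated from the ONC201 comparison in ClpP-KO cells, edgeR found 23.9% of changes of 0.5 on the log2 scale, 83.6% of those of 1 and 100% of those of 2.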

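At 1 h, GDF15, a stress-induced cytokine, stood at −0.15 (SE 0.56) on the log2 scale with ONC201 and 0.13 (SE 0.62) with TR-57 in WT cells, and at 0.080 (SE 0.52) and −0.21 (SE 0.57) in ClpP-KO cells. HMOX1 was at 0.027 (SE 0.11) and 0.19 (SE 0.15) in WT and 0.074 (SE 0.24) and 0.014 (SE 0.23) in ClpP-KO cells, none of these past the test. SESN2 was at 0.28 (SE 0.17) and 0.062 (SE 0.22) in ClpP-KO cells. At the paper's criterion, 18 genes were higher and 9 lower with both drugs in WT cells, of 12266 tested for each, and independent lists of these sizes would share 0.2 and 0.1. In 20 simulated data sets with no drug effect and the same DMSO libraries, 19 higher genes (at most 27) and 15.8 lower genes (at most 22) were shared on average, or 1.6 and 0.8 (at most 4 and 3) with a shift common to the libraries of a replicate number added to the simulation. With the shift the simulated lists held only 16.75 genes for ONC201 and 18.75 for TR-57. The real lists held 60 and 33 higher and 32 and 35 lower genes, so these simulated overlaps are not like for like. The covariance of the fold changes was 0.0301 against 0.0211 simulated, or 0.00905 with that shift, and their correlation 0.760 against 0.497 or 0.491. Because 3 DMSO libraries cannot be split into 2 sets of 2, part of the excess over independent lists may come from the shared controls. With the replicate as a block and an adjusted p under 0.05, 6 genes were higher and 2 lower with both drugs. Between WT and ClpP-KO cells, which share no libraries, 0 genes were higher and 1 lower in both with ONC201 at the paper's criterion (Fisher's exact test, 2-sided p = 1 and 0.0267), and 0 and 1 with TR-57 (p = 1 and 0.16 from the same exact test), and 0 were shared with the block for either drug. With DESeq2 on the transcripts in GENCODE 29, chosen after seeing the values, 1 gene was higher and 11 were lower in both genotypes with ONC201, against 0.9 and 1.8 from independent lists (p = 0.597 and 1.73e-06, exact), and 3 and 3 with TR-57, against 1.8 and 2.8 (p = 0.261 and 0.762, exact). In that setting 8 genes lower in WT were higher in ClpP-KO cells with ONC201 and 20 with TR-57, against 1.8 and 3.1 (p = 0.000414 and 2.3e-11, exact), and with edgeR 2 and 3, against 0 and 0 after rounding (p = 0.000503 and 1.86e-06, exact). The other opposite direction, higher in WT and lower in ClpP-KO cells, held 0 genes with ONC201, against 0.9. With TR-57 it held 2, against 1.6 (p = 0.677, exact). With edgeR these were 0, against 0.1, and 2, against 0.2 (p = 0.0163 for TR-57, exact). The tests of opposite directions were added after the counts were seen. Exact tests of this kind take genes as independent, which they are not, so their p can be too small. With DESeq2 on the transcripts in GENCODE 29, genes lower in WT cells with ONC201 were in excess in both directions, 11 and 8 against 1.8. An excess in 1 direction is therefore not by itself a shared or reversed response. The response to ONC201 differed between the genotypes for 0 genes by edgeR (76 at an unadjusted p under 0.05; DESeq2 1), and that to TR-57 for 0 (335 at an unadjusted p under 0.05; DESeq2 0), or 1 without ClpP-KO TR-57 replicate 1.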

Significant overlap of changes occurring in WT cells treated with both drugs was seen; however, significant overlap was not observed between WT and ClpP-KO treated cells (Supplementary Figures S3B,C). GO analysis of 1 h transcript changes reveals significant downregulation of cytosolic transcripts in both ONC201 and TR-57 treated WT cells. Additionally, significant upregulation of cytosolic and nucleoplasmic transcripts was observed in ONC201 and TR-57 treated WT cells, respectively (Supplementary Figure S3D). 

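SESN2 stood at −0.067 (SE 0.35) on the log2 scale with ONC201 and −0.31 (SE 0.32) with TR-57 after 1 h in WT cells. SLC7A11 was at −0.18 (SE 0.15) and −0.12 (SE 0.13), and VEGFA at −0.067 (SE 0.17) and 0.0080 (SE 0.22). PHGDH, the enzyme that opens serine synthesis, was at 0.058 (SE 0.28) and 0.059 (SE 0.30), and none of these passed the test at 1 h. At the paper's criterion, 7 genes were higher at both 1 h and 24 h with ONC201 in WT cells, where independent lists would share 5.8 (Fisher's exact test, 2-sided p = 0.517), and 0 were lower at both, against 2.5 (p = 0.171 from the same exact test). With TR-57, 2 genes were higher at both times, against 4.5 (p = 0.309 from the same exact test), and 1 lower, against 4.5 (p = 0.0761, exact). In opposite directions, a test added after the counts were seen, 14 genes higher at 1 h with TR-57 were lower at 24 h, against 5.1 (p = 0.000209, exact), and 18 lower at 1 h were higher at 24 h, against 4 (p = 3.46e-09, exact). With ONC201 these numbered 5, against 6.6 (p = 0.679, exact), and 6, against 2.3 (p = 0.0208, exact). With the replicate as a block and an adjusted p under 0.05, those for TR-57 were 4, against 2.7 (p = 0.347, exact), and 3, against 0.7 (p = 0.0246, exact). Those for ONC201 were then 3, against 4.7 (p = 0.594, exact), and 0, against 0.8 (p = 0.586, exact). Replicate numbers were not taken as pairing the WT libraries at 24 h. With DESeq2 on the transcripts in GENCODE 29, a setting chosen after seeing the values, 6 and 1 genes moved the same way with TR-57, against 15.7 and 27.3 (p = 0.00577 and 9.6e-12, exact), and 30 and 84 opposite ways, against 14.9 and 28.7 (p = 0.000124 and 9.47e-22, exact). With ONC201 in that setting, 7 genes were higher at both times, against 8.5 (p = 0.718, exact), and 16 lower, against 16.8. Opposite ways went 5 and 20, against 9.1 and 15.7 (p = 0.214 and 0.229, exact). Fragments were longer in every WT TR-57 library than in every WT DMSO library at 1 h and shorter at 24 h. The time points use different DMSO libraries. The exact tests take genes as independent, which they are not, so their p can be too small. Across genes, which are not independent replicates, the log2 fold changes at 1 h and 24 h had a correlation of −0.0835 for ONC201 and −0.284 for TR-57.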

Comparison of the 1 h and 24 h treatments with either ONC201 or TR-57 in WT cells did not reveal significant overlap of transcriptional changes (data not shown). Further investigation into transcriptomic changes following ClpP activation with additional timepoints is necessary to better characterize the temporal regulation of transcription following ClpP activation in TNBC cells.

GO analysis of the significantly up- and downregulated transcripts from WT cells revealed that many these transcripts are nuclear or cytosolic. In contrast to our proteomics results, the most significantly downregulated transcripts were those encoding proteins localized to the cytoplasm, cell membrane, nucleus and other non-mitochondrial organelles (Supplementary Figures S2C,D). Additionally, these same subcellular localizations were significantly enriched in the analysis of upregulated transcripts (Supplementary Figure S2C), including transcripts for FLRT1, SKIL, SLC25A6, SLC6A9, and ASNS (Supplementary Figure S2D). 

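Transcripts of cholesterol synthesis, an endoplasmic reticulum pathway, were among those lowered in WT cells at 24 h: of 24 measured members, 22 fell with ONC201 and 21 with TR-57 (23 and 23 adjusted over the list alone). MVK, mevalonate kinase (chromosome 12 of GRCh38, 109573255 to 109598117), was at −1.88 (SE 0.13, adjusted p = 1.36e-05) and −2.04 (SE 0.23, adjusted p = 0.00152), and HMGCS1, which makes HMG-CoA for the pathway, at −1.95 (SE 0.21, adjusted p = 0.000127) with ONC201. Of 38 genes of DNA replication and S phase, 32 fell with ONC201 and 15 with TR-57 (36 and 17 adjusted over the list alone), with the replication clamp PCNA at −1.21 (SE 0.16) with ONC201. ANLN, a protein of cell division, was at −1.17 (SE 0.13) and −0.94 (SE 0.15), and 25 and 12 of 32 genes of G2 and M phase fell (26 and 15 adjusted over the list alone), 1 rising with ONC201. HSPH1, a cytosolic chaperone, was at −0.74 (SE 0.14) with ONC201, where 10 of 12 heat shock genes fell, against 3 with TR-57 (11 and 3 adjusted over the list alone). Among genes that rose, SLC7A11, which imports cystine across the cell membrane, was at 2.22 (SE 0.15) and 2.32 (SE 0.19), and 13 and 11 of 18 NRF2 targets rose (13 and 13 adjusted over the list alone), with 1 falling with ONC201. RPS12, a protein of the cytosolic ribosome, was at 0.50 (SE 0.11) with ONC201 (0.88 with the transcripts in GENCODE 29), and 15 and 10 of 64 such proteins rose, none falling (7 and 8 adjusted over the list alone). Over all genes tested, 1877 of 12445 rose and 2183 fell with ONC201, and 1299 of 12431 rose and 1213 fell with TR-57. The camera adjusted p for ONC201 and TR-57 were 8.3e-16 and 3.13e-15 for cholesterol synthesis, 3.17e-11 and 2.41e-06 for S phase, 2.73e-08 and 9.05e-06 for G2 and M phase, 9.62e-05 and 0.0135 for heat shock, 2.7e-06 and 9.69e-05 for NRF2 targets and 4.5e-06 and 0.00225 for the cytosolic ribosome. No list passed with an estimated correlation, where the adjusted p in the same order were 0.276 and 0.195, 0.525 and 0.605, 0.488 and 0.437, 0.353 and 0.589, 0.167 and 0.213, and 0.726 and 0.703. With TR-57, leaving out 1 library moved the falling S phase genes to 2 without WT DMSO replicate 1, 6 without WT TR-57 replicate 2 and 3 without WT DMSO replicate 3, and those of G2 and M phase to 5 without WT DMSO replicate 1 and 4 without WT DMSO replicate 3 (1 rose without WT TR-57 replicate 1). The heat shock genes moved to 0 without WT DMSO replicate 1 and 1 without WT DMSO replicate 2 or 3 (adjusted p = 0.0857 for the list without WT TR-57 replicate 2), and the rising NRF2 targets to 7 without WT DMSO replicate 1 or 3, with 1 falling without WT TR-57 replicate 3. The rising ribosomal proteins were 0 without WT DMSO replicate 1 or 3, 18 without WT TR-57 replicate 1, 1 without WT DMSO replicate 2 and 5 without WT TR-57 replicate 3 with TR-57, the list's call being lost without WT DMSO replicate 2 (adjusted p = 0.0889) or WT TR-57 replicate 3 (0.0985). With ONC201 they were 7 without WT DMSO replicate 1 or 2 or WT ONC201 replicate 1, and 6 heat shock genes fell without WT DMSO replicate 3.

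**Figure D2:**
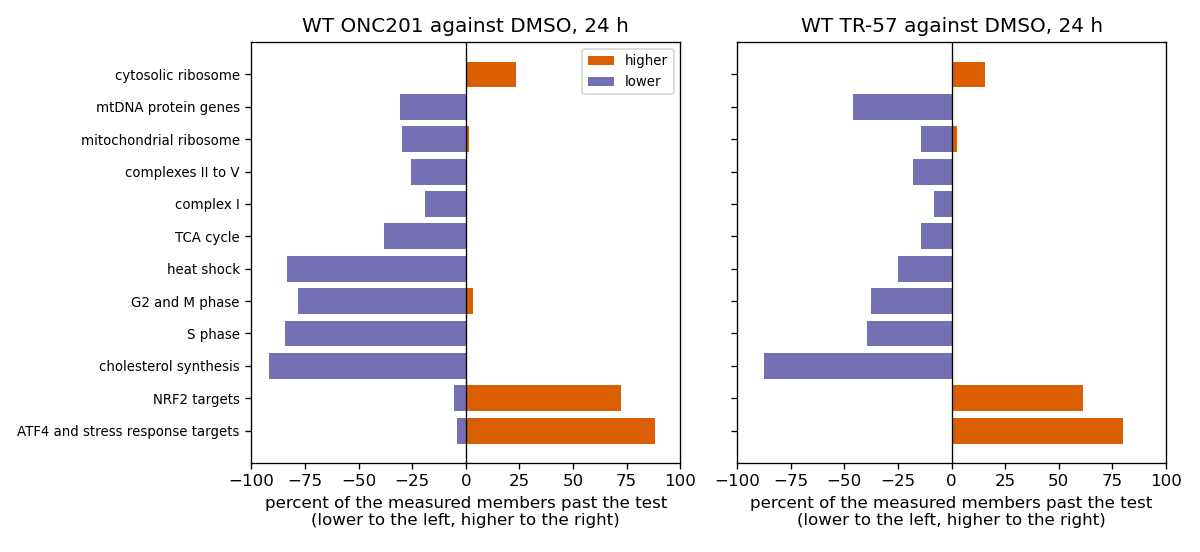
Percent of the measured members of 12 gene lists that passed the test in WT cells at 24 h, members higher than in DMSO to the right in orange and members lower to the left in purple, with ONC201 in the left panel and TR-57 in the right panel. The bars of cholesterol synthesis and S phase reach to the left with both drugs, and those of the ATF4 and stress response targets and of the NRF2 targets to the right.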

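FLRT1, an adhesion protein of the cell membrane (chromosome 11 of GRCh38, 64103188 to 64119173), went from 0.688 ± 0.176 CPM (SD, n = 3) with DMSO to 12.3 ± 2.00 CPM with ONC201 and 11.2 ± 2.76 CPM with TR-57 in WT cells at 24 h, log2 fold changes of 4.15 (SE 0.25, adjusted p = 6.53e-06) and 4.02 (SE 0.30, adjusted p = 0.000478). SLC6A9, a glycine transporter of the cell membrane (chromosome 1, 43991500 to 44031467), rose by 2.17 (SE 0.16, adjusted p = 1.96e-05) and 1.82 (SE 0.26, adjusted p = 0.00419). ASNS (chromosome 7, 97852118 to 97872542), a cytosolic enzyme, rose by 2.93 (SE 0.24, adjusted p = 3.08e-05) and 3.10 (SE 0.28, adjusted p = 0.000733). SKIL, a nuclear repressor of TGF-β signaling, stood at 0.37 (SE 0.14, adjusted p = 0.0653) and 0.53 (SE 0.18, adjusted p = 0.0734). SLC25A6, an ADP/ATP carrier of the inner mitochondrial membrane with close paralogs, stood at 0.27 (SE 0.10, adjusted p = 0.053) and 0.016 (SE 0.18, adjusted p = 0.954). For ONC201, SKIL passed the test with DESeq2 (adjusted p = 0.0367), with no low-count filter (0.0108), with the transcripts in GENCODE 29 (3.33, 0.0295), without WT ONC201 replicate 1 (0.0364) and without WT DMSO replicate 2 (0.0255), with adjusted p from 0.00402 to 0.393 over the other settings. For TR-57 it passed with DESeq2 (adjusted p = 0.0452), with all 6 groups in one fit (0.0122), with the transcripts in GENCODE 29 (4.05, 0.0263) and without WT TR-57 replicate 3 (0.0307), with adjusted p from 1.03e-10 to 0.101 over the other settings, and it was lower with the most abundant transcript (−1.44, adjusted p = 0.00908). For ONC201, SLC25A6 passed with DESeq2 (adjusted p = 0.0207), with no low-count filter (0.0457), with the transcripts in GENCODE 29 (3.14, 0.000951) and with the authors' gene count table (0.0438), with adjusted p from 1.32e-18 to 0.162 over the other settings, and for TR-57 with the transcripts in GENCODE 29 (3.11, adjusted p = 0.00616), with adjusted p from 7.95e-17 to 1 over the other settings. SKIL and SLC25A6 also passed with both drugs with DESeq2 on the transcripts in GENCODE 29.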

Transcriptomic results also showed significant downregulation of some nuclear-encoded transcripts for mitochondrial proteins; however, this was not observed to the same extent as the proteomics data (Supplementary Figure S2A,C).

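Some nuclear genes of mitochondrial proteins fell in WT cells at 24 h. Over all genes tested in these cells, 2183 of 12445 fell with ONC201 and 1213 of 12431 with TR-57. Some counts of list members lie near these shares, among them those of complex I, and alone do not set a list apart. IARS2, the isoleucyl-tRNA synthetase of mitochondria (chromosome 1 of GRCh38, 220094102 to 220148041), was at −0.84 (SE 0.080, adjusted p = 7.09e-05) with ONC201 and −0.83 (SE 0.12, adjusted p = 0.00516) with TR-57. Of 26 factors and tRNA synthetases of mitochondrial translation, 8 fell and 1 rose with ONC201, and 6 fell and 1 rose with TR-57 (7 and 2 with TR-57 adjusted over the list alone, 8 and 1 with ONC201), with camera adjusted p = 0.00546 and 0.065, and adjusted p = 0.276 and 0.437 with an estimated correlation. MRPL16, a protein of the mitochondrial ribosome, was at −0.72 (SE 0.085, adjusted p = 0.000242) with ONC201. Of 77 proteins of that ribosome, 23 fell and 1 rose with ONC201 and 11 fell and 2 rose with TR-57 (23 and 1, and 0 and 1, adjusted over the list alone), with camera adjusted p = 0.0063 and 0.0478, and adjusted p = 0.726 and 0.756 with an estimated correlation. Subunits of complex I encoded in the nucleus fell in 7 and 3 of 37 cases and rose in 0 (7 and 2 adjusted over the list alone), with camera adjusted p = 0.0441 and 0.0039, and adjusted p = 0.726 and 0.605 with an estimated correlation. Those of complexes II to V fell in 10 and 7 of 39 (10 and 7 adjusted over the list alone), with camera adjusted p = 0.00688 and 0.00134, and adjusted p = 0.726 and 0.605 with an estimated correlation. The medians over these lists were −0.17 and −0.25, −0.18 and −0.14, −0.13 and −0.33, and −0.10 and −0.28 on the log2 scale for ONC201 and TR-57 in the order given. With ONC201 the falling genes were 5 without WT DMSO replicate 1, 9 without WT ONC201 replicate 1, 8 without WT DMSO replicate 3 and 11 without WT ONC201 replicate 3 for the mitochondrial ribosome and 5 without WT DMSO replicate 1 for mitochondrial translation. Those of complex I were 3 without WT DMSO replicate 1, 4 without WT ONC201 replicate 1 or 3, 12 without WT DMSO replicate 2 and 1 without WT DMSO replicate 3, and the list's call was lost without WT DMSO replicate 1 (adjusted p = 0.191) or 3 (0.114) or WT ONC201 replicate 1 (0.0625) or 3 (0.146). With TR-57 the falling proteins of the mitochondrial ribosome were 0 without WT DMSO replicate 1 or 3, 4 without WT DMSO replicate 2 and 1 without WT TR-57 replicate 2, the rising ones 0 without WT DMSO replicate 1 or 3 and 1 without WT DMSO replicate 2 or WT TR-57 replicate 3, and the call was lost without WT DMSO replicate 1 (adjusted p = 0.129) or 3 (0.14) or WT TR-57 replicate 2 (0.484). The falling genes of complex I were 0 without WT DMSO replicate 1 or 3, 5 without WT TR-57 replicate 1 and 9 without WT TR-57 replicate 3 and those of complexes II to V 0 without WT DMSO replicate 1 or 3. For mitochondrial translation they were 2 without WT DMSO replicate 1 or 3 and 3 without WT DMSO replicate 2 or WT TR-57 replicate 2, with 0 rising without WT DMSO replicate 1, 2 or 3, and the list passed without WT TR-57 replicate 1 (adjusted p = 0.0434) or WT DMSO replicate 2 (0.0488).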

#### Metabolomics

Individual analysis of the metabolomics data (specifically, ontology levels OL1, OL2a/b, PDa; see Materials and Methods) showed significant ClpP-dependent downregulation of specific metabolites related to mitochondrial function (Figure 2E). Metabolomics data from WT cells showed a high degree of overlap between ONC201 and TR-57 treatment conditions, with 30 upregulated metabolites and 47 downregulated metabolites consistent across conditions (Figure 2F). We observed decreases in ascorbic acid, propionylcarnitine, and ureidosuccinic acid (Supplementary Figure S2E), metabolites which are involved in redox balance, acylcarnitine metabolism, and aspartic acid catabolism, respectively. Our metabolomics analysis also showed a significant upregulation in α-ketoglutarate and 2-hydroxyglutaric acid, two key metabolites linked to TCA cycle dysfunction and epigenetics regulation (Losman and Kaelin, 2013; Vander Heiden and Deberardinis, 2017). Significant changes in multiple di- and tripeptides was also observed (Supplementary Data S6).

### Multi-omics comparative analysis reveals significantly altered mitochondrial metabolism in TNBC cells

To further evaluate the effects of ClpP activation on TNBC cells, MetaCore pathway analysis software was used to perform multi-omics analysis of all the data from ONC201 and TR-57 treated WT and ClpP-KO SUM159 cells. Each cell line and treatment group were analyzed in comparison to their respective DMSO control, and observations meeting significance criteria from all three datasets (proteomics, transcriptomics, and metabolomics) were used for each analysis when available. From this analysis, the top 50 significantly altered endogenous metabolic networks (EMNs) were identified by MetaCore software, with 42 of these 50 EMNs occurring in both ONC201 and TR-57 treated WT SUM159 cells (Figure 3). From this analysis we detected significant perturbations in pathways involving amino acid metabolism and transport, TCA cycle, glycosphingolipid, citrulline, and sucrose metabolism (Table 1). To determine ClpP-dependence of these EMN perturbations, we performed the same MetaCore analysis for ClpP-KO cells treated with ONC201 or TR-57. This yielded no significant EMNs for ONC201 treated ClpP-KO SUM159 cells. Additionally, proteomics observations meeting the significance criteria for TR-57 treatment did not occur in ClpP-KO SUM159 cells. For these reasons, MetaCore analysis of ClpP-KO SUM159 cells was performed using only transcriptomic and metabolomic datasets (Supplementary Figure S4, Supplementary Table S1).

**FIGURE 3:**
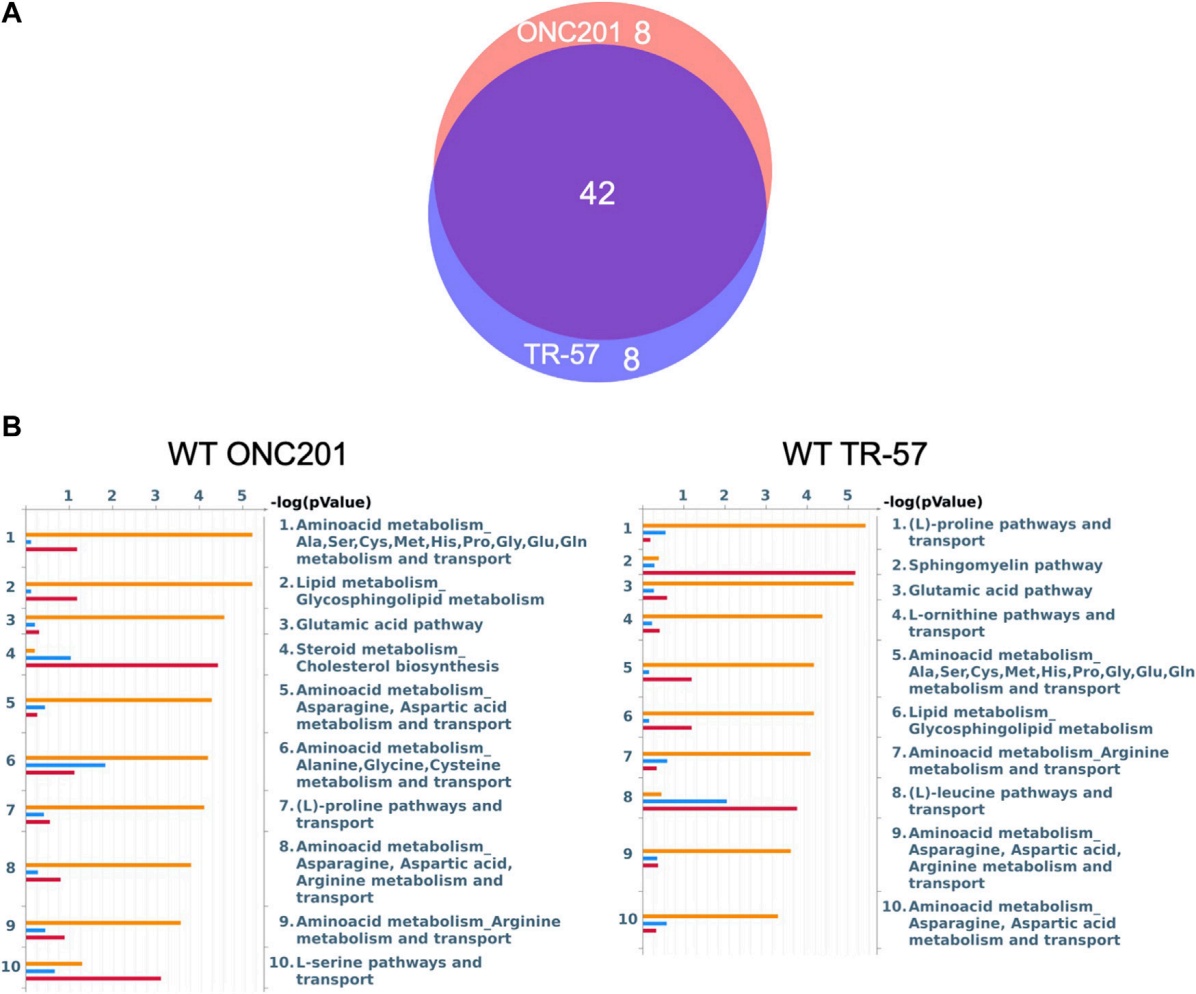
MetaCore pathway analysis reveals multiple pathways affected at the proteomic, transcriptomic, and metabolomic level with potential for further investigation in triple-negative breast cancer cells. **(A)** Venn diagram endogenous metabolic network (EMN) overlap between ONC201 and TR-57 treated WT SUM159 cells. Values represent number of pathways found in each group using data from Figure 2. **(B)** MetaCore Endogenous Metabolic Network (EMN) analysis from proteomic (blue), metabolomic (orange), and transcriptomic (red) datasets for WT SUM159 cells treated with 10 μM ONC201 or 150 nM TR-57.

**TABLE 1:** ClpP activation perturbs many metabolic pathways across proteomic, transcriptomic, and metabolomic landscapes in triple-negative breast cancer cells. Representative top endogenous metabolic networks (EMN) identified using MetaCore for each group, as outlined in Figure 3. Number of hits (perturbed EMN members) and *p*-value are listed for each dataset in the order they appear in the group name.

**Group**	**Metabolic networks**	**Hits**	*p* **-Value**
ONC201	*1-acyl-glycerol, 3-phosphocholine pathway*	6/88	1.08 × 10^−1^
	*Glycine pathway*	10/90	1.14 × 10^−1^
	*1-oleoyl-sn-glycerol-3-phosphocholine pathway*	8/121	3.56 × 10^−1^
TR-57	*Sphingomyelin pathway*	17/97	6.77 × 10^−6^
	*Carbohydrate metabolism, Glycolysis, Glucogenesis, and glucose transport*	7/134	4.00 × 10^−1^
	*D-glucuronic acid pathway*	10/77	9.53 × 10^−3^
ONC201 and TR-57	*Amino acid metabolism: Ala, Ser, Cys, Met, His, Pro, Gly, Glu, Gln metabolism and transport*	26, 24/190	5.92 × 10^−6^, 7.14 × 10^−5^
	*Glutamic acid pathway*	14, 16/103	2.72 × 10^−5^, 7.47 × 10^−6^
	*Tyrosine pathway*	11, 14/90	2.69 × 10^−3^, 7.57 × 10^-4^
	*Lipid Metabolism, Glycosphingolipid metabolism*	26, 24/190	5.92 × 10^−6^, 7.14 × 10^−5^
	*Amino acid metabolism: Asn, Asp metabolism and transport*	15, 14/112	5.33 × 10^−5^, 5.58 × 10^-4^
	*Amino acid metabolism: Ala, Gly, Cys metabolism and transport*	22, 23/115	6.56 × 10^−5^, 6.66 × 10^-4^
	*Steroid metabolism, Cholesterol biosynthesis*	17, 14/88	3.84 × 10^−5^, 1.05 × 10^−3^
	*Vitamin, mediator, and cofactor metabolism: CoA biosynthesis and transport*	12, 7/81	3.77 × 10^-2^, 1.59 × 10^−1^
	*Sucrose pathway*	9, 11/90	2.92 × 10^−1^, 1.44 × 10^-2^
	*(L)-leucine pathways and transport*	13, 17/85	1.96 × 10^-2^, 1.87 × 10^-4^
	*(L)-proline pathways and transport*	17, 16/118	8.04 × 10^−5^, 3.75 × 10^−6^
	*(S)-citrulline pathway*	12, 10/75	9.65 × 10^−3^, 5.04 × 10^-2^
	*Carbohydrate metabolism: TCA and tricarboxylic acid transport*	15, 13/101	9.38 × 10^-4^, 1.50 × 10^−3^

Italic values are the names of the metabolic networks.

#### TCA cycle

Within these pathways, multiple proteins, transcripts, and metabolites were identified as significantly up- or downregulated in WT cells through MetaCore EMN analysis (Figure 3). Analysis of these pathway changes showed that significant perturbations in all three datasets contributed to their enrichment (Figure 4). Within the TCA cycle, proteomic downregulation was observed for citrate synthase (CS), isocitrate dehydrogenase 2 (IDH2), α-ketoglutarate dehydrogenase (αKGDH), succinyl-CoA synthetase (CSC), succinate dehydrogenase A (SDHA), fumarate hydratase (FH), and malate dehydrogenase (MDH) (Figure 4A), consistent with previous observations by immunoblot (Fennell et al., 2022) and BioID (Ishizawa et al., 2019). Significant proteomic downregulation of aconitase (ACO2) was observed in both ONC201 and TR-57 treated WT SUM159 cells (Figure 4A). Additionally, transcriptomic downregulation was observed for many of these TCA cycle enzymes, including significant downregulation of CS in TR-57 treated cells and αKGDH and SDHA in ONC201 treated cells (Figure 4A). 

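CS, the citrate synthase (chromosome 12 of GRCh38, 56271699 to 56300392), stood at −0.38 (SE 0.082, adjusted p = 0.00655) with ONC201 and −0.33 (SE 0.11, adjusted p = 0.0748) with TR-57 in WT cells at 24 h. OGDH, the α-ketoglutarate dehydrogenase (chromosome 7, 44606572 to 44709066), fell with ONC201 (−0.66, SE 0.081, adjusted p = 3.0e-04) and TR-57 (−0.87, SE 0.13, adjusted p = 0.00498). SDHA, the flavoprotein of succinate dehydrogenase (chromosome 5, 218241 to 256700), was at −0.53 (SE 0.082, adjusted p = 0.00126) and −0.61 (SE 0.12, adjusted p = 0.012). DLD, a subunit shared by the pyruvate and α-ketoglutarate dehydrogenases, was at −0.48 (SE 0.078, adjusted p = 0.00163) with ONC201. Of 21 genes of the TCA cycle, 8 fell with ONC201 and 3 with TR-57 and 0 rose (8 and 3 adjusted over the list alone), with camera adjusted p = 0.00846 and 0.0337, and adjusted p = 0.466 and 0.28 with an estimated correlation. The falling genes were 4 without WT DMSO replicate 1 or 3 or WT ONC201 replicate 1 for ONC201 and 1 without WT DMSO replicate 1 or 3 and 6 without WT TR-57 replicate 1 for TR-57, and the TR-57 call was lost without WT DMSO replicate 1 (adjusted p = 0.0571) or WT TR-57 replicate 2 (0.0949) or 3 (0.0635). The CS call with ONC201 was lost with the transcripts in GENCODE 29 (−0.23, adjusted p = 0.249), with adjusted p from 0.000201 to 0.266 over the other settings. For TR-57, CS passed with DESeq2 (adjusted p = 0.0394), with all 6 groups in one fit (0.00371) and without WT TR-57 replicate 1 (0.0297), with adjusted p from 0.00371 to 0.277 over the other settings. The OGDH call with ONC201 was lost with the transcripts in GENCODE 29 (adjusted p = 0.064), with adjusted p from 4.21e-11 to 0.064 over the other settings, and that with TR-57 was lost with the most abundant transcript (adjusted p = 0.0735) and with the transcripts in GENCODE 29 (−0.065, 0.916), with adjusted p from 3.0e-07 to 0.923 over the other settings. The SDHA call with ONC201 was lost with the transcripts in GENCODE 29 (adjusted p = 0.0647), with adjusted p from 5.22e-08 to 0.0647 over the other settings, and that with TR-57 was lost with the most abundant transcript (adjusted p = 0.11), with the transcripts in GENCODE 29 (0.266) and without WT DMSO replicate 1 (0.0775) or 3 (0.0574), with adjusted p from 7.93e-05 to 0.266 over the other settings.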

Suggesting potential compensation towards glycolysis, β-enolase (ENO3) showed significant proteomic upregulation following both ONC201 and TR-57 treatment. Similarly, phosphoenolpyruvate carboxykinase (PEPCK) showed significant transcriptomic upregulation following both treatments. 

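PCK2, the mitochondrial form of PEPCK (chromosome 14 of GRCh38, 24094053 to 24110598), rose in WT cells at 24 h from 38.1 ± 12.8 CPM (SD, n = 3) to 216 ± 8.08 CPM with ONC201 and 149 ± 51.3 CPM with TR-57, log2 fold changes of 2.52 (SE 0.20, adjusted p = 2.17e-05) and 1.98 (SE 0.31, adjusted p = 0.00592). HK2, the hexokinase that starts glycolysis, was at 0.73 (SE 0.079, adjusted p = 0.000143) with ONC201, and LDHA, a subunit of lactate dehydrogenase, went the other way, to −0.81 (SE 0.086, adjusted p = 0.000127). Of 31 genes of glycolysis and the pyruvate dehydrogenase complex, 3 rose and 10 fell with ONC201, and 3 rose and 8 fell with TR-57 (adjusted over the list alone 3 and 11, and 3 and 9). The list as a whole lay lower, with camera adjusted p = 0.0292 and 0.0156, and adjusted p = 0.576 and 0.589 with an estimated correlation. Its ONC201 call was lost without WT ONC201 replicate 1 (adjusted p = 0.0842) or 3 (0.0712) or WT DMSO replicate 2 (0.0635), and the falling genes were 6 without WT DMSO replicate 1. For TR-57 the falling genes were 1 without WT DMSO replicate 1 or 3, 2 without WT DMSO replicate 2, 4 without WT TR-57 replicate 2 and 5 without WT TR-57 replicate 3, and the rising genes 1 without WT DMSO replicate 1.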

Metabolites including citrate, succinate, and 3-phosphoglycerate were significantly decreased following both ONC201 and TR-57 treatment in WT cells while α-ketoglutarate was significantly upregulated. Glucogenic amino acids tryptophan and glutamic acid were both significantly upregulated while serine was significantly downregulated. The ketogenic amino acid leucine was significantly upregulated (Figure 4A). While also identified as a significant EMN for TR-57 treated ClpP-KO SUM159 cells, this was on the basis of one transcript and one metabolite being present in the data (Supplementary Figure S4, Supplementary Data S7).

**FIGURE 4:**
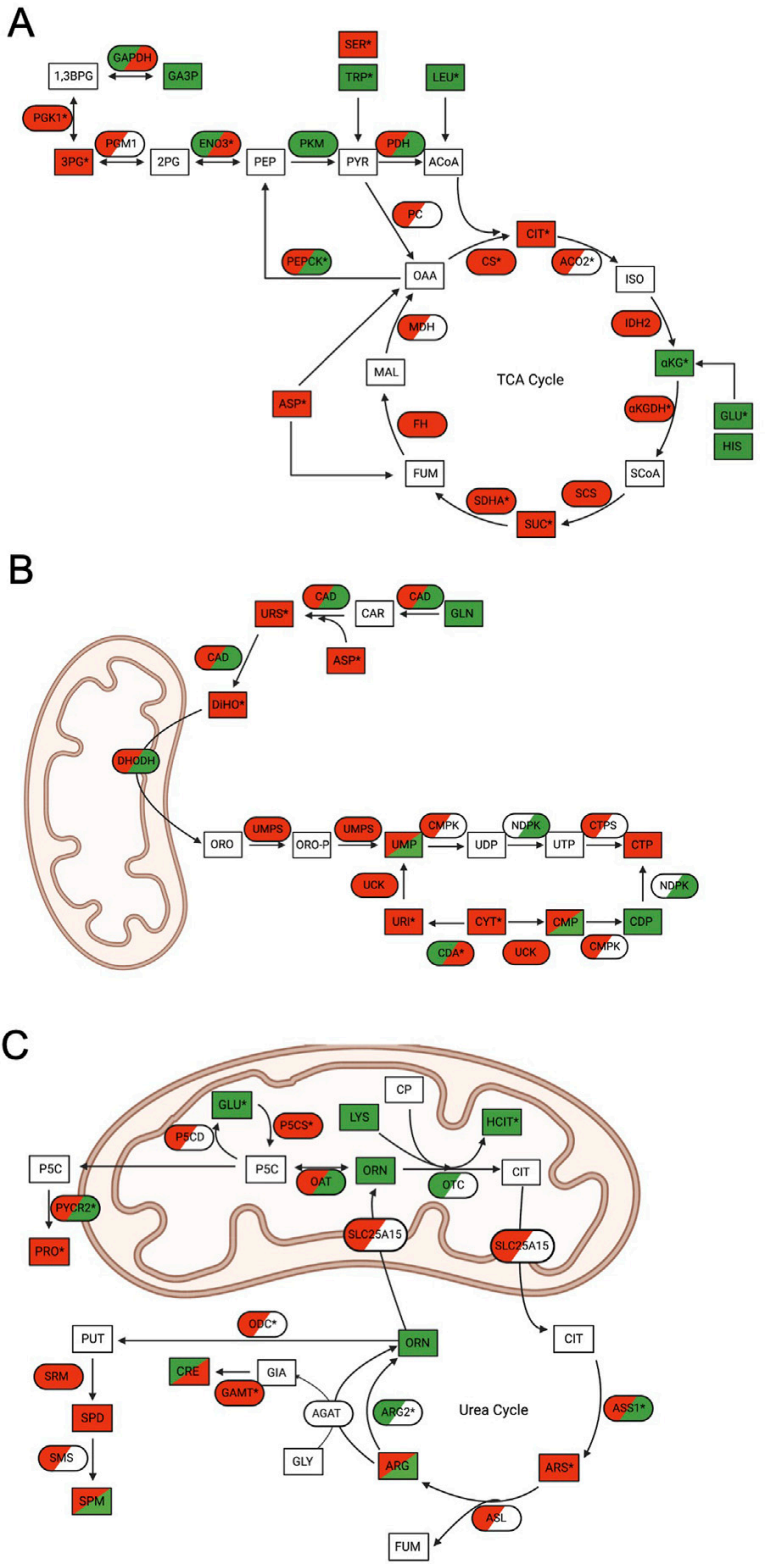
Multi-omics analysis reveals significant mitochondrial metabolic pathway perturbations following ONC201 or TR-57 treatment in SUM159 cells. In all schematics, rectangles represent metabolites and ovals represent enzymes. Directionality of change is indicated by color (downregulation (red), upregulation (green), not detected (white)) and * denotes significant change in at least one dataset. Dual-colored enzymes represent those with different directional changes in proteomics (left side) and transcriptomics (right side) while dual-colored metabolites indicate different directional changes in ONC201 treatment (left side) and TR-57 treatment (right side). **(A)** Schematic of the tricarboxylic acid (TCA) cycle. CIT: *citrate*; ISO: *isocitrate*; αKG: *α-ketoglutarate*; GLU; *glutamic acid*; HIS: *histidine*; SCoA: *succinyl-CoA*; SUC: *succinate*; FUM: *fumarate*; MAL: *malate*: OAA: *oxaloacetate*; ASP: *aspartic acid*; ACoA: *acetyl-CoA*; PYR: *pyruvate*; PEP: *phosphoenolpyruvate*: TRP: *tryptophan*; SER: *serine*; LEU: *leucine*; 2 PG: *2-phosphoglycerate*; 3 PG: *3-phosphoglycerate*; 1,3BPG: *1,3-bisphosphoglycerate*; GA3P: *glyceraldehyde-3-phosphate*; ACO2: *aconitase 2*; IDH2: *isocitrate dehydrogenase 2*; αKGDH: *α-ketoglutarate dehydrogenase*; SCS: *succinyl-CoA synthetase*; SDHA: *succinate dehydrogenase A*; FH: *fumarase*: MDH: *malate dehydrogenase*; PC: *pyruvate carboxylase*; PEPCK: *phosphoenolpyruvate carboxykinase*; PDH: *pyruvate dehydrogenase*; PKM: *pyruvate kinase*; ENO3: *β-enolase*; PGM1: *phosphoglycerate mutase 1*; PGK1: *phosphoglycerate kinase 1;* GAPDH: *glyceraldehyde phosphate dehydrogenase*. **(B)** Schematic of *de novo* and scavenging pathways of pyrimidine synthesis. GLN: *glutamine*; ASP: *aspartic acid*; URS: *ureidosuccinic acid*; DiHO: *dihydroorotate*; ORO: *orotate*; ORO-P: *phospho-orotate*; UMP: *uridine 5′-monophosphate*; UDP: *uridine 5′-diphosphate*; UTP: *uridine 5′-triphosphate*; CMP: *cytidine 5′-monophosphate*; CDP: *cytidine 5′-diphosphate*; CTP: *cytidine 5′-triphosphate*; URI: *uridine*; CYT: *cytidine*; CAD: *carbamoyl-phosphate synthetase 2, aspartate trasncarbamylase, and dihydroorotase*; DHODH: *dihydroorotate dehydrogenase*; UMPS: *uridine 5′-monophosphate synthase*; CMPK: *UMP-CMP kinase*; NDPK: *nucleoside diphosphate kinase*; CTPS: *CTP synthase*; UCK: *uridine-cytidine kinase*; CDA: *cytidine deaminase*. **(C)** Schematic of urea cycle and citrulline pathway. CIT: *citrulline*; ARS: *argininosuccinate*; FUM: *fumarate*; ARG: *arginine*; ORN: *ornithine*; CP: *carbamoyl phosphate*; LYS: *lysine*; HCIT: *homocitrulline*; GLY: *glycine*; GIA: *guanidinoacetate*; CRE: *creatine*; PUT: *putrescine*; SPD: *spermidine*; SPM: *spermine*; P5C: *1-pyrroline-5-carboxylic acid*; PRO: *proline*; GLU: *glutamic acid*; OTC: *ornithine transcarbamylase*; SLC25A15: *mitochondrial ornithine transporter 1*; ASS1: *argininosuccinate synthase*; ASL: *argininosuccinate lyase*; ARG2: *arginase-2*; ODC: *ornithine decarboxylase*; SRM: *spermidine synthase*; SMS: *spermine synthase*; AGAT: *glycine amidinotransferase*; GAMT: *guanidinoacetate N-methyltransferase*; OAT: *ornithine aminotransferase*: P5CS: *1-pyrroline-5-carboxylic acid synthase*; P5CD: *1-pyrroline-5-carboxylic acid dehydrogenase*; PYCR2: *Pyrroline-5-carboxylate reductase 2*.

#### Pyrimidine metabolism

Our data analysis identified that the *de novo* pyrimidine synthesis and scavenging pathway, a cytoplasmic and mitochondrial metabolic pathway, was significantly downregulated (Figure 4B). We observed the trend of proteomic downregulation amongst most enzymes involved in this pathway and significant transcriptomic downregulation of cytidine deaminase (CDA). 

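CDA, which deaminates cytidine (chromosome 1 of GRCh38, 20588948 to 20618908), went from 22.1 ± 2.06 CPM (SD, n = 3) to 14.1 ± 2.08 CPM with ONC201 and 12.6 ± 3.12 CPM with TR-57 in WT cells at 24 h, log2 fold changes of −0.63 (SE 0.14, adjusted p = 0.00623) and −0.79 (SE 0.19, adjusted p = 0.0253). CAD, the enzyme of the opening steps of pyrimidine synthesis, stood at 0.12 (SE 0.093, adjusted p = 0.364) and −0.055 (SE 0.15, adjusted p = 0.808). UMPS, which makes UMP, was at −0.23 (SE 0.16) and −0.15 (SE 0.21), and CTPS1, which makes CTP, at −0.22 (SE 0.12) and −0.20 (SE 0.16), none of them past the test. Of 11 genes of pyrimidine metabolism, 1 fell with each drug and 0 rose (also 1 with each adjusted over the list alone), and the list did not pass (camera adjusted p = 0.278 and 0.22, and adjusted p = 0.726 and 0.703 with an estimated correlation). The falling genes numbered 3 without WT DMSO replicate 2 and 2 without WT ONC201 replicate 2 or WT DMSO replicate 3 for ONC201 and 0 without WT DMSO replicate 1, 2 or 3 or WT TR-57 replicate 2 for TR-57. The CDA call with ONC201 was lost with the transcripts in GENCODE 29 (adjusted p = 0.0693), with adjusted p from 0.000219 to 0.103 over the other settings, and that with TR-57 was lost with the most abundant transcript (adjusted p = 0.0567), with the transcripts in GENCODE 29 (0.307), without WT DMSO replicate 1 (0.113), 2 (0.0739) or 3 (0.068) and without WT TR-57 replicate 2 (0.0642), with adjusted p from 0.000409 to 0.355 over the other settings.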

Substrates and metabolites of *de novo* pyrimidine biosynthesis, including aspartic acid, ureidosuccinic acid, and dihydroorotate, were downregulated as well as uridine and cytidine.

#### Citrulline pathway

The (S)-citrulline pathway/urea cycle, another mitochondrial and cytosolic pathway, showed many significant changes following ONC201 or TR-57 treatment (Figure 4C). A consistent protein-level downregulation was observed with delta-1-pyrroline-5-carboxylate synthase (P5CS) and ornithine decarboxylase (ODC) following TR-57 and ONC201 treatment, respectively. P5CS and ODC are part of the glutamine catabolic pathway leading to citrulline biosynthesis. Moreover, pyrroline-5-carboxylate reductase (PYCR2), part of the proline biosynthesis pathway was strongly downregulated consistent with a previous report in TNBC cells (Greer et al., 2022). Mitochondrial arginase 2 (ARG2) was significantly increased at the proteomic level following both compound treatments. In comparison, upregulation of PYCR2 and argininosuccinate synthetase (ASS1) was observed at the transcriptomic level, whereas significant transcriptomic downregulation was also observed with guanidinoacetate N-methyltransferase (GAMT) and P5CS following ONC201 treatment. 

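PYCR1, an enzyme of proline synthesis, was at 0.91 (SE 0.086, adjusted p = 7.11e-05) with ONC201 in WT cells at 24 h. ASS1, which joins citrulline and aspartate (chromosome 9 of GRCh38, 130444929 to 130501274), was at 0.80 (SE 0.22, adjusted p = 0.019) with ONC201 and 0.83 (SE 0.22, adjusted p = 0.037) with TR-57. GAMT, the last enzyme of creatine synthesis (chromosome 19, 1397026 to 1401570), fell with ONC201 (−0.64, SE 0.10, adjusted p = 0.00116) and TR-57 (−0.93, SE 0.26, adjusted p = 0.0383). ALDH18A1, the gene of P5CS (chromosome 10, 95605929 to 95656706), was at −0.40 (SE 0.084, adjusted p = 0.00582) and −0.37 (SE 0.12, adjusted p = 0.0582). ARG2, the mitochondrial arginase, rose by 1.67 (SE 0.15) with ONC201 and from 9.24 ± 0.973 to 33.9 ± 2.12 CPM (SD, n = 3) with TR-57. Of 13 genes of citrulline, urea and proline metabolism, 5 rose and 4 fell with ONC201 and 2 rose and 2 fell with TR-57 (adjusted over the list alone 5 and 4, and 2 and 3), and the list did not pass (camera adjusted p = 0.552 and 0.709, and adjusted p = 0.726 and 0.794 with an estimated correlation). With TR-57 the rising genes were 1 without WT DMSO replicate 1 or 3 or WT TR-57 replicate 2 or 3 and 4 without WT TR-57 replicate 1, and the falling genes 1 without WT DMSO replicate 1, 2 or 3 or WT TR-57 replicate 2. The ASS1 call with ONC201 was lost with the most abundant transcript (adjusted p = 0.0613) and without WT DMSO replicate 1 (0.0761), with adjusted p from 4.0e-12 to 0.0613 over the other settings, and that with TR-57 was lost with the most abundant transcript (adjusted p = 0.0987), without WT DMSO replicate 1 (0.146) or 3 (0.116) and without WT TR-57 replicate 2 (0.0827) or 3 (0.0556), with adjusted p from 1.73e-05 to 0.0987 over the other settings, while ASS1 was at 1.42 and 1.70 with the transcripts in GENCODE 29. The GAMT value with ONC201 was −1.19 with the transcripts in GENCODE 29, and the TR-57 call was lost with the most abundant transcript (adjusted p = 0.168), with the transcripts in GENCODE 29 (−0.35, 0.733), without WT DMSO replicate 1 (0.123), 2 (0.0973) or 3 (0.101) and without WT TR-57 replicate 2 (0.0511), with adjusted p from 0.00258 to 0.763 over the other settings. The ALDH18A1 call with ONC201 was lost with the transcripts in GENCODE 29 (−0.83, adjusted p = 0.0846), with adjusted p from 0.000279 to 0.0846 over the other settings, and for TR-57 the gene passed with DESeq2 (adjusted p = 0.0245), with all 6 groups in one fit (0.00205) and without WT TR-57 replicate 1 (0.0349), with adjusted p from 0.00205 to 0.169 over the other settings.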

Glutamic acid and homocitrulline were both significantly upregulated in the metabolomic data following compound treatment, while argininosuccinic acid (ARS) was significantly decreased. S-adenosylmethionine, the methyl-donor in the reaction catalyzed by GAMT, was also significantly upregulated following both compound treatments. The S-citrulline pathway was also identified as significant in the EMN analysis of ClpP-KO SUM159 cells treated with TR-57. However, similar to the TCA cycle, this was due to the presence of one metabolite and three transcripts (Supplementary Figure S4, Supplementary Data S7).

##### ClpP activation induces ATF4 expression and affects ATF4-dependent gene expression

MetaCore pathway analysis revealed significant changes in amino acid metabolism following pharmacological ClpP activation (Figure 3B; Table 1). 

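The transcript of ASNS stood at 65.3 ± 26.6 CPM (SD, n = 3) with DMSO, 494 ± 44.4 CPM with ONC201 and 548 ± 62.4 CPM with TR-57 in WT cells at 24 h. Its response was larger in WT than in ClpP-KO cells by 2.75 (SE 0.46, adjusted p = 0.00274) on the log2 scale with ONC201 and 2.74 (SE 0.48, adjusted p = 0.00719) with TR-57. ClpP-KO cells had a higher mean of ASNS with DMSO, 140.2 ± 70.78 CPM. They held 157.9 ± 34.94 CPM with ONC201 and 181.7 ± 48.55 CPM with TR-57. SHMT2, which splits serine into glycine in mitochondria (chromosome 12 of GRCh38, 57229327 to 57234935), rose with ONC201 (0.67, SE 0.082, adjusted p = 0.000291) and stood at 0.42 (SE 0.19, adjusted p = 0.137) with TR-57. GPT2, the mitochondrial alanine transaminase (chromosome 16, 46884378 to 46931297), went from 36.3 ± 6.93 CPM to 115 ± 21.3 CPM with ONC201 and 103 ± 26.6 CPM with TR-57. PSAT1 (chromosome 9, 78297143 to 78330093) went from 136 ± 18.9 CPM to 621 ± 74.9 and 603 ± 103 CPM. GPT2 responded more in WT cells, by 1.72 (SE 0.30, adjusted p = 0.00329) and 1.52 (SE 0.33, adjusted p = 0.0174). For TR-57 the difference between genotypes in ASNS was lost with the transcripts in GENCODE 29 (adjusted p = 0.0583), with adjusted p from 2.7e-33 to 0.0583 over the other settings. The SHMT2 value with ONC201 was 0.41 with the most abundant transcript and 1.70 with the transcripts in GENCODE 29, and for TR-57 SHMT2 passed with all 6 groups in one fit (adjusted p = 0.0205), with the transcripts in GENCODE 29 (1.39, 0.0288) and without WT TR-57 replicate 1 (0.00677), with adjusted p from 2.6e-06 to 0.558 over the other settings.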

EMN analysis showed significant perturbations in proteins and transcripts including ASNS, SHMT2, GPT2, and phosphoserine aminotransferase (PSAT1) (Supplementary Data S7), genes whose expression have been previously reported to be ATF4-dependent (Su and Kilberg, 2008; Wang et al., 2015; Quirós et al., 2017). Further investigation of the proteomic and transcriptomic data revealed that many ATF4-dependent genes were significantly upregulated at both the transcript- and protein-level following activation of ClpP with ONC201 or TR-57 (Figure 5A). 

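All 11 genes of Figure 5A rose in WT cells at 24 h with ONC201 and all 11 with TR-57, a list the study chose on these samples and so not independent evidence of its direction (11 and 11 adjusted over the list alone, camera adjusted p = 4.62e-11 and 1.24e-09, and adjusted p = 0.203 and 0.195 with an estimated correlation). TRIB3 (chromosome 20 of GRCh38, 362835 to 397559) was at 2.87 (SE 0.14, adjusted p = 2.42e-06) with ONC201 and 2.69 (SE 0.22, adjusted p = 0.000518) with TR-57, and GDF15 (chromosome 19, 18374731 to 18389176) at 3.00 (SE 0.35, adjusted p = 0.000209) and 2.54 (SE 0.51, adjusted p = 0.014). WARS1, the cytosolic tryptophanyl-tRNA synthetase, was at 1.76 (SE 0.088, adjusted p = 2.93e-06) and 1.95 (SE 0.13, adjusted p = 0.000474). LARP6, an RNA-binding protein, was at 1.77 (SE 0.13) and 1.61 (SE 0.16), GPT2 at 1.68 (SE 0.17) and 1.53 (SE 0.21), and PSAT1 at 2.21 (SE 0.13) and 2.18 (SE 0.17). The ubiquitin ligase genes RBCK1, TRIM25 and RNF41 were at 1.27 (SE 0.10), 0.93 (SE 0.081) and 0.71 (SE 0.081) with ONC201 and 1.04 (SE 0.23), 0.69 (SE 0.12) and 0.81 (SE 0.12) with TR-57. NQO1 was at 0.97 (SE 0.095) and 1.16 (SE 0.16). The response was larger in WT than in ClpP-KO cells for 11 of the 11 genes with ONC201 and 8 with TR-57 (11 and 11 adjusted over the list alone). The paper states that activating ClpP induces ATF4 and increases its target genes (Figure 5). With ONC201 the PSAT1 call was lost with the transcripts in GENCODE 29 (1.24, adjusted p = 0.1), with adjusted p from 8.33e-88 to 0.1 over the other settings, and that of RNF41 was lost with the transcripts in GENCODE 29 (adjusted p = 0.0561), with adjusted p from 8.67e-12 to 0.0561 over the other settings, while TRIM25 stood at 1.43 with the transcripts in GENCODE 29 and WARS1 at 1.15 with the most abundant transcript. With TR-57 the call of GDF15 was lost with the transcripts in GENCODE 29 (adjusted p = 0.0581) and without WT DMSO replicate 1 (0.0661) or 3 (0.0515), with adjusted p from 1.67e-06 to 0.0581 over the other settings, and that of RBCK1 was lost with the most abundant transcript (adjusted p = 0.0693), with the transcripts in GENCODE 29 (0.112) and without WT DMSO replicate 1 (0.084), 2 (0.0546) or 3 (0.0817), with adjusted p from 0.000286 to 0.112 over the other settings. The TRIM25 call was lost without WT DMSO replicate 1 (adjusted p = 0.0532) or 3 (0.0574), its value being 1.83 with the transcripts in GENCODE 29 and 1.17 with a transcript length offset. The RNF41 call with TR-57 was lost with the most abundant transcript (0.18, adjusted p = 0.796), with adjusted p from 7.19e-07 to 0.796 over the other settings. Those of GPT2 and PSAT1 were lost with the transcripts in GENCODE 29 (2.37, adjusted p = 0.0524, and 0.0691), with 1.0e-09 to 0.0524 and 5.1e-29 to 0.0691 over the other settings.

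**Figure D3:**
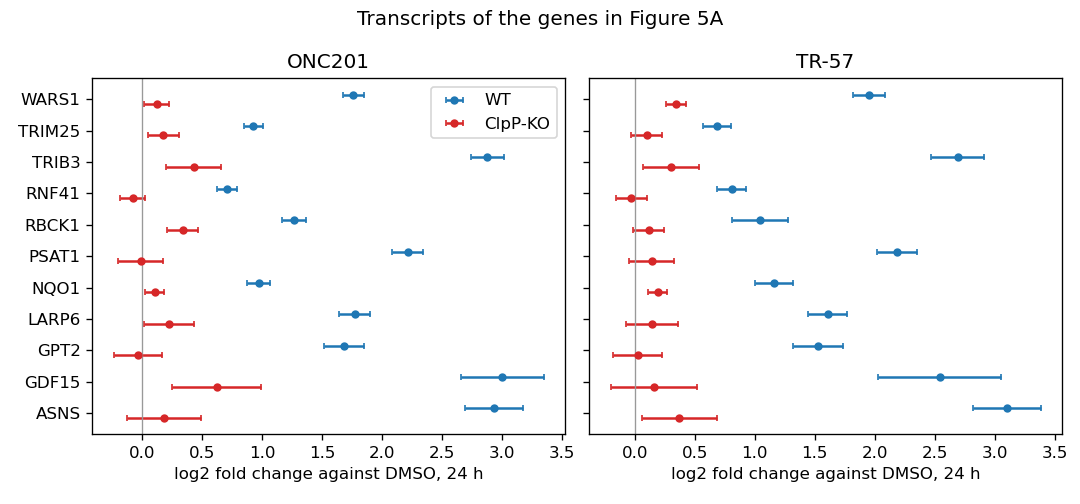
Log2 fold change against DMSO at 24 h of the 11 genes of Figure 5A, with ONC201 in the left panel and TR-57 in the right panel, as points for WT cells in blue and ClpP-KO cells in red, with bars for the standard error. All 11 WT points lie to the right of 0 in both panels.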

Consistent with these data, the induction of ATF4 and ASNS was validated at the protein level by immunoblotting (Figure 5B). ASNS protein expression was induced in WT SUM159 but not ClpP-KO SUM159 cells following 24-h treatment with either 10 μM ONC201 or 150 nM TR-57. Additionally, increases in ASNS were not observed in WT SUM159 cells treated with an ATF4 siRNA prior to ONC201 or TR-57 incubation, indicating that expression of these proteins was ATF4-dependent (Figure 5B). 

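The WT response of PCK2 was larger than the ClpP-KO response by 2.25 (SE 0.41, adjusted p = 0.00434) on the log2 scale with ONC201 and 2.02 (SE 0.47, adjusted p = 0.0266) with TR-57. SQSTM1, the gene of the autophagy receptor p62 (chromosome 5 of GRCh38, 179806398 to 179838078), rose from 382 ± 32.4 CPM (SD, n = 3) to 929.6 ± 169 CPM with ONC201 and 695 ± 166 CPM with TR-57, log2 fold changes of 1.30 (SE 0.13, adjusted p = 0.000102) and 0.89 (SE 0.18, adjusted p = 0.0135). HMOX1 (chromosome 22, 35380361 to 35394214) was at 2.56 (SE 0.13, adjusted p = 2.93e-06) and 2.27 (SE 0.21, adjusted p = 0.000733), and its WT response exceeded that of ClpP-KO cells by 1.88 (SE 0.24, adjusted p = 0.000554) and 1.81 (SE 0.28, adjusted p = 0.00319). Of the 31 measured genes of Figure 5C, which the study chose on these samples and which are not independent evidence of their direction, 24 rose and 2 fell with ONC201 and 23 rose and 1 fell with TR-57 (adjusted over the list alone 24 and 2, and 24 and 1), with camera adjusted p = 3.42e-13 and 3.87e-13, and adjusted p = 0.203 and 0.195 with an estimated correlation. Among 50 measured ATF4 and stress response targets named from textbook knowledge, 44 rose and 2 fell with ONC201 and 40 rose and 0 fell with TR-57 (adjusted over the list alone 44 and 2, and 41 and 1), with camera adjusted p = 1.56e-24 and 4.59e-19, and adjusted p = 0.203 and 0.195 with an estimated correlation. The WT response was larger for 41 of these with ONC201 and 32 with TR-57 (44 and 40 adjusted over the list alone), the latter 21 without WT DMSO replicate 1, and for 21 and 17 of the Figure 5C genes (22 and 22 adjusted over the list alone). The falling Figure 5C genes were 1 with any 1 library left out for ONC201 and 0 without WT DMSO replicate 1, 2 or 3 for TR-57. The falling stress response targets were 1 without WT DMSO replicate 1 or 3 or WT ONC201 replicate 2 or 3 for ONC201 and 2 without WT TR-57 replicate 1 and 1 without WT TR-57 replicate 3 for TR-57. The PCK2 difference with TR-57 was lost with the most abundant transcript (adjusted p = 0.068), with the transcripts in GENCODE 29 (0.177), without WT DMSO replicate 1 (0.083) or 3 (0.0761), without ClpP-KO TR-57 replicate 1 (0.0798) or 3 (0.0684) and without ClpP-KO DMSO replicate 2 (0.056), with adjusted p from 1.51e-16 to 0.177 over the other settings. SQSTM1 stood at 0.86 with ONC201 with the transcripts in GENCODE 29, and its TR-57 call was lost with the most abundant transcript (adjusted p = 0.0683), with the transcripts in GENCODE 29 (0.0676) and without WT DMSO replicate 1 (0.0635) or 3 (0.0712), with adjusted p from 0.000152 to 0.0683 over the other settings.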

ATF4 regulates a number of processes, and further investigation into potential additional ATF4 substrates (Wang et al., 2015) identified multiple significantly upregulated enzymes involved in metabolic processes (e.g., PEPCK2), autophagy (e.g., p62), and redox homeostasis (e.g., HMOX) (Figure 5C).

**FIGURE 5:**
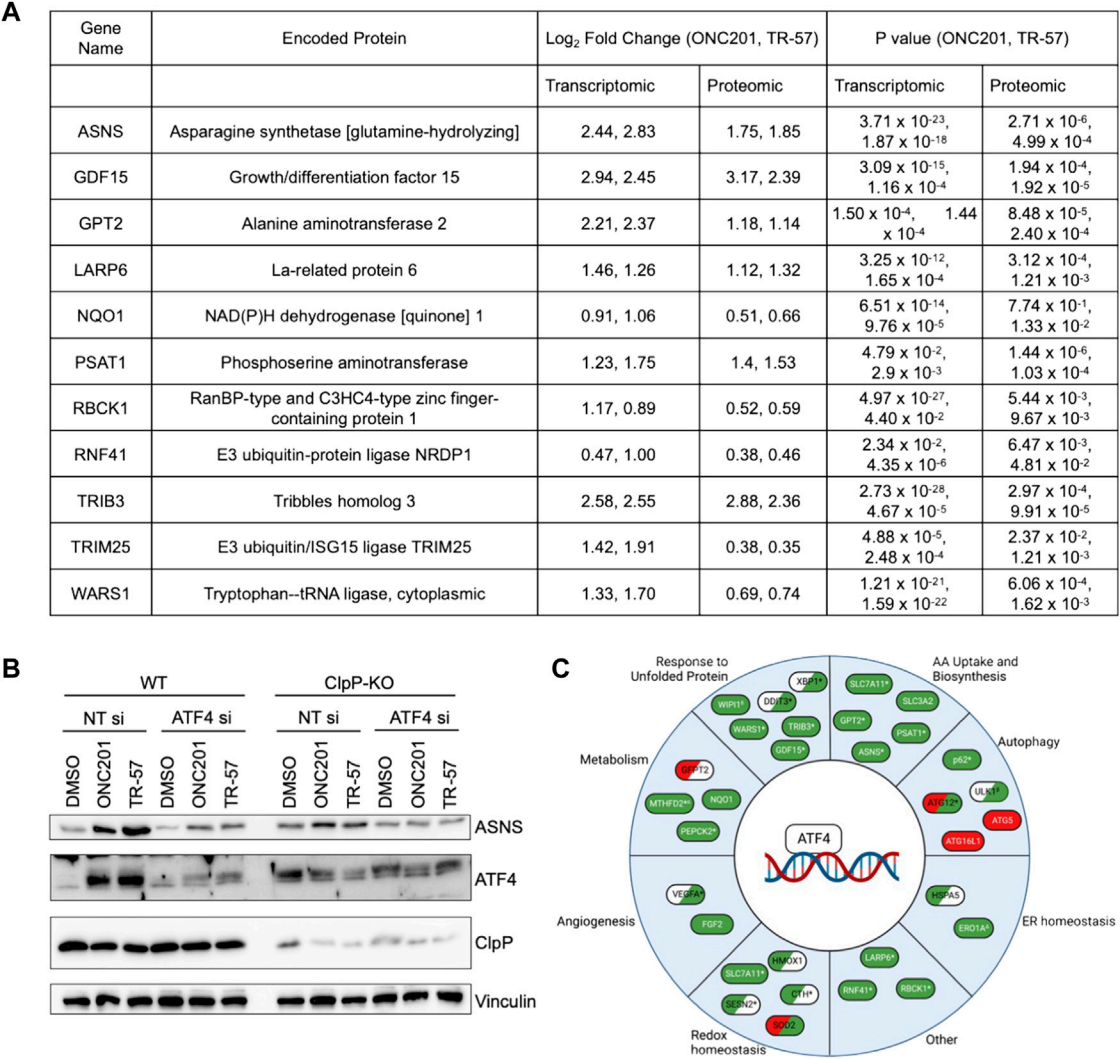
Pharmacological ClpP activation leads to ATF4 induction and increase in ATF4 target genes in TNBC cells. **(A)** Table of selected ATF4-dependent genes/proteins and their measured Log_2_(Fold Change) and *p*-value from proteomics and transcriptomics data from WT SUM159 cells treated with 10 μM ONC201 and 150 nM TR-57 for 24 h. **(B)** Immunoblot of SUM159 cells treated with 0.1% DMSO, 10 μM ONC201, or 150 nM TR-57 for 24 h. Cells were either treated with a non-targeting siRNA or an ATF4 siRNA. Representative of N = 2. **(C)** Schematic of ATF4 target genes and their involvement in diverse cellular processes. Green: transcripts and protein were upregulated in WT SUM159 cells treated with either ONC201 or TR-57. Red: transcripts and protein were downregulated in WT SUM159 cells treated with either ONC201 or TR-57. White: not detected in our datasets. Items in two colors indicate direction of change in proteomics (left) and transcriptomics (right). *At least one dataset is significant (*p*-value < 0.05); ^α^TR-57 treated SUM159 cells showed decreased proteomic values; ^β^TR-57 treated SUM159 cells showed decreased transcriptomic values; ^Δ^TR-57 treated SUM159 cells showed decreased proteomic and transcriptomic values; ^δ^ Not detected in TR-57 treated SUM159 cells (proteomics).

##### MetaCore pathway analysis identifies multiple amino acid metabolic pathways affected by ONC201 or TR-57

MetaCore pathway analysis identified amino acid metabolism, including serine metabolism, as significantly affected by ONC201 and TR-57 treatment (Table 1). Significant upregulation of PSAT1 (Figures 5A,C) through ATF4 indicates a potential upregulation of the serine biosynthetic pathway (Supplementary Figure S5A). 

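PHGDH (chromosome 1 of GRCh38, 119648411 to 119744226) rose in WT cells at 24 h from 94.3 ± 19.0 CPM (SD, n = 3) to 395 ± 23.3 CPM with ONC201 and 335 ± 66.5 CPM with TR-57, log2 fold changes of 2.08 (SE 0.14, adjusted p = 1.05e-05) and 1.85 (SE 0.20, adjusted p = 0.00127). PSAT1 acts on the product of PHGDH, and its response was larger in WT than in ClpP-KO cells by 2.23 (SE 0.26, adjusted p = 0.000304) and 2.05 (SE 0.28, adjusted p = 0.00167). PSPH, the phosphatase that releases serine (chromosome 7, 56011051 to 56051604), stood at 0.11 (SE 0.10, adjusted p = 0.387) with ONC201 and 0.30 (SE 0.15, adjusted p = 0.182) with TR-57. MTHFD2, a mitochondrial enzyme of folate metabolism, rose by 1.32 (SE 0.085) and 1.37 (SE 0.12). Of 14 genes of serine and one-carbon metabolism, 7 rose and 3 fell with ONC201 and 5 rose and 2 fell with TR-57 (adjusted over the list alone 7 and 4, and 6 and 2), with camera adjusted p = 0.0292 and 0.0715, and adjusted p = 0.276 and 0.557 with an estimated correlation. The falling genes with TR-57 were 1 without WT DMSO replicate 1, 2 or 3 or WT TR-57 replicate 2, and the list passed there without WT TR-57 replicate 1 (adjusted p = 0.0434). The difference between genotypes in PSAT1 was lost with the transcripts in GENCODE 29 (1.13, adjusted p = 0.541), with adjusted p from 4.68e-42 to 0.541 over the other settings for ONC201. For TR-57 it was lost with the transcripts in GENCODE 29 (adjusted p = 0.503), with adjusted p from 7.73e-19 to 0.503 over the other settings, and the MTHFD2 call was lost with the most abundant transcript (0.36, adjusted p = 0.875), with adjusted p from 6.8e-21 to 0.875 over the other settings.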

We observed significant upregulation of phosphoglycerate dehydrogenase (PHGDH), and PSAT1 at both the proteomic and transcriptomic level and phosphoserine phosphatase (PSPH) at the proteomic level. Additionally, we observed significant loss of 3-phosphoglycerate and serine following ONC201 and TR-57 treatment. Recently, Pacold et al. identified a novel PHGDH inhibitor, NCT-503 (Pacold et al., 2016), and demonstrated its ability to inhibit cell growth in TNBC cells highly expressing PHGDH, but not in TNBC cells expressing low levels of PHGDH. Because ONC201 and TR-57 induce PHGDH expression in SUM159 cells, we investigated whether NCT-503 would further sensitize SUM159 cells to TR-57 or *vice versa*. Despite using relatively high levels of NCT-503 (up to 50 μM), SUM159 cells were not inherently sensitive to NCT-503 (Supplementary Figure S5B). Additionally, treatment of SUM159 cells with 150 nM TR-57 did not alter the IC_50_ of cells to NCT-503, nor did 10 μM NCT-503 affect the IC_50_ of cells to TR-57 (Supplementary Figure S5B).

##### ONC201 and TR-57 affect the heme biosynthetic pathway in TNBC cells

MetaCore pathway analysis also revealed significant changes in glycine pathways and cellular transport following ClpP activation. Glycine and succinyl-CoA are substrates required for heme biosynthesis through the rate-limiting enzyme ALAS1. Our proteomics data revealed that ALAS1, PPO, and FECH, three key enzymes required for heme biosynthesis, were downregulated following ONC201 and TR-57 treatment. By contrast, the transcript levels of ALAS1, PPO, and FECH, were not significantly changed following ONC201 or TR-57 treatment, suggesting that loss of these proteins is due to degradation caused by ClpP activation (Figure 6A). 

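ALAS1, which makes δ-aminolevulinate in the opening step of heme synthesis (chromosome 3 of GRCh38, 52198086 to 52214327), was at 69.2 ± 3.32 CPM (SD, n = 3) with DMSO in WT cells at 24 h, and at log2 fold changes of 0.37 (SE 0.082, adjusted p = 0.00716) with ONC201 and 0.33 (SE 0.12, adjusted p = 0.0795) with TR-57. PPOX, the protoporphyrinogen oxidase (chromosome 1, 161166410 to 161178013), stood at 0.44 (SE 0.13, adjusted p = 0.0297) and 0.13 (SE 0.18, adjusted p = 0.616). FECH, which inserts iron into protoporphyrin (chromosome 18, 57548283 to 57586772), was at 0.043 (SE 0.090, adjusted p = 0.744) and 0.23 (SE 0.16, adjusted p = 0.315). CPOX, the enzyme before PPOX, fell by 0.72 (SE 0.085) with ONC201 and 0.95 (SE 0.12) with TR-57 on the log2 scale. Of 8 genes of heme synthesis, 2 rose and 2 fell with ONC201 and 0 rose and 2 fell with TR-57 (adjusted over the list alone 2 and 2, and 0 and 2), and the list did not pass (camera adjusted p = 0.78 and 0.415, and adjusted p = 0.831 and 0.703 with an estimated correlation), its median (0.0083) and its test differing in sign with ONC201. The rising genes were 1 without WT DMSO replicate 1 or 3 or WT ONC201 replicate 1 or 2 with ONC201 and 1 without WT TR-57 replicate 1 with TR-57, where the falling genes were 1 without WT DMSO replicate 1 or 3. The ALAS1 call with ONC201 was lost with the most abundant transcript (adjusted p = 0.0697) and with the transcripts in GENCODE 29 (0.22, 0.197), with adjusted p from 0.000666 to 0.255 over the other settings, and for TR-57 ALAS1 passed with all 6 groups in one fit (adjusted p = 0.00697), with a transcript length offset (0.52, 0.0333) and without WT TR-57 replicate 1 (0.0329), with adjusted p from 0.00697 to 0.786 over the other settings. The PPOX call was lost with all 6 groups in one fit (adjusted p = 0.0558), with a transcript length offset (0.26, 0.265), with the most abundant transcript (0.21, 0.631), with the transcripts in GENCODE 29 (0.148), with the authors' gene count table (0.0599), without WT DMSO replicate 1 (0.103) or 3 (0.0891) and without WT ONC201 replicate 1 (0.0779) or 2 (0.0743), with adjusted p from 0.00643 to 0.631 over the other settings. That of CPOX was lost with the transcripts in GENCODE 29 (−0.25, adjusted p = 0.666), with adjusted p from 2.57e-10 to 0.732 over the other settings for ONC201, and was lost with the transcripts in GENCODE 29 (−1.58, adjusted p = 0.054), with adjusted p from 4.85e-10 to 0.054 over the other settings for TR-57. The paper gives the 3 transcripts as not significantly changed and proposes from this that activated ClpP degrades the proteins (Figure 6A). For ALAS1 it also shows immunoblots with less protein in treated WT but not ClpP-KO cells (Figure 6B), which transcript values do not test. The changes of ALAS1 and PPOX called here with ONC201 lie under the log2 fold change of 0.5 in the paper's criterion.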

Immunoblot analysis validated ONC201 and TR-57 mediated ALAS1 decline in WT, but not in ClpP KO SUM159 cells (Figure 6B), consistent with previous reports of ClpP degrading ALAS1 (Kubota et al., 2016; Wong and Houry, 2019; Yien and Perfetto, 2022). The downregulation of ALAS1 occurred as early as 30 min of treatment with TR-57 in WT, but not knockout SUM159 cells (Figure 6D).

**FIGURE 6:**
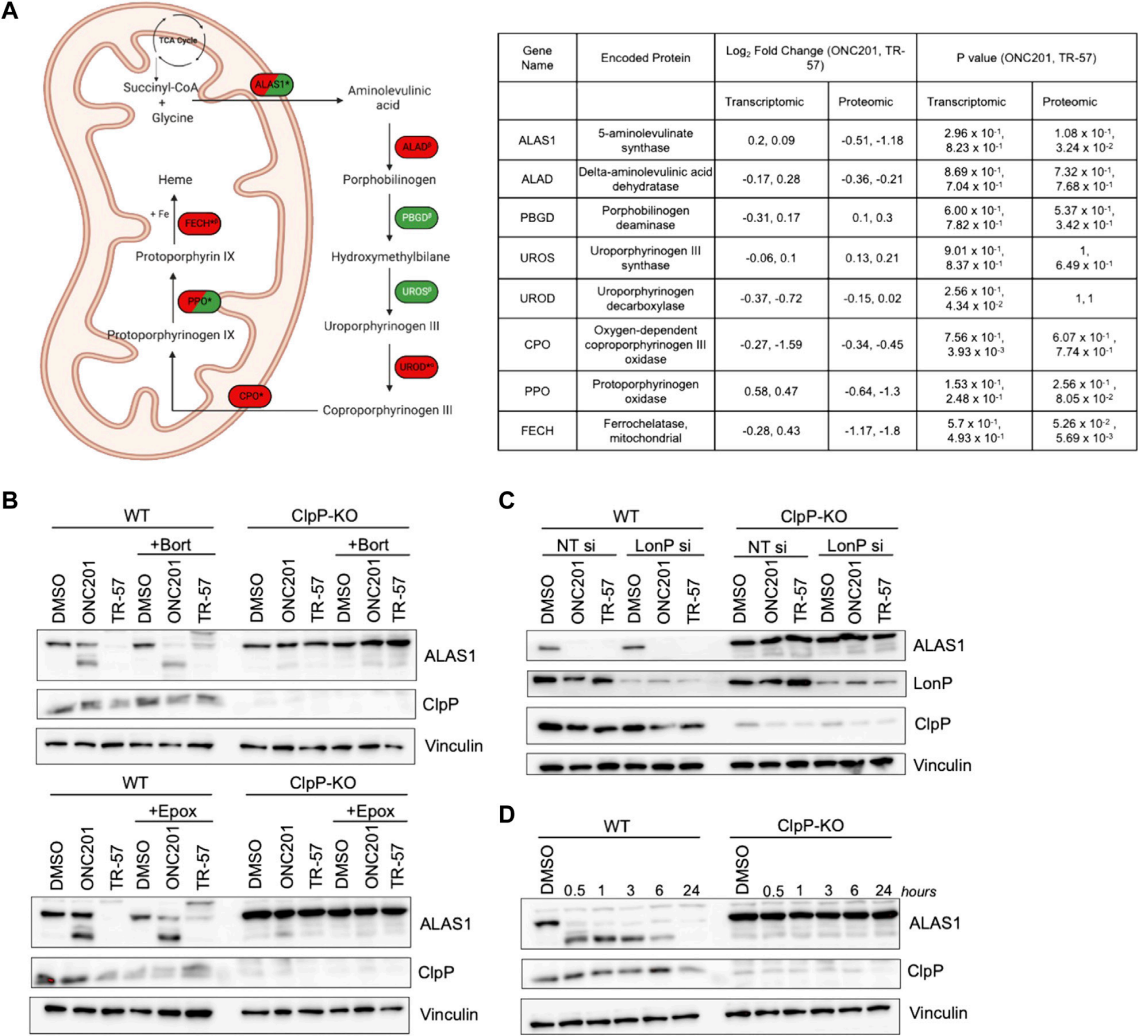
ClpP activation induces loss of major components of the heme biosynthetic pathway in TNBC cells. **(A)** Schematic of heme biosynthetic pathway (left). Directionality of change is indicated by color (downregulation (red), upregulation (green), not detected (white)). * indicates significant in at least one dataset, conflicting ^α^proteomic, ^β^transcriptomic, or ^Δ^both datasets for one treatment. ^δ^Not detected in TR-57 proteomics dataset. Dual-colored enzymes represent those with different directional changes in proteomics (left side) and transcriptomics (right side) while dual-colored metabolites indicate different directional changes in ONC201 treatment (left side) and TR-57 treatment (right side). ALAS1: 5′-*aminolevulinate synthase 1*; ALAD: *aminolevulinate dehydratase*; PBGD: *porphobilinogen deaminase*; UROS: *uroporphyrinogen III synthase*; UROD: *uroporphyrinogen decarboxylase*; CPO: *coproporphyrinogen oxidase*; PPO: *protoporphyrinogen oxidase*; FECH: *ferrochelatase*. WT and ClpP-KO SUM159 cells were immunoblotted for ALAS1 following 24 h of 10 μM ONC201 or 150 nM TR-57 fin the presence or absence of **(B)** 10 nM bortezomib (Bort) or 1 μM epoxomicin (Epox) or **(C)** LonP siRNA knockdown (LonP si). Cells were reverse transfected with either non-targeting or LonP1-targeting siRNA for 48 h before ClpP activator treatment. **(D)** Time-dependent immunoblot of 150 nM TR-57 treatment in WT and ClpP-KO SUM159 cells. All blots are representative of N = 2.

Since LonP, another mitochondrial matrix protease, has also been reported to degrade ALAS1 (Tian et al., 2011; Kubota et al., 2016; Yien and Perfetto, 2022), we investigated whether the loss of ALAS1 was due to ClpP or LonP activation. To accomplish this, bortezomib (10 nM) was used to inhibit both LonP and the proteasome, whereas epoxomicin (1 μM) was used as an inhibitor of only the proteasome (Lu et al., 2013; Csizmadia et al., 2016; Lee et al., 2022). Neither of these co-treatments with ONC201 or TR-57 prevented the loss of ALAS1 (Figure 6B). LonP siRNA was also used to examine whether LonP was responsible for the observed loss of ALAS1 in WT SUM159 cells (Figure 6C). Transient knockdown of LonP did not prevent the degradation of ALAS1 in WT SUM159 cells following treatment, indicating that the effect of ONC201 or TR-57 on ALAS1 was due to activation of ClpP.

Because our data identified components of the heme metabolic pathway as being significantly downregulated by ONC201 and TR-57 treatment at the protein level, we next investigated whether inhibition of heme biosynthesis was required for growth arrest in response to these compounds. To accomplish this, we supplemented the cell media with hemin, a cell-permeable form of heme and examined the effects on cell growth inhibition following ONC201 or TR-57 treatment. Cell proliferation assays (72-h) did not show restoration of cell growth following hemin supplementation (Supplementary Figure S6A). However, to further determine if hemin supplementation over an extended exposure would prevent growth inhibition, we used long-term hemin exposure in crystal violet assays (Supplementary Figure S6B, Supplementary Figure S7). These results demonstrated that extended hemin supplementation did not counteract cell growth inhibition following ONC201 or TR-57 treatment in either WT SUM159 or MDA-MB-231 cells.

## Discussion

The mechanism of action of ONC201 has been proposed as dopamine receptor antagonism (Allen et al., 2016; Arrillaga-Romany et al., 2017; Kline et al., 2018), atypical activation of the ISR (Allen et al., 2016; Ishizawa et al., 2016; Kline et al., 2016), and more recently, ClpP agonism (Graves et al., 2019; Ishizawa et al., 2019). We and others have shown that ONC201 and the related TR compounds affect mitochondrial metabolic function (e.g., OXPHOS, TCA cycle) and mitochondrial protein levels in cancer models (Greer et al., 2018; Ishizawa et al., 2019; Fennell et al., 2022; Greer et al., 2022; Nguyen et al., 2022). The current study utilized a comprehensive multi-omics approach to identify protein, transcript, and metabolite-level changes to further elucidate the specific mechanism of action of these compounds and identify potential cancer cell vulnerabilities resulting from ClpP activation.

We identified many protein, transcript, and metabolite perturbations occurring in TNBC cells following a brief (24-h) exposure to ONC201 or TR-57. These perturbations were determined to be largely ClpP dependent as most were not observed in ClpP-KO cells (Figure 2). We previously showed ONC201 and TR compound treatment result in similar phenotypic responses in TNBC cells (Fennell et al., 2022; Greer et al., 2022) and comparisons of the responses to these structurally distinct ClpP activators in WT SUM159 cells demonstrated highly similar responses to these compounds. Thus, our data further illustrates the high degree of specificity of these compounds for ClpP and confirm that this is the major target protein for these molecules in cancer cells.

GO analysis of significantly downregulated proteins revealed multiple mitochondrial proteins, including mitochondrial matrix and inner membrane proteins, in both treatments. Mitochondrial translation and mitochondrial protein transport were identified as significantly downregulated at the proteomic level (Supplementary Figure S2A). Significant decreases in nuclear-encoded mitochondrial transcripts were also identified (Supplementary Figure S2C), however, the number of identified transcripts does not fully account for the overall observed decline in mitochondrial proteins, supporting the loss of mitochondrial protein as due to direct proteolysis. In agreement with activation of the ISR or UPR^mt^, upregulated proteins and transcripts showed a strong enrichment for nuclear and cytosolic components, as well as non-mitochondrial organelles (e.g., endoplasmic reticulum and Golgi apparatus) and membrane components, as a likely compensatory response to this stress.

Multi-omics analysis using MetaCore pathway analysis identified multiple metabolic networks that were significantly altered by ClpP activation in WT SUM159 cells, including amino acid biosynthesis and the (S)-citrulline pathway (Table 1; Figure 3, Figure 4). We also found that the TCA cycle was significantly downregulated at both the proteomic and transcriptomic level following ClpP activation. Additionally, we observed significant downregulation of TCA cycle intermediates citrate and succinate, and upregulation of α-ketoglutarate (Figure 4A). Loss of succinate dehydrogenase (SDH), isocitrate dehydrogenase (IDH2), and ACO2 were previously reported following treatment with ONC201 or TR compounds (Ishizawa et al., 2019; Fennell et al., 2022). The TCA cycle serves as a source for both anabolic metabolism intermediates as well as NADH and TR-57 has been reported to reduce NAD^+^ and NADH in a ClpP-dependent manner and induce redox imbalance in TNBC cells (Greer et al., 2022). Decreased flux through the TCA cycle, as well as loss of SDH (complex II of the electron transport chain), could explain the observed loss of OXPHOS following ClpP activation (Greer et al., 2018; Fennell et al., 2022; Nguyen et al., 2022).

The citrulline pathway, including the urea cycle, was identified as a significantly perturbed pathway from our multi-omics analysis (Figure 4C). We observed downregulation of arginosuccinate synthase 1 (ASS1) on a proteomic level, which is proposed to preserve aspartate levels in cancer cells for use in biosynthetic pathways. This proteomic decline was accompanied by a significant transcriptomic upregulation of ASS1 in WT cells following both ONC201 and TR-57 treatment. We also observed significant proteomic upregulation of arginase (ARG2) following ClpP activation. Additionally, we observed a significant decrease in both aspartate and argininosuccinate (Figure 4C), which may be due to the significant upregulation of ASNS (Figure 5), which depletes aspartate through conversion to asparagine. Loss of arginine synthesis was reported to suppress transcription of genes including those involved in OXPHOS, glycolysis, and nucleotide biosynthesis, and alterations in mitochondrial morphology (Qiu et al., 2015; Cheng et al., 2018; Chen et al., 2021), potentially explaining some phenotypes previously observed following ClpP activation (Greer et al., 2018; Fennell et al., 2022; Greer et al., 2022).

Aspartate is also required for *de novo* pyrimidine biosynthesis, and further analysis of *de novo* and scavenging pathways of pyrimidine biosynthesis showed significant downregulation of metabolites including aspartate, dihydroorotate, uridine, and cytosine. We observed a proteomic downregulation of CAD protein, a trifunctional enzyme facilitating the conversion of carbamoyl-phosphate to dihydroorotate. Interestingly, the key mitochondrial enzyme (DHODH) and 4th enzyme in the pyrimidine biosynthetic pathway, was not reduced in our proteomics analysis. Inhibition of *de novo* nucleotide biosynthesis has been widely investigated as an anticancer therapy and as a metabolic vulnerability to be exploited in co-treatment development (Huang and Graves, 2003; Luengo et al., 2017). As pyrimidine nucleotides are required for continued cell proliferation, the observed downregulation of pyrimidine biosynthetic metabolites and enzymes could play a critical role in the mechanism by which ClpP activation leads to cell growth inhibition.

Dependence on serine biosynthesis was previously identified as a metabolic vulnerability in cancer models, including breast cancer (Luengo et al., 2017). We identified significantly decreased serine levels with significant proteomic and transcriptomic upregulation of the serine biosynthetic pathway in cells treated with ONC201 or TR-57 (Table 1, Supplementary Figure 6S5A). This is indicative of cells potentially upregulating this pathway to synthesize more serine for utilization by other pathways (e.g., tetrahydrofolate cycle, glycine synthesis, glutathione synthesis). Inhibition of PHGDH was reported to inhibit cell growth in cells highly expressing PHGDH (Pacold et al., 2016). We hypothesized that if dependence on serine biosynthesis is a metabolic vulnerability in cells treated with ClpP activators, that a combination treatment with NCT-503, a novel PHGDH inhibitor (Pacold et al., 2016), would sensitize cells to ClpP activators. We did not observe sensitization of WT SUM159 cells to TR-57, nor did TR-57 co-treatment sensitize cells to NCT-503. However, despite induction of PHGDH following TR-57 treatment, SUM159 may not express PHGDH to the extent required for cells to be sensitive to NCT-503 treatment alone (Pacold et al., 2016). Importantly, while our metabolomics data provided a snapshot of the metabolome following 24-h treatment with ClpP agonists it cannot not reflect the actual flux through the serine biosynthetic pathway or the use of serine in other metabolic pathways, or the uptake of serine from cell growth media. Future studies involving more detailed analysis of metabolic flux using stable isotope approaches, could be applied to investigate differences in pathway flux.

Consistent with perturbations in amino acid biosynthesis, analysis of significantly upregulated proteins and transcripts identified many ATF4-dependent genes, including ASNS, GDF15, and PSAT1 (Figure 5). ATF4 has been widely shown to be induced by ClpP activation (Kline et al., 2016; Wagner et al., 2017; Yuan et al., 2017; Graves et al., 2019). ATF4, a key regulator of the cellular response to the ISR/UPR^mt^, is known to regulate transcription of genes involved in amino acid uptake and biosynthesis, metabolic enzymes, and redox homeostasis (Wang et al., 2015; Quirós et al., 2017). We identified upregulation of ASNS following ClpP activation in both proteomic and transcriptomic data, and this was confirmed by immunoblotting (Figure 5). Additionally, we showed that the upregulation of ASNS was prevented in ATF4-knockdown SUM159 cells treated with ONC201 and TR-57. The observed activation of ATF4 and ATF4-dependent genes may explain metabolic perturbations observed following ClpP activation, including upregulation in the serine biosynthetic pathway and loss of cellular aspartate pools.

ALAS1, the rate limiting step of heme biosynthesis, has previously been identified as a ClpP substrate (Kubota et al., 2016; Whitman et al., 2018; Wong and Houry, 2019) and loss of heme biosynthesis has been implicated as a metabolic vulnerability in acute myeloid leukemia (Lin et al., 2020). Our data clearly showed significant and rapid downregulation of ALAS1 in response to ClpP activators. Because LonP has also been reported to degrade ALAS1 (Tian et al., 2011; Kubota et al., 2016), we additionally utilized bortezomib co-treatment and LonP siRNA to determine the role of LonP in ALAS1 stability following treatment with ONC201 or TR-57 (Figure 6). We found ALAS1 was stabilized in ClpP-KO SUM159 cells, but not in either bortezomib-treated or LonP knockdown SUM159 cells, suggesting that loss of ALAS1 is due to ClpP activation in these experiments. We attempted to investigate whether loss of the heme biosynthetic pathway was essential for ClpP activation-mediated cell growth inhibition. However, supplementation with hemin, a cell permeable form of heme, did not restore cell growth in treated WT SUM159 cells, suggesting loss of the heme biosynthetic pathway may be one of many consequences of ClpP activation that leads to reduced cell growth. Inability to sensitize or desensitize cells to ONC201 or TR-57 treatment could be due to ClpP activation broadly affecting a number of metabolic pathways in cancer cells. Therefore, interrupting or restoring single metabolic pathways may not be sufficient to increase or decrease sensitivity to ClpP activators.

In summary, this study has identified significant proteomic, transcriptomic, and metabolomic perturbations occurring following ClpP activation by two chemically distinct ClpP agonists. We have shown that the vast majority of these changes are ClpP-dependent, including induction of ATF4-dependent genes and protein-level loss of the heme biosynthetic pathway. Applying multi-omics analysis identified 42 significantly perturbed pathways (Supplementary Data S7) following treatment with ONC201 or TR-57, including amino acid biosynthesis, TCA cycle, and the citrulline pathway. The identification of the broad effects of ClpP activation on cancer cell metabolism provides critical insight into the mechanism by which pharmacological activation of ClpP inhibits cancer cell growth and suggest a response that is both multi-nodal and dependent on the dysregulation of multiple pathways.

## Materials and methods

### Cell culture

The human triple-negative breast cancer (TNBC) cell line SUM159 was cultured in Dulbecco’s modified Eagle’s medium: Nutrient Mixture F-12 (DMEM/F-12, Gibco, 11,330–032) supplemented with 5% fetal bovine serum (VWR-Seradigm, 97,068–085), 1% antibiotic/antimycotic (ThermoFisher Scientific, 15,240,062), 5 μg/ml insulin (Gibco, 12,585,014), and 1 μg/ml hydrocortisone. CRISPRi was used to generate CLPP-knockout SUM159 cells as previously described (Fennell et al., 2022). WT MDA-MB-231 cells were cultured in RPMI 1640 media (Gibco, 11,875–093) supplemented with 10% FBS and 1% antibiotic/antimycotic. Cells were incubated at 5% CO_2_ and 37 °C and periodically tested for *mycoplasma*.

### Cell viability

#### Total cell counting

WT and ClpP-KO SUM159 cells were seeded at 1,000 cells/well in a 96-well plate (Perkin Elmer, 6,005,050) and allowed to adhere overnight. Media was replaced by 100 μL of media supplemented with drugs at concentrations indicated in figures and figure legends. 0.1% DMSO treatment was used a negative control. Following treatment, media was aspirated and replaced with 100 μl Dulbecco’s phosphate buffered saline (DBPS, Gibco, 14,190–144) with 1 μg/mL Hoechst stain (ThermoFischer Scientific, H3570) and allowed to incubate at 37 °C for 30 min. Cell number was quantified using Celigo Imaging Cytometer (Nexcelom).

#### Crystal violet assays

Crystal violet assays were performed by plating WT or ClpP-KO SUM159 or WT MDA-MB-231 cells (1,000 cells/well) in a 6-well plate (Corning) and allowing them to adhere overnight. Media was aspirated and replaced by 2 ml of media containing desired compound treatments. Media was replaced with growth media containing the same drug treatments every 48 h until one well was 100% confluent. Once confluent, cells were stained (0.5% crystal violet, 20% methanol) for 10 min at RT, rinsed 3 times and allowed to dry overnight.

### RNAi

All siRNA stocks were purchased through Horizon Discovery at 2 nmol/siRNA and resuspended in 100 ul 1X siRNA reconstitution buffer (Horizon Discovery) to create a 20 μM stock. Dharmafect I was diluted 1:266 in OptiMEM media and separated into the appropriate number of 250 μl aliquots. Individual siRNAs were added to OptiMEM:Dharmafect aliquots for a final concentration of 125 nM, incubated at RT for 30 min, and then added to a 6-well plate. SUM159 cells were washed with DPBS and trypsinized and 37 °C for 5 min. Cells were resuspended to a final concentration of 1 × 10^5^ cells/ml in 1:1 DMEM:F-12 supplemented with 5% FBS, 5 μg/mL insulin, and 1 μg/ml hydrocortisone. Cells were added to each well (1.0 ml/well) containing siRNA and incubated for 24 h. Cells were then treated with 10 μM ONC201 or 150 nM TR-57 for the timepoints indicated in the figure legends and harvested as described above.

### Proteomics

#### Sample preparation

For whole cell and phosphoproteomics, SUM159 (WT and ClpP-KO) cells were plated in a 10 cm^2^ dish (Corning) and allowed to adhere overnight. Cells were then treated with 0.1% DMSO, 10 μM ONC201, or 150 nM TR-57 for 24 h. Cells were washed with 3 × 5 mL ice-cold Dulbecco’s Phosphate Buffered Saline (DPBS, Gibco, 14,190–144) and lysed in 8M urea buffer [8M urea, 50 mM Tris (pH 7.4), 2.5 mM Na_3_VO4, 1 mM NaF, 1X protease inhibitor cocktail, 1X phosphatase inhibitor cocktail 2, 1X phosphatase inhibitor cocktail 3]. Lysates were clarified by centrifugation and protein concentration quantified by Bradford Assay (BioRad). Protein lysates (400 μg) were reduced with 5 mM DTT at 56°C for 30 min, then alkylated with 15 mM iodoacetamide at RT in the dark for 45 min. Protein was precipitated using 4-times the volume of cold acetone and stored overnight at −20°C. The next day, samples were centrifuged at 15,000 x g for 15 min at 4°C, then the protein pellets were reconstituted in 1M urea. Samples were digested with LysC (Wako) for 2 h and trypsin (Promega) overnight at 37°C at a 1:50 enzyme:protein ratio. The resulting peptide samples were acidified, desalted using Thermo desalting spin columns, then the eluates were dried *via* vacuum centrifugation. Peptide concentration was determined using Pierce Quantitative Fluorometric Peptide Assay.

Samples were split into two TMTpro 16plex sets based on drug treatment (ONC201 or TR-57). In TMT set 1, the samples included: SUM159 WT cell line with 3 DMSO controls (n = 3) and ONC201 treated samples (n = 4), and SUM159 ClpP KO cell line with 3 DMSO controls (n = 3) and ONC201 treated samples (n = 4), along with two pooled samples to assess technical variability. TMT set 2 included the same experimental design except with TR57 treatment instead of ONC201. A total of sixteen samples per set, which were labeled with TMTpro 16plex (Thermo Fisher); a sample key can be found in the PRIDE submission (PXD038990). 125 μg of each sample was reconstituted with 50 mM HEPES pH 8.5, then individually labeled with 250 µg of TMTpro reagent for 1 h at room temperature. Prior to quenching, the labeling efficiency was evaluated by LC-MS/MS analysis of a pooled sample consisting of 1ul of each sample. After confirming >98% efficiency, samples were quenched with 50% hydroxylamine to a final concentration of 0.4%. Labeled peptide samples for each set were combined 1:1, desalted using Thermo desalting spin column, and dried *via* vacuum centrifugation. The dried TMT-labeled samples (two TMT sets total) were fractionated using high pH reversed phase HPLC (Mertins et al., 2018). Briefly, the samples were offline fractionated over a 90 min run, into 96 fractions by high pH reverse-phase HPLC (Agilent 1,260) using an Agilent Zorbax 300 Extend-C18 column (3.5-µm, 4.6 × 250 mm) with mobile phase A containing 4.5 mM ammonium formate (pH 10) in 2% (vol/vol) LC-MS grade acetonitrile, and mobile phase B containing 4.5 mM ammonium formate (pH 10) in 90% (vol/vol) LC-MS grade acetonitrile. The 96 resulting fractions were then concatenated in a non-continuous manner into 24 fractions and 5% of each were aliquoted, dried down *via* vacuum centrifugation and stored at −80°C until further analysis.

The remaining 95% of each fraction was further concatenated into 3 fractions and dried down *via* vacuum centrifugation. For each fraction, phosphopeptides were enriched with a two-step method, where High Select Fe-NTA kit (Thermo) was first used, and from that enrichment step the flow-through and eluates were collected. Then, with the flow-through of each fraction, the High Select TiO_2_ kit (Thermo) was used to further enrich for phosphopeptides. Manufacturer protocols were followed for both enrichments. Fe-NTA and TiO_2_ eluates were dried down *via* vacuum centrifugation and stored at −80°C until further analysis.

#### Data acquisition and processing

Two sets of 24 fractions for the proteome analysis and two sets of six fractions (FeNTA and TiO_2_ eluates) for the phosphoproteome analysis were analyzed by LC/MS/MS using an Easy nLC 1,200 coupled to an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Scientific). Samples were injected onto an Easy Spray PepMap C18 column (75 μm id × 25 cm, 2 μm particle size) (Thermo Scientific) and separated over either a 120-min method for the proteome fractions or a 150-min method for the phosphoproteome fractions. For the proteome fractions, the gradient for separation consisted of 5%–40% mobile phase B at a 250 nl/min flow rate, where mobile phase A was 0.1% formic acid in water and mobile phase B consisted of 0.1% formic acid in 80% ACN.

For the proteome fractions, the Lumos was operated in SPS-MS3 mode (McAlister et al., 2014) with a 3s cycle time. Resolution for the precursor scan (m/z 400–1,500) was set to 120,000 with a AGC target set to standard and a maximum injection time of 50 m. MS2 scans consisted of CID normalized collision energy (NCE) 32; AGC target set to standard; maximum injection time of 50 m; isolation window of 0.7 Da. Following MS2 acquisition, MS3 spectra were collected in SPS mode (10 scans per outcome); HCD set to 55; resolution set to 50,000; scan range set to 100–500; AGC target set to 200% with a 100 m maximum inject time. Dynamic exclusion was set to 30 s.

For the phosphoproteome fractions, the Lumos was operated in MS2 mode (Hogrebe et al., 2018; Klann et al., 2020) with a 3s cycle time. Resolution for the precursor scan (m/z 400–1,500) was set to 60,000 with a AGC target set to standard and a maximum injection time of 50 m. For MS2 scans, HCD was set to 35; AGC target set to 200%; maximum injection time of 120 m; isolation window of 0.7 Da; resolution set to 50,000. Dynamic exclusion was set to 30 s.

##### Identification and annotation

For proteome and phosphoproteome data, all raw files were processed using Proteome Discoverer version 2.5. “TMTpro 16plex” was used as the quantitation method, and the two TMTpro 16plex datasets (Set 1: ONC201; Set 2: TR-57) were analyzed separately. Peak lists were searched against a reviewed Uniprot human database (downloaded February 2020 containing 20,350 sequences), appended with a common contaminants database (from MaxQuant, containing 245 sequences), using Sequest HT within Proteome Discoverer. Data were searched with up to two missed trypsin cleavage sites and fixed modifications were set to TMTpro peptide N-terminus and Lys, and carbamidomethyl Cys. Dynamic modifications were set to N-terminal protein acetyl and oxidation Met. Percolator node was used to calculate peptide false discovery rates (FDR).

For phosphoproteome data, additional dynamic modification was set to phosphorylation Ser, Thr, Tyr. TMT quantitation was set to MS2, precursor mass tolerance was set to 10 ppm and fragment mass tolerance was set to 0.02 Da. Peptide FDR was set to 1%. The ptmRS node was used to localize phosphorylation sites within peptides. Reporter abundance based on intensity and co-isolation threshold was set to 50. Normalization was enabled (‘use all peptides’).

For proteome data, quantitation was set to MS3, precursor mass tolerance was set to 20 ppm and fragment mass tolerance was set to 0.5 Da. Peptide FDR was set to 1%. Reporter abundance based on intensity, SPS mass matches threshold set to 50, and razor and unique peptides were used for quantitation. Normalization was enabled (‘use all peptides’).

### Transcriptomics

#### Sample preparation

SUM159 (WT and ClpP-KO) cells were plated and treated as described for Proteomics. Cells were washed 3 × 5 ml ice-cold DPBS and RNA was extracted using a Qiagen RNeasy Kit (74,104) following manufacturer’s directions. RNA samples were sent to Novogene Co. for RNAseq analysis.

#### Identification and annotation

Raw reads for each sample were obtained as FASTQ files from Novogene Co. And was indexed and quantified in alignment-based mode through Salmon using reference transcriptome [Transcript Sequences v. 27] from GENCODE. Resulting quantification files were imported to R and DESeq2 was used to normalize samples and analyze differential expression. Significance cutoffs including a base mean exceeding 50 and *p*-value equal to or exceeding 0.5 were applied to the dataset.

### Metabolomics

#### Sample preparation

SUM159 (WT and ClpP-KO) cells were plated as described for proteomics analysis. Cells were washed 3 × 5 ml ice-cold DPBS and metabolites were extracted as previously described (Stewart et al., 2016; Winnike et al., 2018). Briefly, 1 ml −20 °C acetonitrile and 750 μl ice cold H_2_O were added to washed plates and cells were mechanically scraped and transferred to 15 ml conical tubes and stored at −80 °C until extraction was performed. To extract metabolites, ∼five 2 mm zirconia beads were added to each 15 ml conical followed by 500 μl chloroform (−20 °C) and samples were vortexed 3 × 30 s. Samples were then centrifuged in a 4 °C swing-bucket centrifuge (3,700*g*, 60 min). The aqueous layer was then transferred to a 2 mL Lo-Bind tube and the organic layer to a glass vial. Remaining samples were transferred to a 1.5 mL Lo-Bind tube and 15 ml conicals were washed with 300 μl 2:1 chloroform:methanol solution (−20 °C) and transferred to corresponding 1.5 ml Lo-Bind tube and centrifuged at 4 °C (15,000*g*, 20 min). Aqueous and organic layers were transferred to corresponding 2 ml Lo-Bind tube and glass vial for each sample and frozen at −80 °C.

Aqueous fractions of cell extracts were dried by speed vac and reconstituted using 200 μl of reconstitution solution (95:5 water:methanol), and 150 μl of the reconstituted extract was transferred to new tubes. An aliquot of 20 μl was taken from each extract and combined to make a total study pool (SP). All samples and the SP were centrifuged at 4 °C and 16,000 x g for 10 min, and the supernatants were transferred to LC-MS vials. An injection volume of 5 μl was used for LC-MS analysis.

#### Data acquisition and processing

Metabolomics data were acquired on a Vanquish UHPLC system coupled to a Q Exactive™ HF-X Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Fisher Scientific, San Jose, CA). Metabolites were separated *via* an HSS T3 C18 column (2.1 × 100 mm, 1.7 µm, Waters Corporation) at 50 °C with binary mobile phase of water (A) and methanol (B), each containing 0.1% formic acid (v/v). The UHPLC linear gradient started from 2% B, and increased to 100% B in 16 min, then held for 4 min, with the flow rate at 400 μl/min. The untargeted data was acquired from 70 to 1,050 m/z using the data-dependent acquisition mode. Method blanks and SP injections were placed after every six samples (n = 3 each). Progenesis QI (version 2.1, Waters Corporation) was used for peak picking, alignment, and normalization. Background signals were filtered out by removing peaks with a fold change less than 3 in the total SP vs. the blank injections. Samples were then normalized in Progenesis QI using the “normalize to all” feature (Välikangas et al., 2018). Coefficient of variation (CV) values were calculated across the total SP replicates for each peak and those with CV >30% were removed. Filtered, normalized data was exported and multivariate analysis was performed using SIMCA 16.

#### Identification and annotation

Metabolites were identified in Progenesis QI using an in-house physical standards library of >2,400 reference standards. All reference standards were analyzed under the same instrument conditions used to analyze the study samples. Peaks were matched to metabolites in the in-house library by exact mass (MS), fragmentation pattern (MS/MS), and retention time (rt). An ontology system was provided for each peak match to indicate the evidence basis for each identification. A peak was considered to have a match by rt if the peak eluted within 0.5 min compared to the reference standard, an MS match was defined as < 5 ppm error compared to the theoretical mass based on the metabolite chemical formula, and an MS/MS match was defined as a similarity score >30% to a reference standard (calculated using MS/MS match algorithms in Progenesis QI). Peaks were also annotated to additional metabolites by matching signals to public mass spectral databases (NIST, METLIN, HMDB). OL1 refers to an in-house metabolite match by rt, MS, and MS/MS; OL2a refers to an in-house match by rt and MS only; OL2b refers to an in-house match by MS and MS/MS only; PDa refers to a public database match by MS and experimental MS/MS, PDb refers to a public database match by MS and theoretical MS/MS, PDc refers to a public database match by MS and isotope similarity (>90%); PDd refers to a public database match by MS only.

### Immunoblotting

SUM159 cells (WT and ClpP-KO) were plated (1 × 10^5^ cells/well) on a 6-well plate (Corning, 3,516) and incubated with compounds at concentrations as indicated in figure legends. Following treatment, cells were rinsed 3 × with 2 ml of ice-cold DPBS and lysed using RIPA buffer (20 mM Tris [pH 7.4], 137 mM NaCl, 10% glycerol, 1% Nonidet P-40, 0.5% deoxycholate, 2 mM EDTA) supplemented with 10 mM NaF, 2 mM Na_3_VO_4_, 0.0125 μM calyculin A, and complete protease inhibitor cocktail (Roche Diagnostics, 11,873,580,001). Lysates were clarified and immunoblotted as previously described. Membranes were incubated with primary antibodies [ATF4 (Cell Signaling Technologies, 11,815), ASNS (Cell Signaling Technologies, 20,843), ALAS1 (Abcam, ab154860), LonP (Cell Signaling Technologies, 28,020), ClpP (Cell Signaling Technologies, 14,181), Vinculin (Santa Cruz Biotechnology sc-73614)] diluted 1:1,000 in 1% fish gelatin (Sigma Aldrich, G7041)/TBST overnight at 4 °C, then washed 3 × 5 min in TBST and incubated at room temperature in the appropriate secondary antibody (1:10,000 in 5% milk/TBST) for 1 h. Membranes were then washed 3 × 5 min in TBST and incubated in ECL reagent (BioRad, 170–5,061) and imaged using Chemidoc MP (BioRad). Acquired images were processed using ImageLab software (BioRad).

### Statistics and software

ImageLab (BioRad) was used to process immunoblot images. Prism 9 (GraphPad) was used to generate bar charts. BioVenn (Hulsen et al., 2008) was used to generate Venn diagrams and VolcanoseR (Goedhart and Luijsterburg, 2020) was used to generate volcano plots. Proteome Discoverer was used to perform statistical analysis on proteomics and phosphoproteomics data. Protein and phosphopeptide *p*-values for each pairwise comparison was calculated using Student’s t-test, and *p*-value <0.05 was considered significant. Log_2_(Fold Change) was calculated for each pairwise comparison using the normalized TMT intensities averaged across 3 replicates. Salmon and DESeq were used to process transcriptomics data. *p*-values for each pairwise comparison was calculated using Student’s t-test, and *p*-value <0.05 was considered significant. *p*-values were not adjusted for multiple comparisons for use in volcano plots due to the exploratory, rather than confirmatory, nature of this study (Bender and Lange, 2001). Adjusted *p*-values are shown for proteomic and transcriptomic data in Figure 5, Supplementary Figure 6S2. Log_2_(Fold Change) was calculated for each pairwise comparison using normalized counts averaged across 3 replicates ProgenesisQI was used to process UPLC-MS metabolomics data and SIMCA (Sartorious) was used to calculate variable importance to projection (VIP) scores. Log_2_(Fold Changes) of means (proteins, transcripts) or medians (metabolomics) and their respective -log_10_ (*p*-value) were determined for significant proteins, transcripts, and metabolites using Excel (Microsoft). Proteomic and transcriptomic observations meeting the fold change and significance threshold (Log_2_(Fold Change)≥|0.5| and -log_10_ (*p*-value) ≤-1.3) and metabolomic observations meeting the fold change threshold, significance threshold, or SIMCA VIP score ≥0.95 were used for multi-omics analysis. These thresholds were chosen to due frequent use in -omics studies. MetaCore pathway analysis software (Clarivate Analytics) was used for multi-omics data analysis. DAVID (Huang et al., 2009) (v. 2021) was used for gene ontology analysis. Specifically, data was analyzed using GO terms for biological processes (GOTERM_BP_DIRECT), cellular components (GOTERM_CC_DIRECT), molecular functions (GOTERM_MF_DIRECT), and KEGG pathways. Data collected from DAVID is available in Supplementary Material. BioRender was utilized to generate all schematics and pathways.

## Data Availability

The original contributions presented in the study are publicly available. Proteomics data is available on the Proteomics Identification Database (PRIDE, https://www.ebi.ac.uk/pride/; Project ID: PXD038990). Transcriptomics data is available at the NCBI’s Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/; Series accession number: GSE221327). Metabolomics data is available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website (Metabolomics Workbench, https://www.metabolomicsworkbench.org; Project ID: PR001550; DOI: http://dx.doi.org/10.21228/M8BM6G). All other data is available upon request to corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

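RNA-seq libraries of SUM159 cells, WT or ClpP-KO, were analysed after 1 h or 24 h with 0.1% DMSO, 10 µM ONC201 or 150 nM TR-57, as 12 groups of 3 libraries, 36 in all. The authors' labels and methods name Salmon and DESeq2 as the tools, with versions not given in the sources used here. The authors deposited 1 file per library with the estimated count, the TPM and the effective length of each of 243577 transcripts. The methods name a GENCODE release before 29, whereas these files hold more transcripts than the 206694 of GENCODE 29. The authors also deposited a table of estimated counts per gene symbol for all 36 libraries, made with another transcript set than the per-library files. For 1 h, the authors deposited a table of their DESeq2 comparisons with base means (mean counts scaled by size factors), log2 fold changes, the Wald statistic (a score), and p-values before and after adjustment. That table does not name its time point. Its fold changes match those of the paper's 1 h supplementary table within 1e-04 in all 1507 rows held here, and 5979 further rows of the supplementary table were not used here. The authors' TPM, their scaled gene tables and their tables by other identifiers were not used for tests.

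Estimated counts were summed over the transcripts of a gene, rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, glmQLFit and glmQLFTest on the libraries of the groups compared. A gene entered a comparison if its mean normalized count exceeded 50.0, and it was called at a Benjamini-Hochberg adjusted p under 0.05. Each drug was compared with DMSO within a genotype and time, TR-57 with ONC201 in WT cells at 24 h, and ClpP-KO with WT cells in DMSO at 24 h. The difference in response between genotypes is an interaction, the WT change minus the ClpP-KO change, in a fit of the 4 groups. This gave 14 comparisons. CPM values were scaled by TMM over all 36 libraries and are given as mean ± SD over the 3 libraries of a group. Gene coordinates are those of GENCODE 29 on GRCh38. Overlaps of calls between comparisons without common libraries were tested with Fisher's exact test. That test takes genes as independent, which they are not, so its p can be too small.

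The 29 gene lists were written before the data were examined, from the study's Figure 5A and Figure 5C and from textbook knowledge. Beyond those 2 they cover ATF4 and stress response targets, the mitochondrial and the endoplasmic reticulum unfolded protein response, the TCA cycle, glycolysis, complex I, complexes II to V, the protein genes of mitochondrial DNA and the factors that express them, the mitochondrial ribosome, mitochondrial translation, the cytosolic ribosome, serine, pyrimidine and citrulline metabolism, heme and cholesterol synthesis, NRF2 and p53 targets, heat shock, S phase, G2 and M phase, immediate early genes, interferon response, metallothioneins, and epithelial and mesenchymal markers. They were tested with camera of limma 3.58.1 with a preset correlation of 0.01 on log-CPM values with a prior count of 2.0, adjusted over the lists of a comparison. Counts of list members past edgeR's test do not alone set a list apart and are to be read beside all genes tested. In WT cells at 24 h, 1877 of 12445 genes rose and 2183 fell with ONC201, and 1299 of 12431 rose and 1213 fell with TR-57. Of 401 list tests, 118 passed. With a correlation estimated from the data 1 passed, cholesterol synthesis in the interaction for TR-57, and with fry 54 passed for a change in one direction and 119 for a change in either direction. Neither of the fry tests compares a list with other genes.

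The genes named in the text were set by a rule: the genes the paper names, whose values in the paper had been seen, the 8 largest rises and falls of protein-coding genes in each WT comparison at 24 h and the 3 largest in the others, up to 4 members of each list past the threshold (or 2 with the highest mean count), CLPP and the 13 protein genes of mitochondrial DNA. For the largest changes, every treated library had to lie beyond every control library. Hemoglobin genes and ribosomal RNAs of mitochondrial DNA, where named, were chosen after their values were seen. Some genes that this rule names are not reported here.

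The alternatives set in advance were RLE normalization, the DESeq2 1.42.0 Wald test, edgeR's filterByExpr and no filter on low counts, a fit of all 6 groups of a time point, the replicate number as a block, an offset for transcript length, the most abundant transcript of each gene in place of the sum, the paper's thresholds (an unadjusted p of 0.05 and a log2 fold change of 0.5 either way), and each library left out in turn. Chosen after seeing the data were the gene sums over the 177066 transcripts whose identifier and version stand in GENCODE 29, the authors' gene count table, combinations of the first of these with DESeq2 and with the paper's thresholds, the paper's thresholds with DESeq2, and a shift common to the libraries of a replicate number in the simulation of shared controls at 1 h. In the text, a range of adjusted p over the other settings covers these alternatives but not the fits with a library left out. Of the 58387 symbols of the gene count table, 32753 matched a gene by symbol and 1523 by a synonym, 88 were left out because another entry had matched the same gene, and 24023 did not match.

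Replicate numbers were taken as pairing the libraries where all 3 correlations of same-numbered libraries' deviations exceeded 0.1. The pairing comes from the data, since no source used here names what the numbers share. At 24 h the correlations were 0.38 to 0.67 for ClpP-KO ONC201, 0.40 to 0.52 for ClpP-KO TR-57 and 0.24 to 0.46 for DMSO between genotypes, but as low as 0.04 for WT ONC201, −0.17 for WT TR-57 and 0.04 for TR-57 against ONC201. Counts of calls with the block had been printed before these correlations were computed, and the threshold of 0.1 is a fixed one. No replicates looked like 1 library deposited more than once, with chi-square values of 6.66 to 73.3 per degree of freedom between replicates.

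Total counts per library ran from 17747259 to 33354837. Estimated counts are not counts of separate molecules, and the labels name no molecular identifiers, so precision was taken from the spread between libraries. A group with 3 counts or fewer got no fold change. The tests were checked on counts simulated from the real libraries with 200 changed genes. For the interaction of ONC201 at 24 h, edgeR found 13.4% of changes of 0.5 on the log2 scale, 71.6% of those of 1 and 92.4% of those of 2, with 7.1% of its calls false. DESeq2 made 15.2% false calls in the simulated WT ONC201 comparison at 24 h. Tables were handled with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures drawn with matplotlib 3.10.9. The proteomic, phosphoproteomic and metabolomic data were not analysed here. Gene ontology terms were not used here, so the paper's analyses of cell compartments were not repeated. Overlaps with the paper's supplementary tables were not tested, since they were held here only in part.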

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

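The tests of the protein genes of mitochondrial DNA against their ribosomal RNAs, against single libraries, against fragment length and between genotypes were chosen only after the result was seen. The response at 24 h differed between WT and ClpP-KO cells for 1339 genes with ONC201 and 659 with TR-57, by edgeR's test of the interaction. With ONC201 these numbered 800 without WT DMSO replicate 1, 855 without WT ONC201 replicate 1, 756 without ClpP-KO ONC201 replicate 1 and 874 without WT DMSO replicate 3. With TR-57 they numbered 318 without WT DMSO replicate 1, 334 without ClpP-KO TR-57 replicate 1, 363 without WT DMSO replicate 3 and 386 without ClpP-KO DMSO replicate 3. With the replicate as a block, whose numbers were taken as pairing the ClpP-KO but not the WT libraries of these comparisons, they numbered 3359 and 1648, and with DESeq2 1176 for TR-57. Of 100 assignments of the same libraries to the groups, the real one included, 1 gave as many genes for ONC201 and 1 for TR-57, with 166 and 162 as the highest of the others. These assignments mixed genotypes and treatments within groups, which widens the spread there. They test for no difference of any kind between the groups, so they cannot exclude chance for the interaction alone. For the interactions at 1 h, edgeR called 0 genes for each drug (76 and 335 at an unadjusted p under 0.05, DESeq2 1 and 0). Any assignment gives as many (100 of 100), so this count decides nothing about chance. The highest of the others were 168 and 281. Such counts can come from the genotypes that these assignments mix or from another structure of the samples, which the test does not separate.

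The genes of cholesterol synthesis differed in response between the genotypes by the test of the interaction, with a median difference of −1.25 with ONC201 and −1.19 with TR-57 on the log2 scale, 21 and 19 of 24 genes past the test (24 and 20 adjusted over the list alone), and camera adjusted p = 4.25e-24 and 1.04e-21 (adjusted p = 0.103 and 0.0327 with an estimated correlation). Their medians in WT cells against DMSO were −1.31 and −1.39. With all libraries in, most of them were also called lower in ClpP-KO than in WT cells given DMSO. For S phase the same test gave a median difference of −0.63 with ONC201 and −0.57 with TR-57 on the log2 scale, 10 and 3 of 38 genes past the test (23 and 6 adjusted over the list alone), and camera adjusted p = 8.06e-10 and 3.05e-07 (adjusted p = 0.476 and 0.46 with an estimated correlation). The ONC201 count was 5 without WT DMSO replicate 1 or 3 or ClpP-KO ONC201 replicate 1, 19 without WT DMSO replicate 2, 16 without ClpP-KO ONC201 replicate 2 and 6 without ClpP-KO ONC201 replicate 3, and the TR-57 count 1 without WT DMSO replicate 1 or 3, ClpP-KO TR-57 replicate 1 or 3 or ClpP-KO DMSO replicate 2 or 3, 6 without WT TR-57 replicate 1 and 8 without WT TR-57 replicate 3. The S phase medians in WT cells were −0.78 and −0.61, the latter list not passing with the transcripts in GENCODE 29, and with 15 genes falling, 2 without WT DMSO replicate 1, 6 without WT TR-57 replicate 2 and 3 without WT DMSO replicate 3. For G2 and M phase the interaction test gave a median difference of −0.30 with ONC201 and −0.38 with TR-57 on the log2 scale, 12 and 8 of 32 genes past the test (15 and 13 adjusted over the list alone), and camera adjusted p = 1.55e-07 and 1.35e-08 (adjusted p = 0.365 and 0.17 with an estimated correlation). Its ONC201 count was 7 without WT ONC201 replicate 1 or WT DMSO replicate 3, and its TR-57 count 3 without WT DMSO replicate 1 or 3 or ClpP-KO TR-57 replicate 1, 4 without ClpP-KO DMSO replicate 2 and 5 without ClpP-KO DMSO replicate 3 or ClpP-KO TR-57 replicate 3. The ATF4 and stress response targets differed in response between the genotypes by the test of the interaction, with a median difference of 1.22 with ONC201 and 1.18 with TR-57 on the log2 scale, 41 and 32 of 50 genes past the test (44 and 40 adjusted over the list alone), and camera adjusted p = 6.98e-29 and 4.91e-24 (adjusted p = 0.12 and 0.0916 with an estimated correlation). The TR-57 count of these targets was 21 without WT DMSO replicate 1, and 1 of them differed downward without WT ONC201 replicate 3 with ONC201.

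Between ClpP-KO and WT cells in DMSO, a comparison of 24 h libraries that the paper does not report, 3082 genes differed, 1311 higher and 1771 lower in ClpP-KO cells. Their number was 1845 without WT DMSO replicate 1, 1990 without WT DMSO replicate 3, 1721 with the most abundant transcript and 468 with the transcripts in GENCODE 29, and replicate numbers pair these libraries, with 2328 higher and 2635 lower with the replicate as a block. The 6 libraries give 10 splits, too few for a share under 0.05, and the highest of the other splits called 1 gene. Of the 4 splits that part all 3 pairs of numbers, the others called 0 genes each, and the 1 came from a split that parts 1 pair.

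The 13 protein genes of mitochondrial DNA, which the paper does not discuss at the transcript level, had a median of −0.81 in WT cells with TR-57 at 24 h (camera adjusted p = 0.000315; adjusted p = 0.589 with an estimated correlation), with 6 falling and 0 rising (6 and 0 adjusted over the list alone; 3 without WT DMSO replicate 1 or 3), and of −0.28 with ONC201 (camera adjusted p = 0.0604; adjusted p = 0.726 with an estimated correlation), with 4 falling (4 adjusted over the list alone; 2 rising without WT ONC201 replicate 3), where the list passed without WT ONC201 replicate 1 (adjusted p = 0.0159) or 2 (0.0339) or WT DMSO replicate 3 (0.0129). Against a loss of all RNA from mitochondrial DNA stand its ribosomal RNAs, MT-RNR1 and MT-RNR2, with a mean log2 fold change of 2.755 with TR-57, and against a fall set by 1 library the medians with 1 left out, which ran from −1.02 (without WT TR-57 replicate 2) to −0.47 (without WT TR-57 replicate 1) with the list past the test each time. Against the shorter fragments of the TR-57 libraries as the whole cause stands ClpP-KO TR-57 at 24 h, where fragments were as short and the median was 0.26 (camera adjusted p = 0.0141; adjusted p = 0.909 with an estimated correlation), and 0.037 or higher with any 1 library left out, though its call was lost without ClpP-KO DMSO replicate 1 (adjusted p = 0.96) or ClpP-KO TR-57 replicate 3 (0.629) and with the transcripts in GENCODE 29 (0.0883). A fall at 24 h that needs ClpP stays a hypothesis these data may fit: the TR-57 interaction had a median of −0.955, camera adjusted p = 4.33e-06 and 3 genes past the test (6 adjusted over the list alone), but adjusted p = 0.364 with an estimated correlation, and the count was 0 without WT DMSO replicate 1, 2 or 3, ClpP-KO DMSO replicate 3 or ClpP-KO TR-57 replicate 3, 1 without ClpP-KO DMSO replicate 1 or WT TR-57 replicate 3 and 5 without WT TR-57 replicate 2; for ONC201 the median was −0.36, with camera adjusted p = 0.0314 (0.699 with an estimated correlation) and 2 genes (3 adjusted over the list alone; 1 without WT ONC201 replicate 3), with the call lost with the replicate as a block (adjusted p = 0.0719) or without WT DMSO replicate 1 (adjusted p = 0.0557) or 2 (0.0813), ClpP-KO DMSO replicate 1 (0.294), ClpP-KO ONC201 replicate 2 (0.0546) or 3 (0.0573) or WT ONC201 replicate 3 (0.161). At 1 h the same genes run against a need for ClpP, with a median of −0.43 in ClpP-KO cells with TR-57 (camera adjusted p = 8.72e-14; adjusted p = 0.988 with an estimated correlation; −0.28 without ClpP-KO TR-57 replicate 1 and −0.69 without replicate 2), 0 falling (3 adjusted over the list alone), and an interaction of the opposite sign (median 0.38, camera adjusted p = 0.00642; adjusted p = 0.992 with an estimated correlation; lost without WT DMSO replicate 1, WT TR-57 replicate 3, ClpP-KO DMSO replicate 3 or ClpP-KO TR-57 replicate 1 or 3, at adjusted p = 0.0532 to 0.456, and with the transcripts in GENCODE 29 at 0.101 or the authors' gene count table at 0.0705), at gaps between length and effective length of 288.2 to 305.1 nucleotides against 296.6 to 306.3 with DMSO, while ClpP-KO ONC201 at 288.4 to 290.6 had a median of 0.0017 (0.16 without replicate 1, adjusted p = 8.96e-06), and how the RNA was selected was not tested and stays open.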

How the results depend on the processing

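The tests on the transcripts in GENCODE 29 and on the authors' gene count table, and those with the paper's thresholds and DESeq2, were chosen only after the result was seen. By edgeR, the counts of calls were 4060 in WT ONC201 at 24 h, 2512 in WT TR-57 at 24 h, 1339 in the ONC201 interaction and 659 in the TR-57 interaction at 24 h, 3082 in ClpP-KO against WT in DMSO, 2150 shared by both drugs in WT cells at 24 h, 1 in WT ONC201 at 1 h and 1 in TR-57 against ONC201. In the other comparisons it made no call, with counts at an unadjusted p under 0.05 of 274, 680, 194, 55, 303, 76 and 335 and DESeq2 counts of 11, 16, 1, 1, 1, 1 and 0 in ClpP-KO ONC201 and TR-57 at 24 h, WT TR-57, ClpP-KO ONC201 and ClpP-KO TR-57 at 1 h and the ONC201 and TR-57 interactions at 1 h. With RLE normalization all 18 counts stayed within 1.5 times, 1767 values of named genes kept direction and side of the threshold, 4 dropped out, and 1 of the list tests changed side. Named gene values that left and entered the called side without turning numbered 5 and 24 (9 and 15 list tests) with DESeq2, 31 and 0 (13 and 5 list tests) with filterByExpr, 25 and 44 (26 and 6 list tests) with no low-count filter, 63 and 16 (4 and 4 list tests) with all 6 groups in one fit, 73 and 2 (14 and 7 list tests) with a transcript length offset, 151 and 0 (24 and 2 list tests) with the most abundant transcript, 23 and 2 (7 and 3 list tests) with the authors' gene count table, 204 and 5 (67 and 5 list tests) with the transcripts in GENCODE 29 and 138 and 18 (62 and 4 list tests) with these transcripts and DESeq2. Small changes were often missed at these depths and 3 libraries per group: in simulated counts for ClpP-KO ONC201 at 1 h, edgeR found 23.9% of changes of 0.5 on the log2 scale, 83.6% of those of 1 and 100% of those of 2.

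With the DESeq2 Wald test the counts that moved by over 1.5 times were 11 in ClpP-KO ONC201 at 24 h, 16 in ClpP-KO TR-57 at 24 h, 2 in WT ONC201 at 1 h, 1 in WT TR-57 at 1 h, ClpP-KO ONC201 at 1 h, ClpP-KO TR-57 at 1 h and the ONC201 interaction at 1 h, 1176 in the TR-57 interaction at 24 h, 9 in TR-57 against ONC201 and 21 for the calls shared by WT and ClpP-KO cells. With filterByExpr they were 2 in WT ONC201 at 1 h and 3 in WT TR-57 at 1 h. With no low-count filter, which tests more genes, they were 98 in ClpP-KO ONC201 at 24 h, 95 in ClpP-KO TR-57 at 24 h, 101 in WT ONC201 at 1 h, 103 in WT TR-57 at 1 h, 49 in ClpP-KO ONC201 at 1 h, 59 in ClpP-KO TR-57 at 1 h, 1274 in the TR-57 interaction at 24 h, 68 in the ONC201 interaction at 1 h, 76 in the TR-57 interaction at 1 h, 40 in TR-57 against ONC201, 18 for the calls shared by 1 h and 24 h and 90 for the calls shared by WT and ClpP-KO cells. A fit of all 6 groups of the time point gave 5111 in WT TR-57 at 24 h, 1 in ClpP-KO ONC201 at 24 h, 2 in ClpP-KO TR-57 at 24 h, 0 in WT ONC201 at 1 h, 690 in the ONC201 interaction at 24 h, 1088 in the TR-57 interaction at 24 h and 3 for the calls shared by WT and ClpP-KO cells. An offset for transcript length gave 1 in WT TR-57 at 1 h, 859 in the ONC201 interaction at 24 h, 407 in the TR-57 interaction at 24 h and 3 in the TR-57 interaction at 1 h. Taking the most abundant transcript of each gene gave 2502 in WT ONC201 at 24 h, 994 in WT TR-57 at 24 h, 1 in ClpP-KO TR-57 at 24 h, WT TR-57 at 1 h and the TR-57 interaction at 1 h, 0 in WT ONC201 at 1 h, 703 in the ONC201 interaction at 24 h, 242 in the TR-57 interaction at 24 h, 1721 in ClpP-KO against WT in DMSO and 865 for the calls shared by both drugs in WT cells at 24 h. With the most abundant transcript, log2 fold changes turned sign, where a call stood before or after, for FGF2 (−0.29), LONP1 (−0.075), POLG2 (−0.041) and SKIL (−1.44) in WT TR-57 at 24 h. SKIL was not called there on the gene sums by edgeR. Of the list tests, 1 of the 118 passed with an estimated correlation and 54 of 401 with fry. Apart from the filter's change in the genes tested, the cause was not tested.

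From the authors' gene count table they were 1 in ClpP-KO TR-57 at 24 h and for the calls shared by WT and ClpP-KO cells and 0 in WT ONC201 at 1 h. From the transcripts in GENCODE 29 they were 889 in WT ONC201 at 24 h, 344 in WT TR-57 at 24 h, 0 in WT ONC201 at 1 h, 152 in the ONC201 interaction at 24 h, 50 in the TR-57 interaction at 24 h, 5 in TR-57 against ONC201, 468 in ClpP-KO against WT in DMSO, 272 for the calls shared by both drugs in WT cells at 24 h and 54 for the list tests. Those transcripts with the DESeq2 Wald test gave 1422 in WT ONC201 at 24 h, 1420 in WT TR-57 at 24 h, 27 in ClpP-KO ONC201 at 24 h, 53 in ClpP-KO TR-57 at 24 h, 17 in WT ONC201 at 1 h, 24 in WT TR-57 at 1 h, 3 in ClpP-KO ONC201 at 1 h and the ONC201 interaction at 1 h, 18 in ClpP-KO TR-57 at 1 h, 499 in the ONC201 interaction at 24 h, 315 in the TR-57 interaction at 24 h, 12 in the TR-57 interaction at 1 h, 80 in TR-57 against ONC201, 988 in ClpP-KO against WT in DMSO, 802 for the calls shared by both drugs in WT cells at 24 h, 29 for the calls shared by WT and ClpP-KO cells and 56 for the list tests. With these transcripts in edgeR, called log2 fold changes turned sign for ATF4 (−0.051), ERO1A (0.15), NDUFV2 (0.41), OAT (0.95), PKM (0.15) and RPL12 (−0.0039) in WT ONC201 at 24 h, ALAD (0.29), ATF4 (−0.21), COL1A1 (0.017), DLST (0.27), GADD45A (−0.075), GRPEL2 (−1.13), OAT (1.09), PGAM1 (3.87), PKM (0.16) and RPS4X (−0.42) in WT TR-57 at 24 h, LARS2 (0.69), MANF (0.53), OAT (1.00) and RPL12 (−0.027) in the ONC201 interaction at 24 h, ALAD (0.71), GRPEL2 (−0.94), LDHA (0.24), OAT (2.29), OGDH (0.17), PGAM1 (3.83) and RPL12 (−0.24) in the TR-57 interaction at 24 h and ALAD (0.13), CDT1 (−0.81), GRPEL2 (−0.30), KRT8 (0.18) and TRIB3 (−0.31) in ClpP-KO against WT in DMSO, and the median of cholesterol synthesis in ClpP-KO ONC201 at 24 h (−0.011) and TCA cycle in the TR-57 interaction at 24 h (−0.16). With DESeq2 they turned for ATF4 (−0.065), ERO1A (0.14), NDUFV2 (0.40), OAT (0.94), ODC1 (−1.24), PKM (0.14) and RPL12 (−0.020) in WT ONC201 at 24 h, ALAD (0.28), ATF4 (−0.22), COL1A1 (0.013), DLST (0.27), GADD45A (−0.085), GRPEL2 (−1.14), OAT (1.1), PKM (0.15) and RPS4X (−0.43) in WT TR-57 at 24 h, LONP1 (1.59) in ClpP-KO TR-57 at 24 h, MANF (0.52), OAT (0.99) and RPL12 (−0.042) in the ONC201 interaction at 24 h, ALAD (0.69), GRPEL2 (−0.96), LDHA (0.23), OAT (2.27), OGDH (0.16) and RPL12 (−0.26) in the TR-57 interaction at 24 h and ALAD (0.13), CDT1 (−0.81), GRPEL2 (−0.30), KRT8 (0.19) and TRIB3 (−0.31) in ClpP-KO against WT in DMSO, and the median of TCA cycle in WT TR-57 at 24 h (−0.11), cholesterol synthesis in ClpP-KO ONC201 at 24 h (−0.014), TCA cycle in the TR-57 interaction at 24 h (−0.18) and glycolysis in the TR-57 interaction at 24 h (−0.081). For the turns listed, a call stood before or after the change of setting. Sums over the transcripts in GENCODE 29 leave out transcripts of each gene. The cause was not tested.

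At the paper's thresholds, edgeR gave 2532 in WT ONC201 at 24 h, 101 in ClpP-KO ONC201 at 24 h, 114 in ClpP-KO TR-57 at 24 h, 96 in WT ONC201 at 1 h, 74 in WT TR-57 at 1 h, 34 in ClpP-KO ONC201 at 1 h, 98 in ClpP-KO TR-57 at 1 h, 2076 in the TR-57 interaction at 24 h, 58 in the ONC201 interaction at 1 h, 178 in the TR-57 interaction at 1 h, 284 in TR-57 against ONC201, 10 for the calls shared by 1 h and 24 h and 110 for the calls shared by WT and ClpP-KO cells. At these thresholds the DESeq2 Wald test gave 2507 in WT ONC201 at 24 h, 90 in ClpP-KO ONC201 at 24 h, 118 in ClpP-KO TR-57 at 24 h, 80 in WT ONC201 at 1 h, 66 in WT TR-57 at 1 h, 28 in ClpP-KO ONC201 at 1 h, 92 in ClpP-KO TR-57 at 1 h, 2184 in the TR-57 interaction at 24 h, 55 in the ONC201 interaction at 1 h, 187 in the TR-57 interaction at 1 h, 429 in TR-57 against ONC201, 6 for the calls shared by 1 h and 24 h and 108 for the calls shared by WT and ClpP-KO cells. On the transcripts in GENCODE 29, the DESeq2 Wald test at these thresholds gave 1696 in WT ONC201 at 24 h, 231 in ClpP-KO ONC201 at 24 h, 377 in ClpP-KO TR-57 at 24 h, 282 in WT ONC201 at 1 h, 346 in WT TR-57 at 1 h, 190 in ClpP-KO ONC201 at 1 h, 262 in ClpP-KO TR-57 at 1 h, 1153 in the TR-57 interaction at 24 h, 240 in the ONC201 interaction at 1 h, 496 in the TR-57 interaction at 1 h, 740 in TR-57 against ONC201, 1448 in ClpP-KO against WT in DMSO, 1066 for the calls shared by both drugs in WT cells at 24 h, 30 for the calls shared by 1 h and 24 h and 218 for the calls shared by WT and ClpP-KO cells. These thresholds take an unadjusted p with a minimum fold change.

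With the replicate number as a block, the counts that moved by over 1.5 times were 158 in ClpP-KO ONC201 at 24 h, 908 in ClpP-KO TR-57 at 24 h, 26 in WT ONC201 at 1 h, 39 in WT TR-57 at 1 h, 1 in ClpP-KO ONC201 at 1 h, 13 in ClpP-KO TR-57 at 1 h, 3359 in the ONC201 interaction at 24 h, 1648 in the TR-57 interaction at 24 h, 4963 in ClpP-KO against WT in DMSO, 3 for the calls shared by 1 h and 24 h and 431 for the calls shared by WT and ClpP-KO cells. The numbers were not taken as pairing the libraries of WT ONC201 and WT TR-57 at 24 h or of TR-57 against ONC201, since the lowest of the 3 correlations was 0.04, −0.17 and 0.04; there the block gave 5654, 2198 and 1 calls. Of their 6 libraries, 5, 2 and 4 had the highest correlation with the library of the same number. Over all comparisons the block brought 64 named gene values to the called side and took 13 from it, and did so for 5 and 7 of the list tests, and it changed no other call of a named gene or list. The cause was not tested.

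With each library left out in turn, the ranges of the counts, with each library that moved 1 by over 1.5 times, were as follows. WT ONC201 at 24 h had 2442 to 4294 calls (2442 without WT DMSO replicate 1). WT TR-57 at 24 h had 590 to 3170 calls (590 without WT DMSO replicate 1, 1247 without WT DMSO replicate 2 and 649 without WT DMSO replicate 3). ClpP-KO ONC201 at 24 h had 0 to 1 calls (1 without ClpP-KO DMSO replicate 3). ClpP-KO TR-57 at 24 h had 0 to 5 calls (1 without ClpP-KO DMSO replicate 1 and 5 without ClpP-KO TR-57 replicate 3). WT ONC201 at 1 h had 1 to 2 calls (2 without WT ONC201 replicate 1 or WT DMSO replicate 3). WT TR-57 at 1 h had 0 to 2 calls (2 without WT TR-57 replicate 1 and 1 without WT TR-57 replicate 3). ClpP-KO ONC201 at 1 h had 0 to 1 calls (1 without ClpP-KO ONC201 replicate 3). ClpP-KO TR-57 at 1 h had 0 to 1 calls (1 without ClpP-KO TR-57 replicate 1 or 3). The ONC201 interaction at 24 h had 756 to 1505 calls (800 without WT DMSO replicate 1, 855 without WT ONC201 replicate 1, 756 without ClpP-KO ONC201 replicate 1 and 874 without WT DMSO replicate 3). The TR-57 interaction at 24 h had 318 to 907 calls (318 without WT DMSO replicate 1, 334 without ClpP-KO TR-57 replicate 1, 363 without WT DMSO replicate 3 and 386 without ClpP-KO DMSO replicate 3). The TR-57 interaction at 1 h had 0 to 1 calls (1 without ClpP-KO TR-57 replicate 1). TR-57 against ONC201 had 0 to 2 calls (0 without WT ONC201 replicate 1, 2 or 3 and 2 without WT TR-57 replicate 1). ClpP-KO against WT in DMSO had 1845 to 2999 calls (1845 without WT DMSO replicate 1 and 1990 without WT DMSO replicate 3). The calls shared by both drugs in WT cells at 24 h numbered 563 to 2658 (563 without WT DMSO replicate 1, 1192 without WT DMSO replicate 2 and 628 without WT DMSO replicate 3). The calls shared by WT and ClpP-KO cells numbered 0 to 1 (1 without ClpP-KO DMSO replicate 1 or ClpP-KO TR-57 replicate 3). A library left out also leaves a group of 2. Apart from the fewer libraries, the cause was not tested.

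For the lists whose test turned direction in such a fit, where a call stood before or after, the range of the median log2 fold change was as follows. In ClpP-KO ONC201 at 24 h it ran from −0.041 (without ClpP-KO DMSO replicate 1) to 0.25 (without ClpP-KO DMSO replicate 2) for ATF4 and stress response targets, from −0.16 (without ClpP-KO DMSO replicate 1) to 0.24 (without ClpP-KO DMSO replicate 2) for protein genes of mitochondrial DNA and from −0.12 (without ClpP-KO ONC201 replicate 3) to 0.015 (without ClpP-KO ONC201 replicate 2) for mitochondrial ribosome. In ClpP-KO TR-57 at 24 h it ran from −0.022 (without ClpP-KO DMSO replicate 1) to 0.26 (without ClpP-KO DMSO replicate 2) for ATF4 and stress response targets and from −0.14 (without ClpP-KO TR-57 replicate 3) to −0.0089 (without ClpP-KO DMSO replicate 3) for mitochondrial ribosome. In WT ONC201 at 1 h it ran from −0.14 (without WT ONC201 replicate 2) to 0.17 (without WT DMSO replicate 2) for the genes of Figure 5C, from −0.021 (without WT DMSO replicate 2) to 0.14 (without WT ONC201 replicate 2) for mitochondrial ribosome, from −0.082 (without WT DMSO replicate 2) to 0.11 (without WT ONC201 replicate 2) for S phase and from −0.17 (without WT ONC201 replicate 3) to 0.19 (without WT DMSO replicate 3) for immediate early genes. In WT TR-57 at 1 h it ran from −0.11 (without WT TR-57 replicate 2) to 0.16 (without WT DMSO replicate 2) for ATF4 and stress response targets, from −0.086 (without WT DMSO replicate 2) to 0.042 (without WT DMSO replicate 1) for mitochondrial ribosome, from −0.091 (without WT DMSO replicate 2) to 0.12 (without WT DMSO replicate 1) for S phase, from −0.24 (without WT TR-57 replicate 3) to 0.21 (without WT TR-57 replicate 1) for immediate early genes and from −0.057 (without WT DMSO replicate 2) to 0.056 (without WT DMSO replicate 3) for cytosolic ribosome. In ClpP-KO ONC201 at 1 h it ran from −0.10 (without ClpP-KO ONC201 replicate 2) to 0.16 (without ClpP-KO ONC201 replicate 1) for protein genes of mitochondrial DNA and from −0.072 (without ClpP-KO DMSO replicate 2) to 0.084 (without ClpP-KO ONC201 replicate 2) for S phase. In ClpP-KO TR-57 at 1 h it ran from −0.0069 (without ClpP-KO DMSO replicate 2) to 0.15 (without ClpP-KO TR-57 replicate 2) for mitochondrial ribosome and from −0.011 (without ClpP-KO DMSO replicate 2) to 0.18 (without ClpP-KO TR-57 replicate 2) for S phase. In the ONC201 interaction at 1 h it ran from −0.080 (without WT DMSO replicate 2) to 0.095 (without WT ONC201 replicate 2) for S phase and from −0.015 (without WT ONC201 replicate 3) to 0.16 (without WT ONC201 replicate 2) for cytosolic ribosome. Of the other list tests with a library left out, 2773 kept direction and side of the threshold, 165 lost the call and 143 gained it. For named gene values these numbers were 11751, 727 and 40, and no called gene turned sign. Apart from the fewer libraries, the cause was not tested.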

Differences from the paper's values

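The tests with the transcripts in GENCODE 29, with the authors' gene count table and with the paper's thresholds in DESeq2 were chosen only after the result was seen. At 1 h the paper counts 80 higher and 174 lower genes with ONC201 in WT cells, against 0 and 1 here, and 115 and 200 with TR-57, against 0 and 0. In ClpP-KO cells the paper counts 83 and 94 with ONC201 and 115 and 113 with TR-57, against 0 in each case. The counts here are edgeR's at an adjusted p under 0.05, whereas the paper uses an unadjusted p of 0.05 with a log2 fold change of 0.5 either way. The authors' own adjusted p from DESeq2, as deposited, were under 0.05 for 16 genes in WT ONC201 and 21 in WT TR-57. In ClpP-KO cells they were so for 2 genes with ONC201 and 16 with TR-57. At an unadjusted p under 0.05 alone edgeR gave 333 and 194 genes in WT and 55 and 303 in ClpP-KO cells with ONC201 and TR-57, and DESeq2 called 2, 1, 1 and 1 at an adjusted p under 0.05. Of the alternatives set before the data were examined, the paper's thresholds in edgeR gave 64 higher genes for WT ONC201 and 87 lower genes for ClpP-KO TR-57 and no low-count filter gave 61 higher genes for WT ONC201, all within 1.5 times the paper's count, and no alternative did so for the other 6 counts. At the paper's thresholds edgeR's other counts were 32 lower genes for WT ONC201, 39 higher and 35 lower for WT TR-57, 20 and 14 for ClpP-KO ONC201 and 11 higher for ClpP-KO TR-57. DESeq2 at these thresholds, chosen after seeing the values, came within 1.5 times the paper's count with 58 higher genes for WT ONC201 and 83 lower genes for ClpP-KO TR-57. DESeq2 at these thresholds on the transcripts in GENCODE 29, also chosen after seeing the values, did so for all 8 counts, with 95 higher and 187 lower for WT ONC201, 122 and 224 for WT TR-57, 97 and 93 for ClpP-KO ONC201 and 132 and 130 for ClpP-KO TR-57.

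For WT cells at 24 h, the paper counts 501 higher and 492 lower genes shared by both drugs, against 1064 and 1086 here. Of the alternatives set before the data were examined, only the most abundant transcript, with 444 and 421, came within 1.5 times the paper's counts, and the paper's thresholds in edgeR gave 893 and 1022. Chosen after seeing the values, DESeq2 on the transcripts in GENCODE 29 gave 393 and 409 at an adjusted p under 0.05 and 548 and 518 at the paper's thresholds, and DESeq2 on all transcripts gave 883 and 1036 at these thresholds. For each drug alone, the paper's abstract also gives fewer genes than edgeR at these thresholds (1235 higher and 1297 lower with ONC201, 1672 and 1789 with TR-57). DESeq2 on the transcripts in GENCODE 29 came nearer, with 846 and 850 for ONC201 and 1184 and 1086 for TR-57.

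The log2 fold changes of Fig. 5A, read by eye, differ for 8 of its 11 genes in WT cells at 24 h. For ASNS the paper's value is about 2.4 with ONC201 against 2.93 here and about 2.8 with TR-57 against 3.10 (3.08 with no low-count filter and 3.05 with the length offset) here (Fig. 5A, read by eye). GPT2 stands in the paper at about 2.2 with ONC201 against 1.68 here and about 2.4 with TR-57 against 1.53 here (Fig. 5A, read by eye). The paper gives LARP6 at about 1.5 with ONC201 against 1.77 (1.53 with the length offset) here and about 1.3 with TR-57 against 1.61 (1.25 with the length offset) here (Fig. 5A, read by eye). For PSAT1 the paper's value is about 1.2 with ONC201 against 2.21 here and about 1.8 with TR-57 against 2.18 here (Fig. 5A, read by eye). RNF41 stands in the paper at about 0.47 with ONC201 against 0.71 here and about 1.0 with TR-57 against 0.81 (1.03 with the length offset) here (Fig. 5A, read by eye). The paper gives TRIB3 at about 2.6 with ONC201 against 2.87 here (Fig. 5A, read by eye). For TRIM25 the paper's value is about 1.4 with ONC201 against 0.93 here and about 1.9 with TR-57 against 0.69 here (Fig. 5A, read by eye). WARS1 stands in the paper at about 1.3 with ONC201 against 1.76 here and about 1.7 with TR-57 against 1.95 (1.69 with the most abundant transcript) here (Fig. 5A, read by eye). For PPOX the paper's value is about 0.58 with ONC201 against 0.44 here and about 0.47 with TR-57 against 0.13 (0.40 with the length offset) here (Fig. 6A, read by eye). FECH stands in the paper at about −0.28 with ONC201 against 0.043 here and about 0.43 with TR-57 against 0.23 here (Fig. 6A, read by eye). Where no alternative is named here, none of those set before the data were examined brought the value within the larger error.

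Further log2 fold changes in WT cells at 24 h come from the paper's supplementary table. For CS the paper's value is −0.83 with TR-57 against −0.33 here. CAD stands in the paper at 0.41 with ONC201 against 0.12 (0.16 with the length offset) here and 0.37 with TR-57 against −0.055 (0.14 with the length offset) here. The paper gives CTPS1 at 0.91 with ONC201 against −0.22 here. For GAMT the paper's value is −1.22 with ONC201 against −0.64 here. ALDH18A1 stands in the paper at −0.85 with ONC201 against −0.40 here. The paper gives ODC1 at −1.25 with ONC201 against 0.074 here and 3.57 with TR-57 against 0.23 here. For ALAS1 the paper's value is 0.20 with ONC201 against 0.37 here and 0.094 with TR-57 against 0.33 (0.088 with the most abundant transcript) here. ALAD stands in the paper at −0.17 with ONC201 against −0.69 here and 0.28 with TR-57 against −0.74 here. The paper gives CPOX at −0.27 with ONC201 against −0.72 (−0.60 with the length offset) here and −1.59 with TR-57 against −0.95 here. For ATG12 the paper's value is 0.61 with TR-57 against 0.38 (0.46 with the length offset) here. ATG5 stands in the paper at −0.31 with TR-57 against 0.10 here. The paper gives ATG16L1 at −0.62 with TR-57 against −0.039 here. For ATF4 the paper's value is −0.071 with ONC201 against 0.69 here and −0.21 with TR-57 against 0.57 here. For values with no alternative beside them, none of those set before the data were examined closed the gap.

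Gene sums over the transcripts in GENCODE 29, chosen after seeing the values, brought 37 of these 38 fold changes within the larger error of the paper's with edgeR, and 37 with DESeq2. The exception was CTPS1 with ONC201, at −0.34 with edgeR and −0.35 with DESeq2. Of the 22 values of Fig. 5A, all called by edgeR on all transcripts, edgeR on these transcripts left 6 uncalled and DESeq2 left 0. The authors' gene count table, chosen after seeing the values too, brought ASNS with TR-57 (2.99) and ATG12 with TR-57 (0.42) within that error and left 0 of the 22 uncalled.

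The paper names SKIL and SLC25A6 among the raised transcripts in WT cells at 24 h. Of the 5 transcripts it names there, FLRT1, SLC6A9 and ASNS passed here with both drugs, while SKIL stood at 0.37 with ONC201 (adjusted p = 0.0653) and 0.53 with TR-57 (0.0734), and SLC25A6 at 0.27 (0.053) and 0.016 (0.954). DESeq2 called SKIL with both drugs (adjusted p = 0.0367 and 0.0452) and SLC25A6 with ONC201 (0.0207), and on the transcripts in GENCODE 29, chosen after seeing the values, it called SKIL (3.34 and 4.05) and SLC25A6 (3.13 and 3.11) with both. SKIL was also called with no low-count filter for ONC201 (adjusted p = 0.0108) and with all 6 groups in one fit for TR-57 (0.0122), without WT ONC201 replicate 1 (0.0364) or WT DMSO replicate 2 (0.0255) for ONC201 and without WT TR-57 replicate 3 (0.0307) for TR-57, and as lower with the most abundant transcript for TR-57 (−1.44, adjusted p = 0.00908), and SLC25A6 for ONC201 with no low-count filter (0.0457) and with the authors' gene count table (0.0438). Of the TCA cycle transcripts that the paper names as significantly lower, OGDH and SDHA with ONC201 fell here too (−0.66 and −0.53, adjusted p = 0.0003 and 0.00126), while CS with TR-57 stood at −0.33 with an adjusted p of 0.0748. It was called with DESeq2 (0.0394), with all 6 groups in one fit (0.00371), without WT TR-57 replicate 1 (0.0297) and with DESeq2 on the transcripts in GENCODE 29 (0.045), the last chosen after seeing the values.

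Of the transcripts of ALAS1, PPOX and FECH, which the paper describes as without a significant change, ALAS1 (0.37, adjusted p = 0.00716) and PPOX (0.44, adjusted p = 0.0297) rose with ONC201 here, and neither passed with TR-57 (adjusted p = 0.0795 and 0.616), nor FECH with ONC201 (0.744) or TR-57 (0.315). ALAS1 with ONC201 was not called with the most abundant transcript (adjusted p = 0.0697), and with TR-57 it was called with all 6 groups in one fit (0.00697), with a transcript length offset (0.0333) and without WT TR-57 replicate 1 (0.0329). PPOX with ONC201 was not called with all 6 groups in one fit (adjusted p = 0.0558), with a transcript length offset (0.265), with the most abundant transcript (0.631), without WT DMSO replicate 1 (0.103) or 3 (0.0891) or without WT ONC201 replicate 1 (0.0779) or 2 (0.0743). Chosen after seeing the values, the transcripts in GENCODE 29 left ALAS1 and PPOX with ONC201 uncalled with edgeR (adjusted p = 0.197 and 0.148) and with DESeq2 (0.255 and 0.144), and the authors' gene count table left PPOX uncalled (0.0599). The paper reports an overlap at 1 h between the drugs in WT cells: at its thresholds 18 higher and 9 lower genes were shared here, against 19 and 15.8 on average in 20 simulated data sets with no drug effect and the same DMSO libraries, and with DESeq2 on the transcripts in GENCODE 29, chosen after seeing the values, 28 and 72 were shared, against 46.2 and 36.8 on average (at most 58 and 46) in 20 data sets simulated in that way at that setting. With a shift common to the libraries of a replicate number added to the simulation, also chosen after seeing the values, these averages were 1.6 and 0.8 (at most 4 and 3) and 18.5 and 14.3 (at most 24 and 26). List sizes differed, so none of these overlaps is like for like. With the shift the simulated ONC201 and TR-57 lists held 16.75 and 18.75 genes, and 164.9 and 159.8 with DESeq2. Without it DESeq2 called 189.85 higher and 188.65 lower genes in a simulated comparison. The real lists held 60 and 33 higher and 32 and 35 lower genes, and 81 and 109 and 186 and 223 with DESeq2.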

Other observations

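The tests on the transcripts in GENCODE 29 and of the direction of the ClpP-KO calls with the block were chosen only after the result was seen. In DMSO at 24 h, COL1A1, a chain of type I collagen, stood at 2392 ± 436 CPM (SD, n = 3) in WT and 103 ± 14.8 CPM in ClpP-KO cells, a log2 difference of −4.51 (SE 0.16, adjusted p = 4.19e-08), or −2.28 with the transcripts in GENCODE 29. SPARC, a matrix glycoprotein, differed between ClpP-KO and WT cells by −3.43 (SE 0.11, adjusted p = 1.94e-08) and FN1, fibronectin, by −1.36 (SE 0.10, adjusted p = 5.92e-06). Of 13 mesenchymal markers 8 were lower and 1 was higher (8 and 1 adjusted over the list alone; 0 higher without WT DMSO replicate 1 or ClpP-KO DMSO replicate 1 or 3). CCN2, connective tissue growth factor, differed by −2.57 (SE 0.22, adjusted p = 1.97e-05) and CCN1, a related matrix protein, by −1.48 (SE 0.15, adjusted p = 6.05e-05). Of 24 genes of cholesterol synthesis 20 were lower (22 adjusted over the list alone; 11 without WT DMSO replicate 1 or ClpP-KO DMSO replicate 3), SC5D, a sterol desaturase, by −1.46 (SE 0.10, adjusted p = 2.73e-06). Of 21 genes of the endoplasmic reticulum unfolded protein response 11 were lower (11 adjusted over the list alone), with the chaperone HYOU1 at −1.36 (SE 0.089, adjusted p = 2.71e-06). Higher in ClpP-KO cells were 6 of 15 interferon response genes, with 1 lower (6 and 1 adjusted over the list alone; 2 lower without ClpP-KO DMSO replicate 2), OASL, an antiviral protein, at 2.15 (SE 0.29, adjusted p = 0.000475). Of 64 cytosolic ribosomal proteins 17 were higher and 1 lower (20 and 1 adjusted over the list alone; 8 without WT DMSO replicate 1, 11 without ClpP-KO DMSO replicate 1 or WT DMSO replicate 3, 10 without WT DMSO replicate 2 and 7 without ClpP-KO DMSO replicate 3), and of 39 nuclear subunits of complexes II to V 9 higher (11 adjusted over the list alone; 3 without WT DMSO replicate 1 or ClpP-KO DMSO replicate 3 and 4 without WT DMSO replicate 2 or 3, with 1 lower without WT DMSO replicate 2). Of the protein genes of mitochondrial DNA 6 of 13 were higher (9 adjusted over the list alone; 3 without WT DMSO replicate 1 or 3 or ClpP-KO DMSO replicate 2, 13 without ClpP-KO DMSO replicate 1 and 2 without ClpP-KO DMSO replicate 3). Of the 29 lists 13 passed, and for the lists above camera adjusted p were 0.000123 for the mesenchymal markers, 3.59e-09 for cholesterol synthesis, 0.000124 for the unfolded protein response, 0.0096 for interferon (its call was lost with the transcripts in GENCODE 29), 1.47e-05 for the ribosome, 0.00206 for complexes II to V and 0.00268 for mitochondrial DNA, and adjusted p = 0.818 for each with an estimated correlation. Among the largest differences, SLPI, a secreted protease inhibitor, went from 0.193 ± 0.171 to 6.83 ± 1.85 CPM, and MT1E, a metallothionein, stood at 95.5 ± 16 CPM in WT and 0.0112 ± 0.0195 CPM in ClpP-KO cells, PKNOX2, a homeobox protein, at 173 ± 19.0 and 0.0475 ± 0.0823 CPM, and GAL, the neuropeptide galanin, at 33.3 ± 4.18 and 0 CPM, counts too low in ClpP-KO cells for a fold. The comparison called 1845 genes without WT DMSO replicate 1 and 1990 without WT DMSO replicate 3 of 3082.

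Genes of the mitochondrial and endoplasmic reticulum stress responses moved both ways in WT cells at 24 h. Over all genes tested there, 1877 of 12445 rose and 2183 fell with ONC201, and 1299 of 12431 rose and 1213 fell with TR-57. Counts of list members near these shares do not set a list apart. Of 20 genes of the mitochondrial unfolded protein response, 4 rose and 4 fell with ONC201 and 3 rose and 3 fell with TR-57 (adjusted over the list alone 4 and 6, and 3 and 4). HSPA9, the chaperone mortalin, was at 0.69 (SE 0.11, adjusted p = 0.00153) with ONC201 and LONP1, a matrix protease, at 0.89 (SE 0.076, adjusted p = 3.81e-05). Of 21 genes of the endoplasmic reticulum unfolded protein response, 8 rose and 7 fell with ONC201 and 4 rose and 6 fell with TR-57 (adjusted over the list alone 8 and 8, and 5 and 6). There DNAJB9, a co-chaperone, was at 1.08 (SE 0.18, adjusted p = 0.00184) and SDF2L1, another protein of that compartment, at −0.87 (SE 0.095, adjusted p = 0.000149) with ONC201. Of 19 immediate early genes, 4 rose and 6 fell with ONC201 and 3 rose and 3 fell with TR-57 (adjusted over the list alone 5 and 7, and 3 and 5), ATF3, a stress transcription factor, at 1.31 (SE 0.19, adjusted p = 0.000826) and BTG2, an antiproliferative protein, at −1.53 (SE 0.27, adjusted p = 0.00219) with ONC201. Of 15 p53 targets, 3 rose and 3 fell with ONC201 and 1 rose and 2 fell with TR-57 (adjusted over the list alone 3 and 3, and 1 and 3). Of 12 interferon response genes measured with ONC201 5 fell and of 14 with TR-57 3 fell, and 0 rose (adjusted over the list alone 6 and 3 fell), OAS3, an antiviral synthetase, at −0.98 (SE 0.10, adjusted p = 0.000111) with ONC201 (lost with the most abundant transcript, −0.52, adjusted p = 0.123). Of 13 mesenchymal markers, 1 rose and 3 fell with ONC201 and 1 rose and 4 fell with TR-57 (adjusted over the list alone 1 and 3, and 2 and 4), COL3A1, a chain of type III collagen, at −2.31 (SE 0.41, adjusted p = 0.00259) and ZEB1, a transcription factor of the mesenchymal state, at 0.52 (SE 0.10, adjusted p = 0.00359) with ONC201. Of 3 epithelial markers, 0 rose and 2 fell with ONC201 and 0 rose and 1 fell with TR-57 (adjusted over the list alone 0 and 3, and 0 and 1), and of 3 metallothioneins 0 changed with either drug. Of 15 factors that express mitochondrial DNA, 2 rose and 2 fell with ONC201 and 1 rose and 0 fell with TR-57 (adjusted over the list alone 2 and 0, and 0 and 0). The medians with ONC201 and TR-57 were −0.15 and −0.23 for the mitochondrial unfolded protein response; −0.069 and −0.071 for the endoplasmic reticulum unfolded protein response; −0.25 and −0.40 for the immediate early genes; −0.15 and −0.034 for the p53 targets; −0.43 and −0.32 for the interferon response; −0.012 and 0.19 for the metallothioneins; −0.52 and −0.80 for the epithelial markers; −0.13 and −0.26 for the mesenchymal markers; −0.093 and 0.15 for the factors of mitochondrial DNA expression. Only the interferon list with ONC201 passed (camera adjusted p = 0.0254; 0.525 with an estimated correlation), its call being lost without WT DMSO replicate 2 (adjusted p = 0.12), with filterByExpr, with no low-count filter, with the most abundant transcript or with the transcripts in GENCODE 29. For the other lists camera adjusted p ran from 0.0925 to 0.948 with ONC201 and, for all of them, from 0.0715 to 0.731 with TR-57, and with an estimated correlation adjusted p ran from 0.422 to 0.973 and from 0.437 to 0.854. The epithelial list passed with TR-57 without WT DMSO replicate 3 (adjusted p = 0.0499) and the immediate early genes without WT TR-57 replicate 2 (0.0212). Median and mean differed in sign for the endoplasmic reticulum list and the p53 targets with ONC201.

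Leaving out 1 library moved these counts by over 1.5 times with ONC201 in the mitochondrial unfolded protein response (falling 1 without WT DMSO replicate 1, 7 without WT DMSO replicate 2, 2 without WT ONC201 replicate 2 or WT DMSO replicate 3), the p53 targets (falling 1 without WT DMSO replicate 1 or WT ONC201 replicate 1 or 3), the epithelial markers (falling 0 without WT DMSO replicate 1 or WT ONC201 replicate 1 or 3, 1 without WT ONC201 replicate 2 or WT DMSO replicate 3), the factors of mitochondrial DNA expression (falling 0 without WT DMSO replicate 1 or 3 or WT ONC201 replicate 1, 2 or 3); with TR-57 in the mitochondrial unfolded protein response (rising 0 without WT DMSO replicate 1, 1 without WT DMSO replicate 2 or 3, falling 0 without WT DMSO replicate 1 or 3, 1 without WT DMSO replicate 2 or WT TR-57 replicate 2), the endoplasmic reticulum unfolded protein response (rising 0 without WT DMSO replicate 1 or 3, falling 3 without WT DMSO replicate 1), the immediate early genes (rising 1 without WT DMSO replicate 1 or 3), the p53 targets (rising 2 without WT TR-57 replicate 1 or 3, falling 0 without WT DMSO replicate 1, 2 or 3, 1 without WT TR-57 replicate 2), the interferon response (falling 5 without WT TR-57 replicate 1), the epithelial markers (falling 0 without WT DMSO replicate 1, 2 or 3), the mesenchymal markers (rising 0 without WT DMSO replicate 1, 2 without WT TR-57 replicate 3, falling 0 without WT DMSO replicate 1, 2 without WT DMSO replicate 2 or WT TR-57 replicate 3, 1 without WT DMSO replicate 3), the factors of mitochondrial DNA expression (rising 0 without WT DMSO replicate 1, 2 or 3 or WT TR-57 replicate 1 or 2, falling 1 without WT TR-57 replicate 2). In the interactions, median and mean, or median and test, differed in sign for the mitochondrial and endoplasmic reticulum unfolded protein responses, factors of mitochondrial DNA expression and metallothioneins with ONC201 and for the endoplasmic reticulum list and heme synthesis with TR-57, none past the threshold.

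Set directly against ONC201 in WT cells at 24 h, at 150 nM against 10 µM, TR-57 gave lower complex I subunits (median −0.15, camera adjusted p = 0.0272) and complexes II to V (−0.13, adjusted p = 0.0459) and higher S phase genes (0.25, adjusted p = 0.0204), with 0 of 37, 39 and 38 members past edgeR's test (also 0 adjusted over the lists alone; over all genes 1 passed, 585 at an unadjusted p under 0.05 and 9 by DESeq2) and adjusted p = 0.904 for each with an estimated correlation. Complex I was lost without WT TR-57 replicate 1 (adjusted p = 0.086) or 2 (0.194) or WT ONC201 replicate 2 (0.0693), with filterByExpr, with no low-count filter, with the most abundant transcript or with the transcripts in GENCODE 29. Complexes II to V were lost without WT TR-57 replicate 1 (adjusted p = 0.134) or 2 (0.294) or WT ONC201 replicate 2 (0.186), and with the same 4 settings. S phase was lost without WT ONC201 replicate 2 (adjusted p = 0.798) or WT TR-57 replicate 3 (0.602), with the most abundant transcript or with the transcripts in GENCODE 29.

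For comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05. The real split and the highest of the others called 4060 and 0 genes in WT ONC201 at 24 h, 2512 and 1 in WT TR-57 at 24 h, 1 and 1 in WT ONC201 at 1 h (as many in 2 of 10 splits) and in TR-57 against ONC201 (2 of 10). In the comparisons with 0 calls by edgeR, where any split gives as many (10 of 10), the highest of the others were 709 in ClpP-KO ONC201 and 4 in ClpP-KO TR-57 at 24 h (274 and 680 at an unadjusted p under 0.05; DESeq2 11 and 16), and 1 in WT TR-57, 17 in ClpP-KO ONC201 and 0 in ClpP-KO TR-57 at 1 h (194, 55 and 303 at an unadjusted p under 0.05; DESeq2 1, 1 and 1). The 709 and the 17 point to a structure of the samples: both come from the split with both replicates 2 and the drug-treated replicate 1 on one side and both replicates 3 and the DMSO replicate 1 on the other. In ClpP-KO ONC201 at 24 h the 4 splits that part all 3 pairs of numbers, the real one included, called at most 1 gene; in the other comparisons of ClpP-KO cells and those of WT cells at 1 h, where the numbers pair the libraries too, the other 3 of these splits called 0. With the replicate as a block the real split called 158 genes in ClpP-KO ONC201 and 908 in ClpP-KO TR-57 at 24 h.

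The gene values of the authors' tables lie below the gene sums used here: over the 1538 genes held of the paper's 24 h table, its base means had a median log2 ratio of −1.53 to the summed estimated counts. Against the authors' gene count table as their source stands a ratio of −1.37, and against the most abundant transcript one of −0.78. The paper's base means lay close to sums over the transcripts in GENCODE 29, with a ratio of −0.025 and 96.5% of genes within 5% at 24 h, and −0.054 and 70.2% at 1 h, so a candidate explanation is that only transcripts whose versioned identifier stands in an older annotation entered those values. The 24 h comparison was predicted with the 1 h table already seen, and what step of the authors' processing this would be stays open.

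The genes called in ClpP-KO cells at 24 h with the replicate as a block moved mostly as in WT cells. Of 901 such calls with TR-57 that were tested in WT cells, 863 (95.8%) had the sign of the WT change, against 72.5% of all genes, and of 141 with ONC201 129 (91.5%) did, against 63.4%; WT and ClpP-KO comparisons share no libraries. The median size of these changes was 0.30 in ClpP-KO against 0.65 in WT cells with TR-57 and 0.41 against 0.77 with ONC201 on the log2 scale, and the TR-57 calls include RPL36A-HNRNPH2 (5.33), high in every TR-57 library of 24 h, and the hemoglobin genes HBA1, HBA2 and HBB, high in some libraries of their groups. In counts simulated from the block model with no drug effect, 0 of 20 data sets for TR-57 and 0 of 20 for ONC201 reached 100 calls, and the highest had 10 and 6. Genes were drawn independently there, beyond the shift per replicate number. The simulation therefore argues only against calls made by the block under its own model, and cannot speak to calls from other structure of the samples. A weaker form of the WT response is a candidate explanation, for TR-57 beside the shorter fragments that its libraries of both genotypes share, and whether it passes through the CLPP transcript left in these cells stays open, as no test here separates that from an action outside ClpP.

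The hemoglobin genes, chosen after their values were seen, set single libraries apart. HBB stood at 28.7 and 31.4 CPM in ClpP-KO TR-57 replicates 1 and 2 at 24 h and 0.149 CPM in replicate 3, and at 30.2 CPM in WT TR-57 replicate 3 against 0.0875 and 0 CPM in replicates 1 and 2. HBA2 stood at 14.8, 11.9 and 0 CPM and at 0, 0 and 13.3 CPM in replicates 1, 2 and 3 of the same groups. At 1 h HBB was at 5.91 and 6.61 CPM in WT ONC201 replicates 2 and 3, and in the other libraries of both times it was under 1 CPM. The readthrough gene RPL36A-HNRNPH2, uncertain because it shares reads with its neighbours, lay between 47.0 and 123 CPM in WT TR-57 and 26.5 and 44.9 CPM in ClpP-KO TR-57 at 24 h, at 2.53 CPM or less in every other 24 h library, and at 1 h between 34.6 and 50.9 CPM in WT DMSO, 21.9 and 37.7 in WT ONC201, 19.6 and 38.1 in WT TR-57, 0 and 11.1 in ClpP-KO DMSO, 0 and 35.6 in ClpP-KO ONC201 and 1.52 and 41.5 in ClpP-KO TR-57. The TR-57 libraries of 24 h also had the shortest fragments of that time point in both genotypes, the ClpP-KO libraries included. There edgeR called 0 genes with TR-57, but 908 with the replicate as a block.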
